# Design of synthetic bacterial communities for predictable plant phenotypes

**DOI:** 10.1371/journal.pbio.2003962

**Published:** 2018-02-20

**Authors:** Sur Herrera Paredes, Tianxiang Gao, Theresa F. Law, Omri M. Finkel, Tatiana Mucyn, Paulo José Pereira Lima Teixeira, Isaí Salas González, Meghan E. Feltcher, Matthew J. Powers, Elizabeth A. Shank, Corbin D. Jones, Vladimir Jojic, Jeffery L. Dangl, Gabriel Castrillo

## Abstract

Specific members of complex microbiota can influence host phenotypes, depending on both the abiotic environment and the presence of other microorganisms. Therefore, it is challenging to define bacterial combinations that have predictable host phenotypic outputs. We demonstrate that plant–bacterium binary-association assays inform the design of small synthetic communities with predictable phenotypes in the host. Specifically, we constructed synthetic communities that modified phosphate accumulation in the shoot and induced phosphate starvation–responsive genes in a predictable fashion. We found that bacterial colonization of the plant is not a predictor of the plant phenotypes we analyzed. Finally, we demonstrated that characterizing a subset of all possible bacterial synthetic communities is sufficient to predict the outcome of untested bacterial consortia. Our results demonstrate that it is possible to infer causal relationships between microbiota membership and host phenotypes and to use these inferences to rationally design novel communities.

## Author summary

Symbiotic microbes influence host development and health, but predicting which microbes or groups of microbes will have a helpful or harmful effect is a major challenge in microbiome research. In this article, we describe a new method to design and predict bacterial communities that alter the plant host response to phosphate starvation. The method uses plant–bacterium binary-association assays to define groups of bacteria that elicit similar effects on the host plant. By constructing partially overlapping bacterial communities, we demonstrated that it is possible to modify phosphate accumulation in the plant shoot and the induction of plant phosphate starvation genes in a controlled manner. We found that bacterial colonization of the plant root does not predict the capacity to produce this phenotype. We evaluated the predictive performance of different statistical models and identified one best able to predict the behavior of untested communities. Our work demonstrates that studying a subset of all possible bacterial communities is sufficient to anticipate the outcome of novel bacterial combinations, and we establish that it is possible to deduce causality between microbiome composition and host phenotypes in complex systems.

## Introduction

The composition of plant-associated microbial communities influences plant health and development [1][2]. This has raised interest in the use of microbes for biotechnology and agriculture [3][4]. However, it is challenging to measure the contribution of individual microbes from a complex microbiota to host health. Thus, a number of in vitro screening strategies are commonly applied to identify candidate plant-interacting microbes; however, none of the traits typically screened are correlated with a plant-beneficial outcome [5]. Another common prescreening strategy involves performing plant–bacterium binary-association assays [6], but only a few have been successfully translated into agricultural settings [7][8][9], suggesting that these assays also fail to capture critical aspects of nature’s complexity. Moreover, it is well established that microbial consortia can produce strong and unexpected effects on host health [10][11], and such emergent properties are hard to predict, hindering the rational design of microbial consortia with desired host outputs. Previous strategies to address this conceptual problem included the exhaustive study of possible communities assembled from a small number of microbiota constituents in zebrafish [12] and the analysis of randomized combinations of bacteria in mice [13]. Other approaches often begin with an exhaustive evaluation of all combinations of, for example, the nutrients nitrate and ammonium and the hormones auxin, cytokinin, and abscisic acid on plant root growth and development [14]. Although exhaustive approaches can provide a complete picture of interactions within complex systems, they are unfeasible for systems with more than a handful of variables, given the astronomical number of possible factorial combinations. Even in the rare cases in which functional microbial consortia have been assembled, most studies focus on a single community that is considered a treatment, and rarely is an effort made to dissect the contribution of its constituents. This makes it impossible to establish predictable generalizations beyond the tested communities or conditions used. An instance that dissected the components of a consortium consisted of only 2 bacterial strains [15]. These findings reinforce the necessity for reduced complexity and modular model systems to associate microbial community composition with host phenotypes.

Our approach is summarized in Fig 1. In short, we first characterized the relationship between in vitro bacterial assays and plant–bacterium binary-association assays, and we used the latter to define functional bacterial blocks. These blocks are groups of bacteria that, by themselves, have a similar influence on a host phenotype. Then, we defined a subset of all the possible communities by constructing partially overlapping synthetic communities (SynComs) of 2 blocks each, tested the effect of these consortia on multiple plant phenotypes, and characterized the plant transcriptional response to these consortia. We evaluated the predictive performance of different statistical models on communities that the models had not seen before. We selected a neural network (NN) because it maximized predictive performance and used this model to design novel synthetic communities that maximized the change in 1 plant phenotype. Finally, we tested the model designs by constructing the novel communities it suggested and validated nearly all of the predicted host phenotypic outputs.

**Fig 1:**
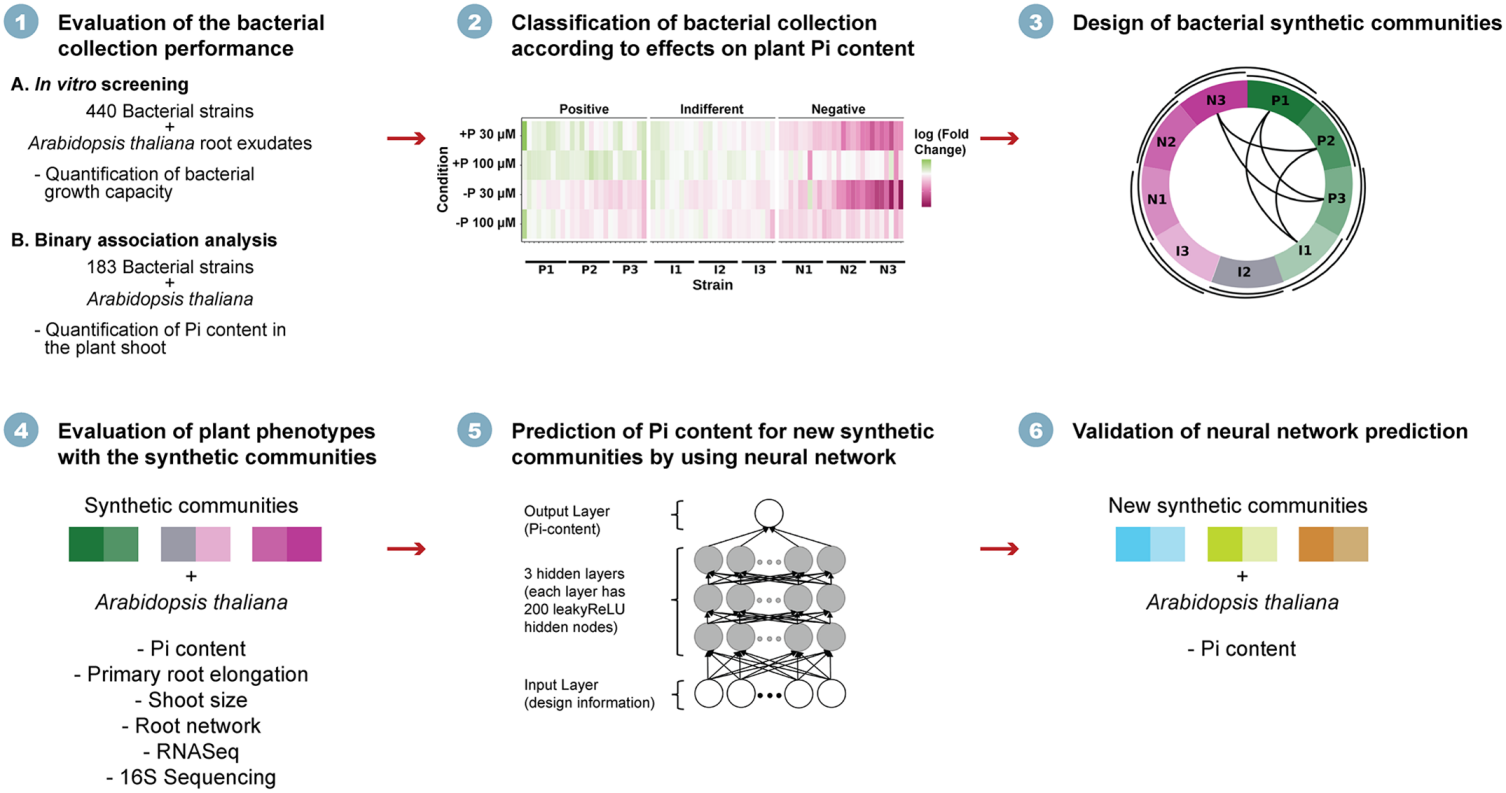
Experimental strategy to design and test small consortia of bacteria with predictable host phenotypes. I1–I3, indifferent phenotypes 1–3; leakyReLU, leaky Rectified Linear Unit; N1–N3, negative phenotypes 1–3; Pi, phosphate; P1–P3, positive phenotypes 1–3; 16S, ribosomal gene.

We focus on bacterial manipulation of the plant response to phosphate (Pi) starvation, a commonly limiting nutrient for plant growth [16]. Pi is an essential macronutrient for plants and also for microbes [17][18] and is limited in soil [19]. Microbial communities living in the proximity of the plant take up Pi from the environment using a highly efficient Pi transport system [20][21]. Therefore, the available Pi in the close vicinity of plants is subject to direct and intense competition for uptake between microbes and plants [18]. Although the response of *Arabidopsis thaliana* seedlings in axenic conditions to phosphate starvation is well characterized [22], the elucidation of the regulatory mechanisms of this response in the presence of the plant microbiome is only recently emerging [23] [24].

We systematically evaluated the performance of a large collection of root bacterial isolates using in vitro screening and binary plant–bacterium association assays as predictors for the effect of derived bacterial consortia on plant phenotypes in response to phosphate starvation. We confirm that bacterial in vitro assays have no correlation with bacterial effects on plant phenotypes. However, we found that plant–bacterium binary-association assays are informative for designing small synthetic communities. Surprisingly, the effects of bacterial consortia on host physiology were mostly additive and independent of bacterial abundances, suggesting that functional stacking within a microbial consortium can determine its effect on host phenotypic response. Finally, we successfully validated novel synthetic communities designed by an NN that led to predictable changes in plant shoot Pi content. Our results provide a useful road map from binary host–microbe assays to the design and testing of useful small consortia to predictably alter host phenotypes.

## Results

In response to Pi deficiency, plants change root exudate metabolite profiles and root architecture to explore Pi-rich soil patches [25]. This may lead to bacterial soil community shifts [26]. In order to learn how root exudate profiles change in response to Pi, we harvested root exudates from *A*. *thaliana* plants in response to 2 short and complementary nutritional transitions that mimic the dynamics of Pi stress [27] (S1A Fig; Materials and methods 1a, 1b, 1d, 1e). We demonstrated that our Pi transitions were sufficient to induce a reconfiguration of plant exudate primary metabolic profiles (S1C and S1D Fig, and S1 Table).

We next tested whether these exudates modified the in vitro growth capacity of a collection of 440 bacterial strains isolated from the roots of Brassicaceae grown in soil that is not overtly Pi deficient (nearly all from *A*. *thaliana*) ([28], S1B Fig, and Materials and methods 1c). We identified a range of bacterial growth behaviors (Materials and methods 1f, 1g) and found that the bacterial growth differences between phosphate conditions are much weaker than the differences between strains (S2 Fig). As expected, phylogeny explained most of the growth differences between strains (S2A Fig and Materials and methods 1h). Most of the bacterial growth parameters provided the same information, so we selected the area under the growth curve (optical density [OD] versus time) (AUC) as a growth marker for subsequent analyses.

Hierarchical clustering of AUC differences between in vitro conditions identified 10 groups of bacteria that represented different response patterns to exudates derived from roots grown in different Pi concentrations and media supplemented or not with Pi (S2B Fig and S2 Table). We found that root exudates could enhance or inhibit bacterial growth and that this effect could be either general or specific to one type of exudate (S2B Fig). Thus, consistent with previous findings [26], plant-derived root exudates modulated the growth of bacterial root isolates depending on the plant’s Pi starvation status.

We selected a subset (*n* = 183) of the strains from the in vitro assays for determining whether they exerted a functional role on the plant under different phosphate conditions. We selected bacterial isolates that belonged to all of the different response patterns (S2B Fig) and that were most responsive to both Pi levels and the presence of exudates (Materials and methods 1g, S2 Table). We measured the change in plant shoot Pi content, a direct marker of phosphate starvation responsiveness [22], in response to the presence of each of 183 individual strains, when compared to axenically grown plants. We evaluated shoot Pi content under 4 Pi conditions that represented a 2 × 2 design matrix of 2 Pi levels used for plant germination (full; 1 mM; and depleted, about 5 μM Pi) and 2 Pi concentrations (30 μM Pi and 100 μM Pi) to which seedlings were switched, concomitant with the application of each bacterial strain (Fig 2A and Materials and methods 2). The use of 2 germination conditions in the experimental design allowed us to evaluate the effect of the activation of the phosphate starvation response and the shoot Pi content on the plant–bacterium interaction under different Pi concentrations.

**Fig 2:**
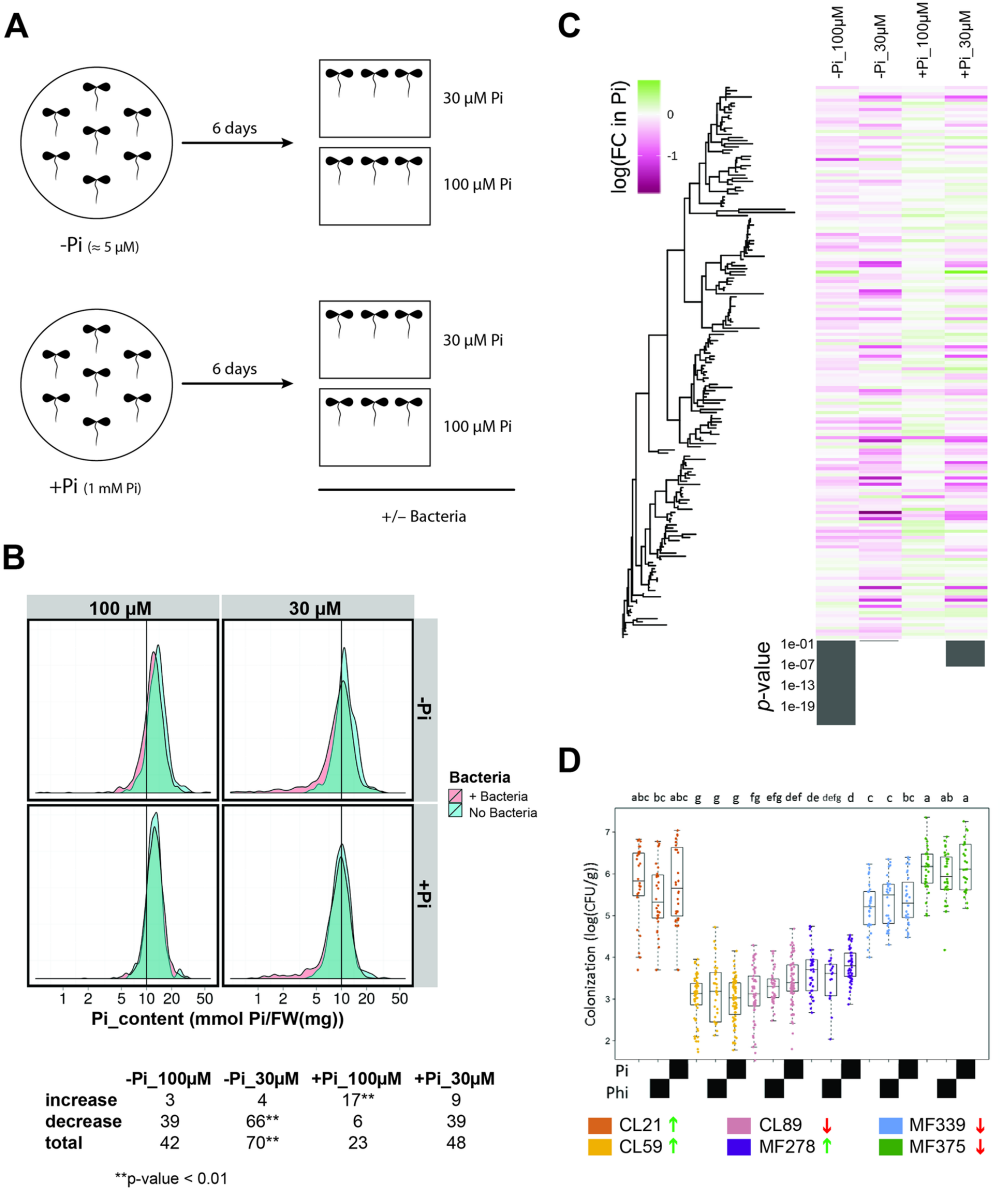
Bacteria modify the shoot Pi content in the plant. (A) Schematic representation of the pipeline used for the binary-association analysis. For binary-association experiments, plants were germinated in axenic condition on Johnson medium, 0.5% sucrose with either 1 mM Pi (+Pi), approximately 5 μM Pi [traces of Pi from the agar] (−Pi), or 1 mM phosphite (Phi; not shown) in a vertical position for 6 days. Seedlings were then transferred to 30 μM Pi and 100 μM Pi media (without sucrose), alone or with each bacterial strain, for another 7 days. *Arabidopsis thaliana* plants were grown in a growth chamber in a 16-hour light/8-hour dark regime (24°C/21°C). (B) Top: Distribution of shoot Pi content in plants cocultured with individual bacterial strains (+ Bacteria) or in axenic conditions (No Bacteria) across a 2 × 2 matrix of Pi levels used for plant germination [+Pi (1 mM Pi) and −Pi (about 5 μM Pi)] and 2 Pi concentrations (30 μM Pi and 100 μM Pi), to which seedlings were transferred concomitant with application of each bacterial strain (Materials and methods 2a). Bottom: Number of strains that significantly increase or reduce the shoot Pi accumulation compared with no bacteria, after correction for multiple testing (Materials and methods 2e). Asterisks indicate an enrichment of strains with an effect greater than expected (hypergeometric test). Bacteria (*n* = 183) and 3 replicas (10 plants each) were analyzed per strain in 2 independent experiments. See also S3 Table. (C) Heat map of log(fold-change) in shoot Pi concentration between plants inoculated with individual bacterial strains, compared with axenically grown seedlings. Treatments are as in (B) and bacteria are sorted according to their phylogeny, as indicated by the tree on the left. Bottom bar plot shows the *p*-value from Pagel’s *λ* test for phylogenetic signal. Only 177/183 strains that were both tested in the plant–bacterium interaction assays and had a high-quality full-length 16S sequence are included. (D) Colonization capacity of 6 bacterial strains selected according to their performance in binary-association assays: 3 strains increased (green arrows) and another 3 decreased (red arrows) the shoot Pi content (see S3E Fig). CL and MF refer to the natural soils from which the strains were isolated. For this experiment, we used plants germinated with (black block) or without (no block) Pi or in the presence of phosphite (black block). Plant tissue was crushed; serially diluted, plated, and c.f.u’s per gram of original material were determined. Data points are colored by bacterial strain. Letters at the top of each panel denote statistical significance of Tukey’s post hoc analysis of a linear model. Numerical values that underlie the data displayed in the panel are in https://github.com/surh/wheelP. c.f.u, colony-forming unit; FW, fresh weight; Phi, phosphite; Pi, phosphate; 16S, ribosomal gene.

On average, bacteria had a slightly negative effect on plant shoot Pi content, visualized as a small tail in the bacterial treatment graphs (pink) in Fig 2B. This effect was stronger when the environmental Pi concentration was lower (Fig 2B and 2C and S3 Table). These findings are consistent with our previous results that a bacterial synthetic community drives a context-dependent competition with the plant for Pi [23]. Overall, we found that more strains had a negative than a positive effect on shoot Pi content (Fig 2B, S3 Table, and Materials and methods 2e). Specifically, there were significantly more strains that had a stronger negative effect on plant shoot Pi content in the most limiting Pi conditions (germination in Pi depleted, followed by transfer to 30 μM Pi) (Fig 2B and S3 Table), in which the phosphate starvation response should be active. Conversely, the least Pi-deprived condition (germination in full Pi, followed by transfer to 100 μM Pi) exhibited a significant enrichment of strains that positively affected shoot Pi content (Fig 2B and S3 Table). These results are consistent with bacterial effects on Pi content in the shoot being modulated by the nutritional status of the plant. Importantly, germination conditions did not alter bacterial colonization (Fig 2D), and the effect of individual strains on plant shoot Pi content was independent of the ability of root-inoculated bacteria to colonize the shoot and independent of bacterial titers in different plant organs (Fig 2D; S3A Fig and Materials and methods 2c).

We detected a weak phylogenetic signal in the ability of bacterial strains to modulate plant Pi content that was significant in only 2 of the 4 conditions (Fig 2C and Materials and methods 2f). Accordingly, we found no correlation between the effect of individual bacterial isolates on shoot Pi content and their in vitro growth phenotype in response to switched Pi levels and root exudates (S4 Fig). Overall, our survey of plant–bacteria binary associations and the resulting distribution of bacterial effects on shoot Pi content argue that the majority of plant–bacteria interactions are competitive, at least in the context of phosphate starvation response.

We recently demonstrated that the *A*. *thaliana* phosphate starvation response is largely antagonistic to immune system function [23]. We therefore asked whether activation of the plant phosphate starvation response could modulate the outcome of binary bacteria–plant interactions. We analyzed shoot Pi content in plants pretreated with phosphite (Phi) (KH_2_PO_3_) and then transferred to either 30 μM Pi or 100 μM Pi in the presence of each of 30 selected bacterial strains that either reduced, increased, or had no effect on the shoot Pi content (10 strains per class; S3E Fig). Phi is a nonmetabolizable analog of Pi and its accumulation delays the phosphate starvation response, resulting in low accumulation of Pi in the shoot [29](S3B and S3C Fig). We found that germinating plants on Phi (low shoot Pi, phosphate starvation response off) dramatically reduced the number of bacterial isolates that diminished shoot Pi content, compared to germination on low Pi (low shoot Pi, phosphate starvation response on) (S3D and S3E Fig). Additionally, we observed that under Phi pretreatment, none of the strains significantly increased shoot Pi content compared to germination on high Pi (high shoot Pi, phosphate starvation response off) (S3D and S3E Fig). Importantly, Phi treatment did not alter bacterial colonization (Fig 2D, S3A Fig and Materials and methods 2c). These findings indicate that activation of the plant phosphate starvation response results in different modes of bacterial interactions with the plant that are independent of shoot phosphate content. These results indicate that an active phosphate starvation response can modulate the outcome of both positive and negative interactions with bacteria, likely mediated via coregulation of the plant immune system. An analogous mechanism has been described for the interaction between *A*. *thaliana* and a beneficial fungus [24].

We sought to establish whether the results from binary associations are indicative of bacterial effects when a more complex bacterial community is present. We used a microcosm reconstitution approach, in which we inoculated plants with defined complex bacterial synthetic communities (Materials and methods 3a). A subset of 78 strains analyzed in the binary-association experiments was grouped into 3 functional groups consisting of positive (P1-P3), indifferent (I1-I3), and negative (N1-N3) bacteria, depending on their effect on shoot Pi accumulation. For the positive and negative groups, we focused on strains that had a statistically significant effect on plant Pi accumulation, after correcting for multiple testing (Materials and methods 3i). Each functional group was further divided into another 3 blocks of 8–9 bacterial strains, according to the magnitude of their individual effects (Fig 3A, S3 and S4 Tables, and Materials and methods 3i). We then combined pairs of these blocks to define 14 partially overlapping bacterial synthetic communities (Fig 3B). This scheme was designed to maximize the probability of observing extreme plant phenotypes by stacking functionally similar blocks and to gain information from combining the most extreme phenotypic blocks defined in the binary-association assays.

**Fig 3:**
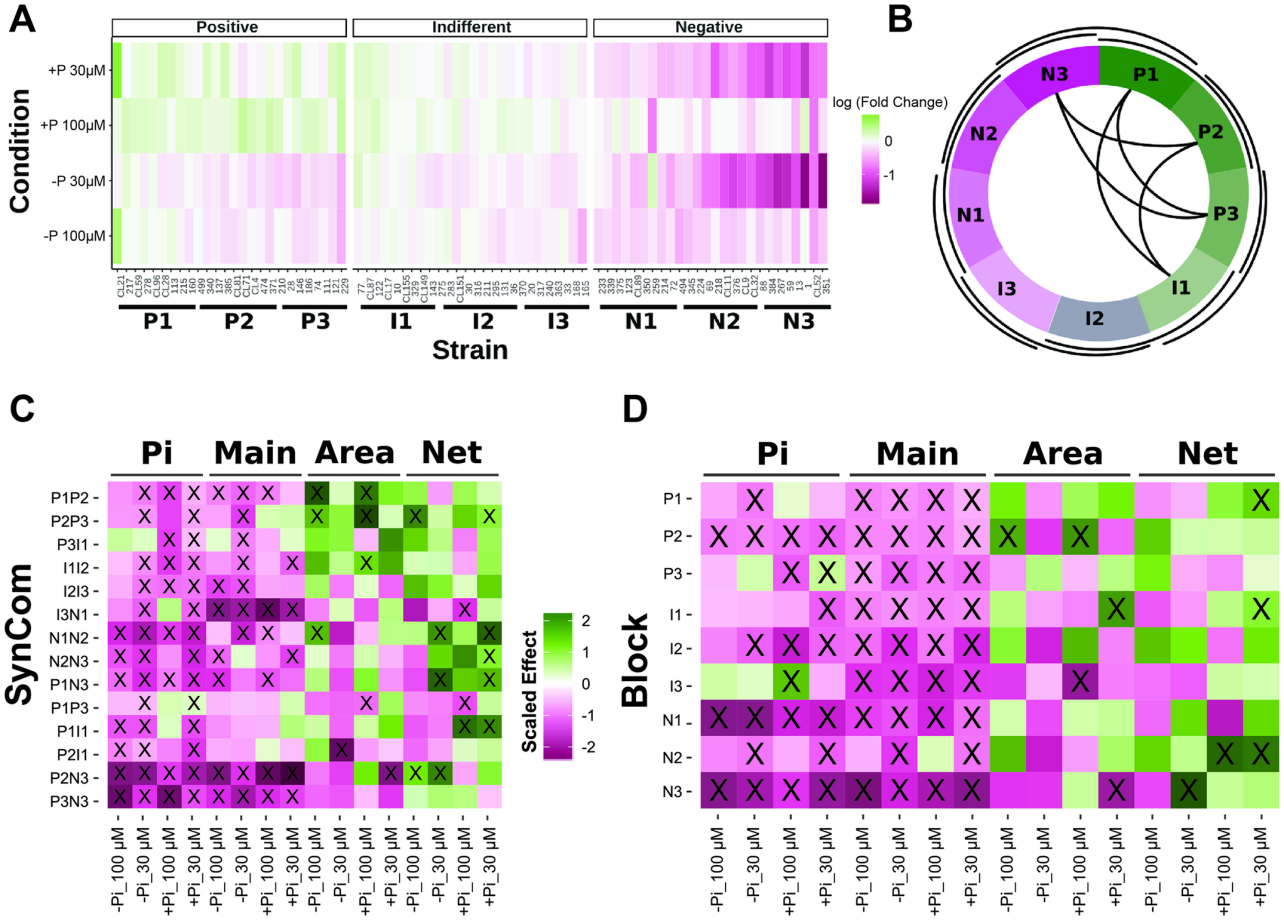
Synthetic communities alter plant phenotypes according to the strain makeup of the blocks from which they were composed. (A) Heat map showing strains (*n* = 78) tested in binary association and that were selected because they cause positive (P), negative (N), or indifferent (I) effects on shoot Pi content in the growth conditions defined in Fig 2A. Strains are sorted within each group according to their mean effect on shoot Pi accumulation. Color scale shows log(fold-change) of shoot Pi content with respect to axenically grown plants. Bars and labels at the bottom show the 9 bacterial blocks used for the design of synthetic communities. Log(fold-change) is calculated from 6 pools of 10 plants in 2 independent experiments. See also S3 and S4 Tables. (B) Schematic representation of the synthetic communities designed using pairs of blocks. Sections in the circle are the 9 bacterial blocks from (A); black curved segments represent synthetic communities. Outer curved segments and curves inside the circle represent synthetic communities made of adjacent and nonadjacent bacterial blocks, respectively. (C) Heat map shows the scaled effect of each synthetic community on 4 plant phenotypes: Pi content (Pi), primary root elongation (Main), shoot area (Area) and total root network (Net) across the 4 growth conditions defined in Fig 2A. (D) Similar to (C) for individual bacterial functional blocks. In both (C) and (D), the values correspond to the scaled coefficients from a linear model. The values have been scaled through dividing by the standard deviation of all coefficients for the same phenotype and condition (each column in the plots). In all cases, 0 (white) represents no change with respect to axenically grown plants. The method to estimate the block and synthetic community effects are described in Materials and methods section 3j, and statistical significance (*p*-value < 0.05) is indicated with an “X” inside each tile, while the results of testing for significance for changes in Pi content are presented in S5 Table. Area, shoot area; Pi, phosphate; SynCom; synthetic community.

We evaluated shoot Pi content, primary root elongation, shoot size, and total root network in *A*. *thaliana* plants grown in association with the 14 bacterial synthetic communities in the same growth conditions used for the binary-association analysis (Fig 2A and Materials and methods 3b). We found that synthetic communities, like individual bacterial strains, were more likely to reduce plant shoot Pi content, and that synthetic communities made of negative blocks led to lower shoot Pi accumulation than those composed of positive blocks (Fig 3C and 3D and S5 Fig). For example, in general, the estimated negative effect on shoot Pi accumulation for negative blocks is significantly larger than for positive or indifferent blocks (Fig 3C and 3D, S5a Table, and Materials and methods 3j). At the synthetic community level, the effect of the negative strains was clearly dominant; only 2 communities containing negative blocks (I3N1 and N2N3) showed a nonsignificant reduction in shoot Pi content and this in only 1 of the tested conditions. Importantly, the only significantly positive effect with respect to no bacteria involved 2 positive blocks and was weak (P1P3) (Fig 3C, S5b Table, and Materials and methods 3j). We also observed that the majority of the cases in which a synthetic community did not significantly reduce the shoot Pi accumulation occurred under the less Pi-restricted condition (100 μM) (Fig 3C, S5b Table, and Materials and methods 3j), consistent with the results from the individual strains (Fig 2B). This trend was generally consistent for the other plant phenotypes analyzed (Fig 3C and 3D and S5 Fig). Overall, the reduction in shoot Pi content associated with negative blocks correlated with less shoot area, shorter primary roots, and bigger root networks (top and bottom rows in Fig 3C and 3D, and S5 Fig), morphological changes that match the canonical phosphate starvation response in axenic conditions [22][30]. In contrast, positive bacterial blocks caused less intense plant phosphate starvation response phenotypes. These effects were more obvious in plants grown at low environmental Pi concentration (Fig 3C and 3D and S5 Fig). Thus, the binary-association assays were generally informative with regard to the behavior of bacteria in more complex biotic backgrounds.

Interestingly, we observed that a number of synthetic communities, for example P2P3 and P1P2, led to increased shoot area compared to axenically grown plants, despite exhibiting reduced shoot Pi content (Fig 3C and S5 Fig). In contrast, plants treated with P1P3 in +Pi_100 μM Pi condition, had shoot Pi content similar to Pi-sufficient plants but unexpectedly exhibited a reduced shoot area (Fig 3C and S5 Fig). Thus, bacterial consortia can decouple shoot Pi-content accumulation from the growth inhibition responses typically associated with the canonical phosphate starvation response [22][30][31].

We estimated the common (additive) effects of each block of strains across different bacterial backgrounds (e.g., in different synthetic communities) (Materials and methods 3j). Surprisingly, we found that additive contributions of the bacterial functional blocks are sufficient to explain most of the plant phenotypic variation observed (Fig 4). We found that synthetic community membership (i.e., ignoring bacterial relative abundances) typically explained more than 50% of the plant phenotypic variance (Fig 4). This indicates that intrablock bacterial interactions contribute at least as much as interblock interactions to the plant phenotypes tested. Furthermore, the effect of bacterial blocks on the phenotypes analyzed is generally consistent across different synthetic communities, despite each strain’s relative abundance being dependent on the microbial context (S6 and S7 Figs).

**Fig 4:**
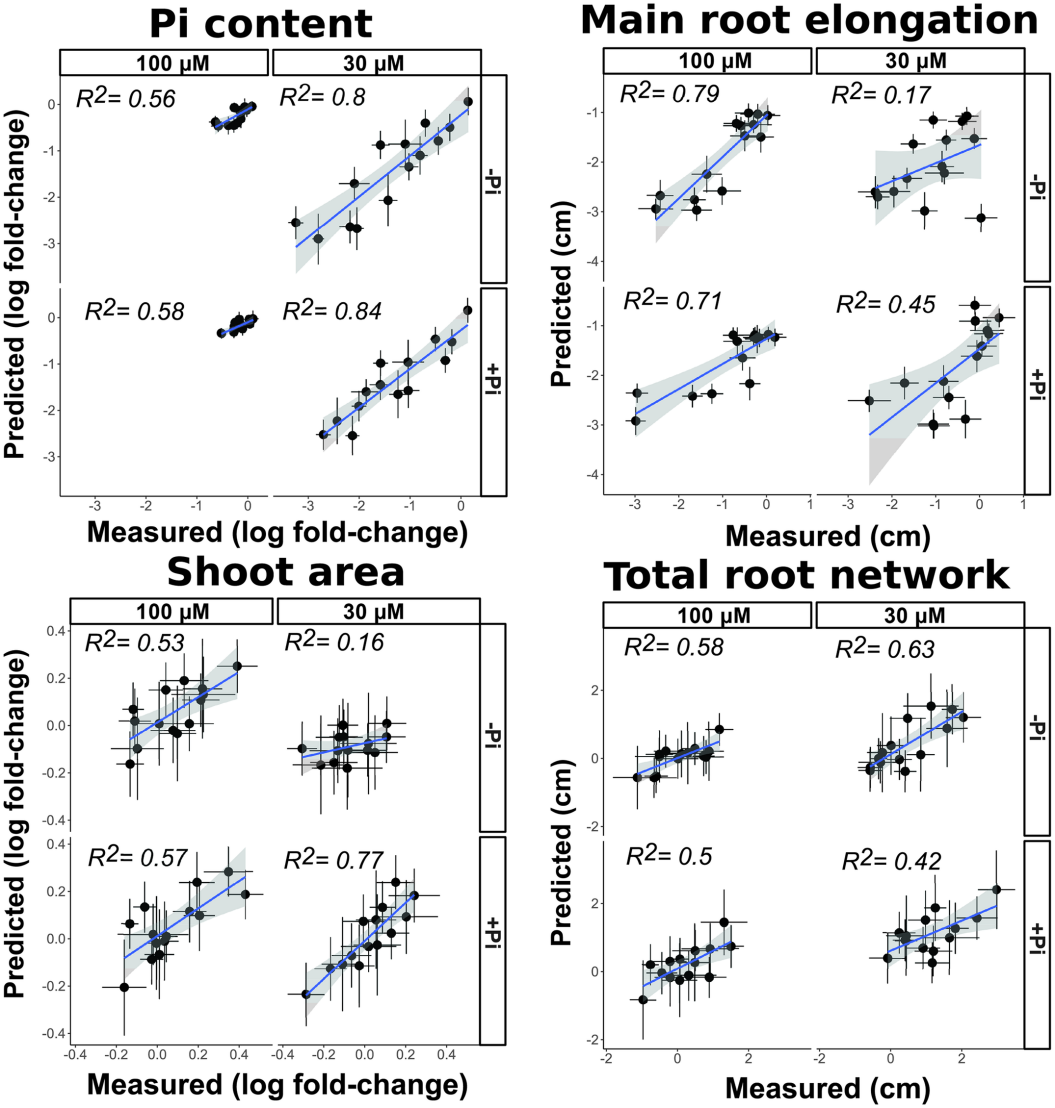
Synthetic communities additively modulate plant phenotypes. Additive contributions of bacterial blocks explain synthetic community effects on all plant phenotypes. Comparisons between measured changes (x-axis) in plant phenotypes caused by synthetic communities, with respect to axenically grown plants, and expected changes (y-axis) from purely additive effects of each block, while ignoring bacterial relative abundances. In each plot, the 4 panels represent the 4 media conditions tested, with germination conditions as rows and Pi treatment as columns. Each point represents a synthetic community (*n* = 14); the x-axis corresponds to the color scale in Fig 3C, and the y-axis shows the result from adding the individual main effects estimated for each block (Fig 3D). The standard error from both the measured and estimated change is shown for each point. The blue line represents the least squares regression on the points from each panel, and the grey shade indicates the 95% confidence interval on the regression line. *R*^2^ is shown on each panel. For all axes, 0 represents no change with respect to axenically grown plants. The values for Pi content and shoot area are indicated as log(fold-change) with respect to axenically grown plants. The values for primary root elongation and total root network represent the difference with respect to axenically grown plants. Additivity is evidenced by agreement between predicted and measured phenotypic changes. Numerical values that underlie the data displayed in the panels are in https://github.com/surh/wheelP. Pi, phosphate; *R*^2^, coefficient of determination.

We found that the bacterial abundances in either agar substrate or in the root endophytic compartment were poorly correlated with plant phenotypes (Materials and methods 3e, 3k). Despite the consistent taxonomic profiles of the inoculum, we observed that bacterial communities of agar and root samples were dominated by variable bacterial taxa, depending on the specific combination of bacterial blocks present (S6A and S6B Fig). This suggests that bacteria–bacteria interactions are important in shaping the final community. Furthermore, we found clear taxonomic differences between root and agar samples. Most notably, *Streptomyces* strains (order Actinomycetales) were particularly good root colonizers despite their limited success on agar, while Pseudomonadales strains were relatively more successful in agar than in root samples (S6A and S6B Fig). These results recapitulate previous findings in natural soils, indicating that Actinobacteria are enriched in *A*. *thaliana* roots [32][33]. Phosphate concentrations in the media had only a minimal effect on the final community composition (S6B Fig).

We then quantified the information gained by incorporating relative abundance data (S6 Fig) into our additive model (Materials and methods 3k). Surprisingly, in all cases (16/16) the plant phenotypic variance explained by microbiota composition decreased when we incorporated relative abundance (S7 Fig). While in some cases, the differences might not be statistically significant, together, this result demonstrates significantly better performance by the model that ignores relative abundance (*p*-value = 0.000481; 2-tailed Wilcoxon signed-rank test). Our results indicate that bacterial blocks disproportionately modulate shoot Pi content with respect to their strain abundances, an observation analogous to that seen in bacteria modulating zebrafish immune responses [12].

The synthetic communities differentially modulated plant phenotypes related to phosphate starvation response. Therefore, we examined the transcriptomes of plants growing with different synthetic communities. 

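The transcriptomes were measured by mRNA sequencing of *A. thaliana* Col-0 seedlings, the wild-type accession. The seedlings had grown axenically (without bacteria) or with 1 of 14 synthetic communities, each made of 2 of the 9 bacterial blocks. The 4 media combined germination without added Pi (5 μM, written −Pi) or with Pi (1000 μM, written +Pi) with transfer to 30 or 100 μM Pi. The paper gives 6 days of germination before the transfer, the sample labels give 7, and the plants were harvested 7 days after the transfer. In each of 2 experiments, 3 libraries were made per community and medium and 12 per medium from axenic plants, which left 53 conditions with bacteria at 6 libraries, 3 at 5 libraries, and 24 axenic libraries in each medium. The labels also assign each library to 1 of 5 plates. In experiment 1, communities P1P2, P2P3, P3I1, I1I2 and I2I3 were on plate 1, communities I3N1, N1N2, N2N3, N3P1, P2N3 and P3N3 on plate 3, and communities P1P3, P1I1 and P2I1 on plate 5. Experiment 2 had the same division over plates 2, 4 and 5, so that no community with a negative block shared a plate with a community without one, while axenic plants were on every plate.

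The authors discarded reads with adapter sequence, mapped the 50-bp reads to TAIR10 with Tophat, allowing 1 mismatch and 1 position, and counted the reads on each gene with HTSeq. The deposited values are these counts, without normalization. Between 958556 and 9923233 reads per library were counted on nuclear genes, with a median of 3442958. The median was 3219485 in the 96 axenic libraries (range 962796 to 6877711), and the medians of the 14 communities lay between 2522592 for N1N2 (1828613 to 5821534) and 4005117.5 for I1I2 (1902838 to 4849634). Within a community and medium, the lowest median was 1370120.5, for P1P2 germinated without Pi and moved to 100 μM Pi, and the highest was 4199101.5, for P2P3 germinated without Pi and moved to 30 μM Pi.

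From these counts, library sizes were scaled by edgeR's TMM method, and the 19850 genes with at least 10 counts in at least 6 libraries were tested. Organelle genes and 2 rows that are not *A. thaliana* genes were left out. A quasi-likelihood negative binomial model held an indicator for each of the 9 blocks, the 4 media, the interactions of blocks and media, and the experiment, terms that the paper's model also has. The paper gives 5 levels of experiment, 41 coefficients and tagwise dispersions. Here the 2 experiment labels of the samples were used, which give 41 coefficients, with a trended dispersion. The effect of a block was averaged over the media a comparison covers. A gene was called differentially expressed at a Benjamini-Hochberg false discovery rate (FDR) under 0.01.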

We first explored the expression of a literature-based core set of 193 phosphate starvation response transcriptional markers [23]. Plants did not exhibit induction of phosphate starvation response markers in axenic conditions, even when Pi was low (Fig 5A) [23]. However, some synthetic communities induced the canonical transcriptional response to Pi starvation in plants grown on 30 μM Pi (Fig 5A). 

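The 193 core markers are not listed in the paper or in the supplementary files at hand, so a list of 32 phosphate starvation genes, chosen before the data were examined, was used in their place. It holds, among others, *IPS1*, *SPX1*, *PHT1;4* and *PAP17*. As in the paper, the expression of each gene was standardized over all libraries, here from counts scaled to the TMM library sizes (CPM), and the mean of the standardized values over the list is the marker score of a library. In axenic plants germinated without Pi, the score was −0.389 ± 0.0361 (SD, n = 24 libraries) at 30 μM Pi and −0.456 ± 0.0498 (SD, n = 24) at 100 μM Pi. In axenic plants germinated with Pi, it was −0.368 ± 0.0388 (SD, n = 24) and −0.428 ± 0.0367 (SD, n = 24). Scores were thus higher at 30 μM Pi by 0.0667 after germination without Pi and by 0.0601 after germination with Pi. Each difference had an adjusted p of 1e-05 from a two-sided permutation test within experiment and plate, the smallest that 100000 resamples can give. Of the 32 genes, 31 and 28 had the higher mean at 30 μM Pi, respectively. The differences lay between 0.0533 and 0.0888 within single experiments. With standardized log2 CPM in place of CPM, they were 0.206 and 0.176. *IPS1* itself stayed low, at 3.79 ± 5.96 CPM (SD, n = 24) at 30 μM Pi and 1.98 ± 1.95 CPM (SD, n = 24) at 100 μM Pi after germination without Pi.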

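At 30 μM Pi, the marker score was higher than in axenic plants of the same experiment for 11 of the 14 communities after germination without Pi and for 11 of the 14 after germination with Pi. The calls rest on exact two-sided permutation tests of the labels within experiment, with Benjamini-Hochberg adjustment over the 56 combinations of community and medium. The 3 communities without a call were P1P3, P2P3 and P3I1 after germination without Pi, and P1P2, P1P3 and P3I1 after germination with Pi. The largest rise was that of P2N3, by 2.91 after germination without Pi (score 2.52 ± 0.322, SD, n = 6) and by 2.79 after germination with Pi (2.42 ± 0.651, SD, n = 6). N1N2 followed with rises of 2.51 and 2.71. In these 2 communities, all 6 libraries lay above all 24 axenic libraries in both media (adjusted p = 2.25e-05, the smallest that the 207025 rearrangements give after adjustment, exact permutation test). Between 31 and 32 of the 32 genes were higher in N1N2 and P2N3, with a median log2 fold change of 3.91 and 4.00 after germination without Pi and of 4.05 and 3.81 after germination with Pi. With the 3 genes that had no more than 3 counts in any axenic library set to their lower bound, these medians were 3.88, 3.84, 3.87 and 3.79. *IPS1* reached 348.7 ± 71.5 CPM (SD, n = 6) in N1N2 and 365.2 ± 77.8 CPM (SD, n = 6) in P2N3 after germination without Pi.

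Some rises differed in size between the experiments. After germination without Pi, the score of P2I1 rose by 3.83 in experiment 1 and changed by −0.00248 in experiment 2. P3N3 rose by 0.329 in experiment 1 and by 2.01 in experiment 2, and I2I3 changed by −0.0489 and 0.818. The weakest calls were I1I2 after germination without Pi, with a rise of 0.138 (adjusted p = 0.00754, exact permutation test), and I2I3 after germination with Pi, with a rise of 0.421 (adjusted p = 0.0234, exact permutation test). Single libraries carried much of both: the highest scores were 0.0683 and 0.737, and the other libraries (5 of I1I2 and 4 of I2I3) had means of −0.315 and −0.25, against −0.389 and −0.368 in axenic plants. When only axenic libraries of the same plate were used, 7 communities after germination without Pi and 9 after germination with Pi had a higher score. Such tests have fewer axenic libraries. In an experiment, plates 1, 2 and 5 held 12 over all media and plates 3 and 4 held 24, while the main tests used 12 in each medium. A call lost there can come from lower power as well as from the plate. Without experiment 2, 8 communities had a higher score in each germination condition, and I2I3 and P3I1 were lower after germination with Pi.

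**Figure D1:**
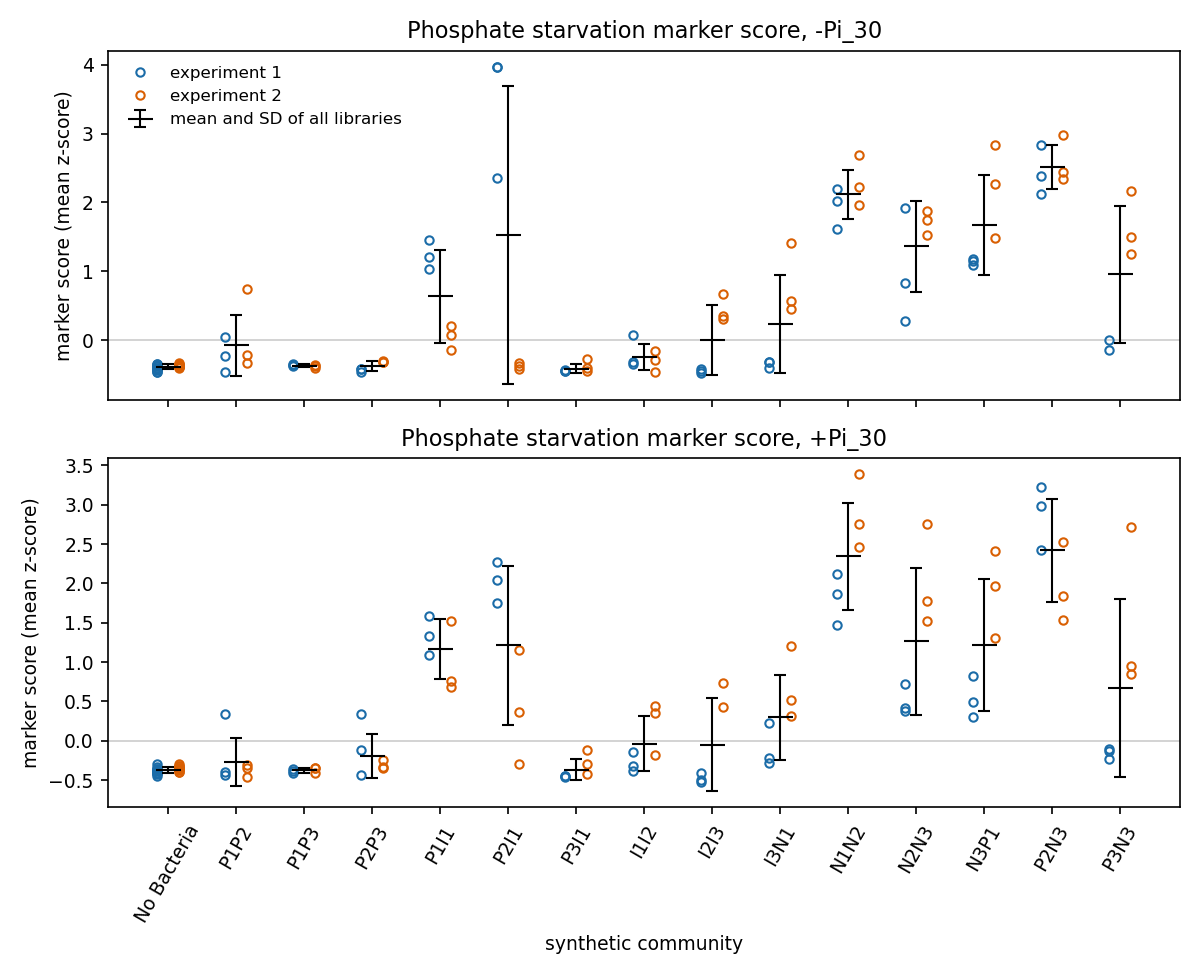
Phosphate starvation marker score (mean standardized expression of 32 genes, y axis) of each library for axenic plants and the 14 synthetic communities (x axis), at 30 μM Pi after germination without Pi (top) and with Pi (bottom). Circles are libraries, coloured by experiment, and bars give the mean and SD of all libraries of the group. The libraries of N1N2 and P2N3 lie above all axenic libraries in both media, and those of P2I1 separate by experiment after germination without Pi.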

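The rise of the marker score over axenic plants at 30 μM Pi was compared with the effect of each community on shoot Pi, for which the paper's own estimates (S5 Table, log fold change relative to plants without bacteria) were used. Across the 14 communities germinated without Pi, Pearson's r was −0.819 (permutation p = 0.00038, adjusted over the 2 media 0.00038) and Spearman's rho was −0.829 (p = 0.00044, adjusted 0.00044). Across the 14 communities germinated with Pi, r was −0.948 (p = 1e-05, the smallest that 100000 resamples give, adjusted 2e-05) and rho was −0.996 (p = 1e-05, adjusted 2e-05). Without the 2 communities farthest from the median of shoot Pi, r was −0.644 and −0.945, respectively. Within experiment 1, r was −0.459 after germination without Pi and −0.788 after germination with Pi, and within experiment 2 it was −0.94 and −0.908. P2N3, with the largest rises of the score, had the paper's largest decreases in shoot Pi, −3.24 and −2.70. P2I1 lay off the relation after germination without Pi: its score rose by 1.92, and the paper's effect on its shoot Pi is −0.448.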

Plants that showed transcriptional activation of the phosphate starvation response displayed lower shoot Pi accumulation. However, we also observed that some synthetic community treatments lead to low shoot Pi content and no activation of the transcriptional phosphate starvation response (S8 Fig). 

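At 30 μM Pi, 4 combinations of community and medium had a significantly lower shoot Pi in the paper's S5 Table and no call of a higher marker score here. P2P3 germinated without Pi had the paper's log fold change in shoot Pi of −0.702 (the paper's p = 9.81e-06) and a score 0.0157 above axenic plants (adjusted p = 0.519, exact permutation test, n = 6 libraries against 24). P1P3 germinated without Pi had −0.223 (the paper's p = 0.00585) and a score difference of 0.016 (adjusted p = 0.434, exact permutation test). P1P2 and P3I1 germinated with Pi had −0.31 (the paper's p = 0.0112) and −0.182 (the paper's p = 0.00961), with score differences of 0.0999 (adjusted p = 0.284, exact permutation test) and 0.00123 (adjusted p = 0.965, exact permutation test). The decreases in shoot Pi of these combinations were smaller than those of N1N2 and P2N3, and the libraries of P1P2 germinated with Pi spread widely, with a SD of 0.304. Which combinations are without a call depends on the libraries used. Without experiment 1, P2P3 germinated without Pi was called higher, by 0.0524 (adjusted p = 0.0259, exact permutation test, n = 3 libraries against 12). Against the fewer axenic libraries of the same plate, a weaker test, I1I2, I2I3, P1P2 and P2I1 germinated without Pi and I2I3 and P2P3 germinated with Pi were not called either. The paper's log fold changes in shoot Pi of these are −0.805, −1.10, −1.02, −0.448, −1.04 and −0.504.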

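All 6 communities with a negative block (I3N1, N1N2, N2N3, N3P1, P2N3 and P3N3) had a higher marker score than axenic plants at 30 μM Pi in both germination conditions. Their rises lay between 0.618 for I3N1 (5 of its 6 libraries higher than the axenic mean of their experiment) and 2.91 for P2N3 after germination without Pi, and between 0.663 and 2.79 after germination with Pi. Much of the rise of I3N1 after germination without Pi came from 1 library with a score of 1.40, as the other 5 had a mean of −0.0057, against −0.389 in axenic plants. Without experiment 2, I3N1 was not called in this medium. Among the 8 communities without a negative block, 5 had a higher score in each of these media. The largest rises among them were those of P2I1, by 1.92 and 1.58, and P1I1, by 1.02 and 1.53. In a model of the score with 1 coefficient per block, the coefficients after germination without Pi were 1.76 for N3, 1.40 for N1, 0.767 for P2, 0.636 for I1 and 0.546 for N2, and after germination with Pi they were 1.50, 1.56, 0.672, 0.737 and 0.641. The coefficient of P3 was −0.506 and −0.473, and that of I3 was −0.23 and −0.382. No rise differed significantly between the 2 germination conditions (lowest adjusted p = 0.41, two-sided permutation test).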

The effect of synthetic communities was in general dependent on the presence of negative bacterial strain blocks (Fig 5A). In contrast, synthetic communities consisting of only positive blocks of bacteria did not induce the phosphate starvation response transcriptional signature in any condition analyzed (Fig 5A). 

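In P1P3, whose blocks are both positive, the marker score differed from that of axenic plants by 0.016 and −0.00807 at 30 μM Pi and by 0.0353 and −0.00721 at 100 μM Pi (first after germination without Pi, then with Pi), with adjusted p between 0.212 and 0.746 (exact permutation tests, n = 6 libraries against 24). The scores of the other 2 communities of positive blocks were higher than in axenic plants in 1 medium each. P1P2 rose by 0.309 at 30 μM Pi after germination without Pi (adjusted p = 0.00189, exact permutation test, 5 of 6 libraries higher). P2P3 rose by 0.178 at 30 μM Pi after germination with Pi (adjusted p = 0.0143, exact permutation test, 5 of 6 libraries higher). Both rises were small against the spread between libraries, with SDs of 0.437 and 0.28. The highest library had a score of 0.744 in P1P2 and 0.337 in P2P3, and the other 5 had means of −0.245 and −0.296, against −0.389 and −0.368 in axenic plants. Against the fewer axenic libraries of the same plate, a weaker test, neither was significant (adjusted p = 0.107 and 0.314, exact permutation test). Without replicate 3 the rise of P1P2 was 0.0698 (adjusted p = 0.0749, exact permutation test). Without experiment 2 or replicate 2, neither was called. Without replicate 1, the call of P1P2 stayed and that of P2P3 was lost, while P2P3 was called higher at 100 μM Pi after germination without Pi. Standardized log2 CPM, library totals, DESeq2's size factors and the shorter marker list kept both calls. Without experiment 1, both communities were called higher at 30 μM Pi after germination without Pi, P1P2 by 0.42 (adjusted p = 0.0145) and P2P3 by 0.0524 (adjusted p = 0.0259, exact permutation tests), and neither was called after germination with Pi.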

No induction of the phosphate starvation response genes was observed when the Pi stress was released (following transfer to 100 μM Pi) except for the bacterial combination P3N3, which exhibited induction on 100 μM Pi (Fig 5A). 

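At 100 μM Pi, the marker score of P3N3 rose by 0.0887 after germination without Pi (adjusted p = 0.0145, exact permutation test, 5 of 6 libraries higher) and by 0.0972 after germination with Pi (adjusted p = 0.0234, exact permutation test, 3 of 6 libraries higher). Of the 32 markers, 24 and 25 were higher in P3N3, with median log2 fold changes of 0.31 (0.30 with genes at the floor in axenic plants set to their lower bound) and 0.29. Both rises came from experiment 1, where they were 0.181 and 0.249, while the changes in experiment 2 were −0.00398 and −0.0545. After germination with Pi, 1 library had a score of −0.0928 and the other 5 a mean of −0.378, against −0.428 in axenic plants. *IPS1* had 1.92 ± 1.58 CPM (SD, n = 6) in P3N3 after germination without Pi and 2.04 ± 0.562 CPM (SD, n = 6) after germination with Pi. In the community model its log2 fold changes against axenic plants were −0.09 (adjusted p = 0.964) and 0.61 (adjusted p = 0.635), the latter the largest of the 14 communities in that medium, and neither was called. Among the other communities at 100 μM Pi, I2I3 was higher after germination with Pi by 0.0444 (adjusted p = 0.0287, exact permutation test), and I3N1 and N1N2 were lower by −0.0664 (adjusted p = 0.00035) and −0.0499 (adjusted p = 0.00899, exact permutation tests), also after germination with Pi. The remaining 23 tests at this concentration gave no call. With standardized log2 CPM, P3N3 alone was called at 100 μM Pi in each germination condition. Against the fewer axenic libraries of the same plate, a weaker test, P3N3 was called after germination without Pi and no community was higher after germination with Pi. Without experiment 1, replicate 2 or replicate 3, P3N3 was called in neither medium.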

In accordance with the shoot Pi content data (Figs 3C, 3D and 4), we found that additive effects of bacterial blocks could explain the level of transcriptional induction (Fig 5B). 

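For each medium, the change of the marker score in each community was set against the sum of the 2 coefficients of its blocks from a model with 1 coefficient per block and the experiment. Over the 14 communities, the coefficient of determination (R²) was 0.801 at 30 μM Pi and 0.439 at 100 μM Pi after germination without Pi, and 0.754 and 0.734 after germination with Pi. Pearson's r at 30 μM Pi was 0.895 (permutation p = 5e-05) and 0.869 (p = 5e-05), and Spearman's rho was 0.89 (p = 6e-05) and 0.912 (p = 2e-05), in that order of germination. Without the 2 communities farthest from the median, r was 0.851 and 0.807. In single experiments, R² at 30 μM Pi was 0.703 and 0.915 after germination without Pi and 0.68 and 0.857 after germination with Pi. The 9 block coefficients were fitted to the same 14 communities. When the block pairs were reassigned to the communities at random 2000 times, the median R² was 0.635 and 0.619 at 30 μM Pi, and an R² as large as the observed one came up with p = 0.168 and 0.234. Predictions for communities left out of the fit correlated with the measured changes with r = 0.16 and 0.11 at 30 μM Pi. At 100 μM Pi, reassigned block pairs gave p = 0.828 after germination without Pi and 0.279 after germination with Pi.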

The specificity in the bacterial modulation of plant phenotypes suggests that the changes observed in the plant in response to the synthetic communities are linked to bacterial block activities.

**Fig 5:**
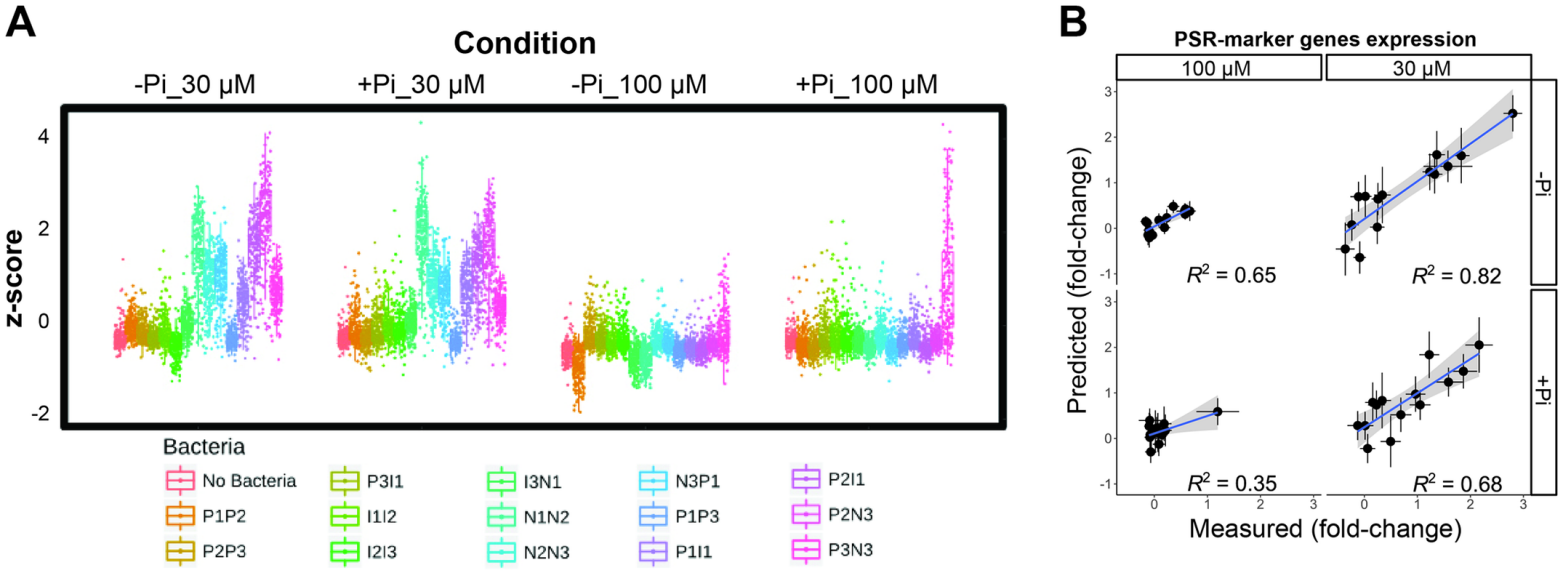
Synthetic communities additively induce the expression of phosphate starvation response marker genes in the plant. (A) Average expression of a core of 193 phosphate starvation response marker genes in plants cocultured with synthetic communities in 4 growth conditions defined in Fig 2A. (B) Additive contributions of bacterial blocks explain synthetic community molecular phenotypes. Comparisons between the phosphate starvation response marker gene expression in (A) caused by synthetic communities, with respect to axenically grown plants and expected changes (y-axis) from purely additive effects of each block. In the plot, the 4 panels represent the 4 media conditions tested, with germination conditions as rows and Pi treatment as columns. Each point represents a synthetic community (*n* = 14), and the standard error for the measured and predicted change is shown. The blue line represents the least squares regression on the points from each panel, and the grey shade indicates the 95% confidence interval on the regression line. *R*^2^ is shown for each condition. For both axes, 0 represents no change with respect to axenically grown plants. Numerical values that underlie the data displayed in the panel are in https://github.com/surh/wheelP. Pi, phosphate; PSR, phosphate starvation response; *R*^2^, coefficient of determination.

We next explored the overall plant genome-wide transcriptional response to bacteria consortia, Pi conditions, or both. Our design allowed us to test both the response to synthetic communities and to individual bacterial blocks between and within conditions (Materials and methods 3h). 

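The effect of bacteria was taken as the mean of the 9 block effects over the 4 media. On this measure, 8743 of the 19850 genes tested differed from axenic plants, 4562 with higher and 4181 with lower expression (11614 at an unadjusted p under 0.05). Of these, 8489 changed in the same direction in each experiment. When combinations of experiment and plate replaced experiment as the covariate, 8083 genes were called, 7517 of them among the former and in the same direction. Of the alternatives, effects in a single medium, taken from the fit of all libraries, moved the count most. In plants germinated with Pi and moved to 100 μM Pi, 1680 genes were called, a contrast chosen only after the data had been seen.

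Among the genes with the largest changes, *LURP1*, linked to defense, rose by 2.33 ± 0.18 per block (log2 fold change ± SE, adjusted p = 3.64e-30), with 11.4 ± 17.5 CPM (SD) in all libraries with bacteria and 0.261 ± 0.623 CPM (SD, n = 96) in axenic plants. The defense gene *PCC1* rose by 2.23 ± 0.16 (adjusted p = 4.68e-33) and the Pi transporter gene *PHT1;3* by 2.32 ± 0.30 (adjusted p = 2.34e-12). *CYP82C4* had a log2 fold change of −1.78 ± 0.08 (adjusted p = 1.03e-67), with 4.82 ± 8.33 CPM (SD) in libraries with bacteria and 25.7 ± 20.4 CPM (SD, n = 96) in axenic plants. *CYP81D11* had −1.05 ± 0.03 (adjusted p = 2.29e-139), with 25.7 ± 12.7 CPM (SD) and 107.1 ± 33.3 CPM (SD, n = 96). It overlaps another gene, AT3G28730, and the libraries carry no strand information.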

As anticipated, plants growing with bacterial synthetic communities on low Pi generally induced phosphate starvation responsive genes and modified the expression of immune system–related genes (S9 Fig, S6 and S7 Tables) [23]. 

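Lists of genes for hormone responses and metabolism were tested together with the 32 phosphate starvation genes. They hold 11 genes of salicylic acid synthesis and response, 9 of jasmonic acid, 22 of glucosinolate synthesis, 12 of abscisic acid and 43 of energy production. Averaged over blocks and media, 29 of the 32 phosphate starvation genes were called over all genes tested and 29 when adjusted over the list alone, 28 of them with higher expression. The median log2 fold change of the list was 0.42 (adjusted p = 3.50e-20 in the set test camera with a preset correlation of 0.01, 78 tests). Salicylic acid genes rose by a median of 0.42 (adjusted p = 1.13e-10), all 11 being higher and 8 called over all genes as over the list alone. The medians were 0.46 for jasmonic acid (adjusted p = 0.000292, 9 of 9 higher), 0.22 for glucosinolate synthesis (adjusted p = 8.83e-13, 21 of 22 higher), 0.04 for abscisic acid (adjusted p = 0.318, 9 of 12 higher) and −0.03 for energy production (adjusted p = 0.00519, 9 of 43 higher). The rotation test fry gave the same calls for these 6 lists. With the correlation between genes estimated from the data, only salicylic acid (adjusted p = 0.0324) and glucosinolate synthesis (adjusted p = 0.0476) were called, and the phosphate starvation list was not (adjusted p = 0.0834).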

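To count shared responses, a gene was taken as common when at least 5 of the 9 blocks changed it in the same direction. With the effects averaged over the 4 media, 568 genes (2.86% of those tested) were up-regulated and 2.16% were down-regulated by at least 5 blocks, 7 and 17 genes of these by all 9. With experiment and plate as the covariate, 1.66% and 0.771% passed, and 93.3% and 92.2% of these were among the former. Effects in a single medium changed the counts most, with 21 up-regulated and 26 down-regulated genes after germination without Pi and transfer to 100 μM Pi. Experiment 1 alone gave 0.789% and 0.546% of the genes tested, and experiment 2 alone 1.50% and 1.05%.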

Overall, there was not a common response to bacterial presence, with only 45 and 35 genes being significantly up- or down-regulated by more than half of the bacterial blocks, respectively (S6 Table). 

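Block N3 changed the expression of 10869 genes (5720 higher), I2 of 5606 (2936 higher), P2 of 4208 (2102 higher), I1 of 3907 (2175 higher), P3 of 2629 (1534 higher), N1 of 1989 (1094 higher), N2 of 1557 (836 higher), P1 of 1335 (715 higher) and I3 of 437, each as the mean over the 4 media. The order changed when the plates entered the model. With experiment and plate as the covariate, the counts were 7173 for N3, 3623 for I1, 1812 for P2, 1346 for P1, 1263 for N2, 1202 for N1, 632 for I3 and 554 for P3, and for I2 1.14% of the genes tested, against 28.2% with experiment alone. Of the genes called in this way, 90.3% of those of I2 and 86.4% of those of N3 were among the former. Part of the count for N3 came from community P3N3: in a limma-trend fit, N3 changed 10611 genes with all communities, 7094 without P3N3 and 8566 without the libraries of P3N3 in experiment 1. Counts of other blocks in this fit moved in both directions. P3 went from 2136 to 5189 without P1P3 and to 1033 without P3I1. P1 went from 1158 to 3132 without P1P3 and to 458 without N3P1. N1 went from 1978 to 4368 without I1I2 and to 804 without N1N2.

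**Figure D2:**
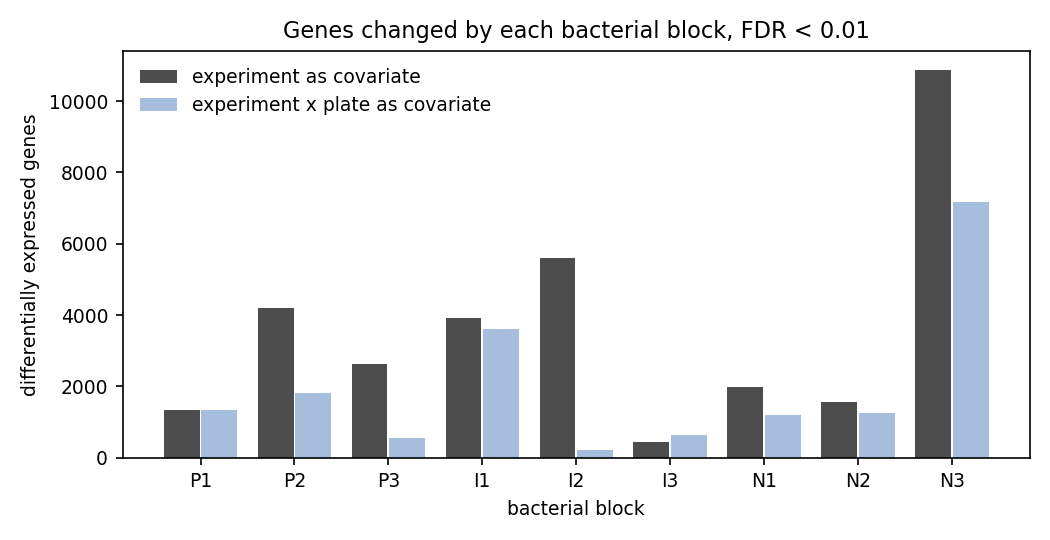
Number of differentially expressed genes (y axis) for each of the 9 bacterial blocks (x axis) at an FDR under 0.01, with experiment (dark bars) or the combination of experiment and plate (light bars) as the covariate. The bars of N3 are the tallest in both fits, with 10869 and 7173 genes, and that of I2 falls from 5606 genes to less than that of any other block.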

The number of genes differentially expressed in response to different bacterial blocks did not correspond with the strain composition of the blocks; blocks P2, N3, and I1 altered the expression of the most genes, and blocks I3, N1, and P3 influenced the least (S6 Table). In particular, block I3 only altered the expression of 17 genes, despite being detected in plant roots and surrounding agar (S6 Fig). 

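Of the 14 synthetic communities, only I2I3 and I3N1 contain block I3, and its effect was estimated from these. At an unadjusted p under 0.05, 3803 genes differed. In single media, I3 changed 35 genes (34 higher) after germination without Pi and 10 (9 higher) after germination with Pi at 100 μM Pi, and 17 (8 higher) and 10 (9 higher), respectively, at 30 μM Pi. The counts varied with the experiment and the communities. Experiment 2 alone gave 1246 genes, of which 230 were among those called with all libraries, and experiment 1 alone gave 75, of which 55 were. In the limma-trend fit, I3 changed 1.73% of the genes with all communities, 12.4% without I2I3 and 12.7% without I1I2.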

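The 11 salicylic acid genes were tested for each block, averaged over the media. They were higher with 7 of the 9 blocks (adjusted p under 0.05). The median log2 fold change was 0.88 for I1 (adjusted p = 1.60e-27, 11 of 11 genes higher), 0.86 for N3 (7.33e-08, 11 of 11), 0.58 for N1 (1.99e-05, 11 of 11), 0.54 for I3 (4.94e-08, 11 of 11), 0.45 for P2 (1.16e-06, 9 of 11), 0.36 for N2 (0.000683, 9 of 11) and 0.35 for P1 (2.80e-13, 10 of 11). It was 0.13 for P3 (adjusted p = 0.150, 7 of 11 higher) and −0.28 for I2 (adjusted p = 0.0713, 2 of 11 higher). The same 7 blocks were called under fry and in each experiment alone. With an estimated correlation between genes, 2 blocks, P1 and I1, were called, and with experiment and plate as the covariate 8 were, P3 (median 0.18) being the addition. *PR2* (listed as *BGL2*) had the largest change over all blocks, 1.85 ± 0.11 (log2 fold change ± SE, adjusted p = 3.12e-43).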

At the functional level, most of the bacterial blocks induced the expression of the plant defense response, specifically up-regulating genes for salicylic acid biosynthesis (S10 Fig), consistent with overall Bacteria versus No Bacteria comparisons (S9C Fig).

We also investigated differences between the genes induced by different bacterial blocks. 

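The mean effect of blocks P1, P2 and P3 was compared with that of N1, N2 and N3 over the 4 media, with positive log2 fold changes for higher expression with positive blocks. This comparison gave 9215 genes, 4626 higher with positive and 4589 higher with negative blocks, of which 8509 changed in the same direction in each experiment. Communities with and without negative blocks were on different plates. With experiment and plate as the covariate, 2886 genes were called, of which 2263 were among the 9215. The plate terms of this model rest on the axenic plants of each plate and on blocks that occur on several plates. In a limma-trend fit without N1N2, the count fell from 9185 to 4193.

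*CYP82C4* was higher with positive blocks by 1.63 ± 0.20 (log2 fold change ± SE, adjusted p = 6.12e-14), with 10.2 ± 13.5 CPM (SD, n = 71 libraries) in P1P2, P1P3 and P2P3 and 3.47 ± 6.27 CPM (SD, n = 48) in N1N2 and N2N3. *BARS1* had a log2 fold change of −1.98 ± 0.22 (adjusted p = 6.42e-16), with 0.137 ± 0.333 CPM (SD, n = 71) and 0.765 ± 1.28 CPM (SD, n = 48). *SLAH1*, higher with positive blocks by 1.03, had log2 fold changes of −0.31 and −0.12 in the contrasts for 100 μM Pi alone, after germination with and without Pi. The 43 genes of energy production, mostly of photosystems and light harvesting and including *PSAT1* (phospholipid sterol acyl transferase 1) and *PSAT* (phosphoserine aminotransferase), had a median log2 fold change of 0.23 (adjusted p = 1.85e-16, camera), 40 of 43 being higher with positive blocks. Over all genes 40 were called, 38 higher and 2 lower with positive blocks, and over the list alone 41. Relative to axenic plants, 41 of the 43 were called lower in P3N3 in experiment 1 (median −1.62) and 6 in experiment 2 (median −0.11). In the limma-trend fit with communities left out, whole or in a single experiment, the median of the comparison lay between 0.174 (without P3N3 in experiment 1) and 0.259 (without N3P1). The median of the energy list between positive and negative blocks was 0.36 in experiment 1, 0.06 in experiment 2 and 0.10 with experiment and plate as the covariate, each with a significant test. The 12 abscisic acid genes had a median of −0.22 (adjusted p = 0.0187, 11 of 12 higher with negative blocks), with 7 called over all genes and 8 over the list alone, and *NCED3* as the largest (−0.98 ± 0.14, adjusted p = 5.55e-11). In experiment 2 alone, the abscisic acid list was not called (median −0.16, adjusted p = 0.118). Its median was −0.08 without P1P3 and −0.39 without P1P2.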

Comparison of genes differentially expressed between positive and negative blocks across all conditions showed that positive blocks had higher expression of genes involved in energy production, while negative blocks specifically induced abiotic stress–responsive gene sets, specifically abscisic acid–related genes (Fig 6A, S6 and S7 Tables). Negative blocks of bacteria also increased the expression of a specific sector of the jasmonic acid response involved in glucosinolate biosynthesis (Fig 6A–6C, S6 and S7 Tables). 

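Over the 4 media, the 22 glucosinolate genes had a median log2 fold change of −0.11 between positive and negative blocks (adjusted p = 0.113, camera), 18 of 22 being higher with negative blocks. Over all genes tested 13 were called, 9 higher with negative and 4 higher with positive blocks, and over the list alone 14. The list was called under fry (adjusted p = 0.0148). It was called in experiment 2 (median −0.16, adjusted p = 0.000477) and not in experiment 1 (median −0.07, adjusted p = 0.995), and with experiment and plate as the covariate its median was −0.13 (adjusted p = 0.00722). The log2 fold change of *SUR1* was −0.16 ± 0.03 (SE, adjusted p = 1.74e-05). The 9 jasmonic acid genes had a median of −0.14 (adjusted p = 0.560, 5 of 9 higher with negative blocks), and −0.44 with experiment and plate as the covariate (adjusted p = 0.0117). The direction of *VSP2* depended on the covariate. Its log2 fold change was 0.49 ± 0.13 (SE, adjusted p = 0.000445) with experiment alone and −0.46 (adjusted p = 0.0647) with experiment and plate.

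The mean log2 CPM of *IPS1* in the 14 communities and axenic plants was compared with that of *VSP2*, *SUR1*, *PHO2* and *ARGOS* in each of the 4 media, 16 relations in all, with permutation tests. At 30 μM Pi, *SUR1* rose with *IPS1*. After germination with Pi, r was 0.860 (p = 6e-05, adjusted 0.00096) and rho 0.850 (p = 0.0002, adjusted 0.0016), with r = 0.878 without the 2 groups farthest from the median of *IPS1* and 0.829 and 0.678 in experiments 1 and 2. After germination without Pi, r was 0.652 (p = 0.00739, adjusted 0.0169) and rho 0.679 (p = 0.00684, adjusted 0.0156), with r = 0.622 without 2 groups and 0.603 and 0.699 in the 2 experiments. *VSP2* was not significantly related to *IPS1* at 30 μM Pi: r was −0.384 (p = 0.156, adjusted 0.249; rho −0.275, p = 0.318, adjusted 0.423) and −0.0874 (p = 0.752, adjusted 0.752; rho −0.0357, p = 0.903, adjusted 0.903), in the order of germination without and with Pi. Without 2 groups r was −0.484 and −0.0614, within experiment 1 −0.307 and −0.236, and within experiment 2 0.0515 and 0.132. At 100 μM Pi after germination with Pi, where *IPS1* stayed low in every group, r was −0.717 (p = 0.00301, adjusted 0.00963; rho −0.757, p = 0.00184, adjusted 0.00736), with −0.806 without 2 groups and −0.494 and −0.786 within the experiments.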

The glucosinolate pathway modulates the interaction of *A*. *thaliana* with a beneficial fungus at low Pi [24], and its expression is regulated by the master regulator of phosphate stress response, PHR1 (PHOSPHATE STARVATION RESPONSE1) [23]. When the environmental Pi was low (30 μM Pi), we observed many more differentially expressed genes between positive and negative blocks (Fig 6A), with negative blocks driving higher expression of genes of both the phosphate starvation and defense response.

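At 30 μM Pi, averaged over both germination conditions, 9503 genes differed between positive and negative blocks, 4685 higher with positive and 4818 higher with negative blocks, and 8977 of them changed in the same direction in each experiment. In single media, 5161 genes after germination without Pi and 7876 after germination with Pi were called at 30 μM Pi, against 480 and 1122 at 100 μM Pi. These single-medium counts are contrasts of the fit of all libraries. All of them except that with 480 genes were added after the data had been seen. So was a test of the difference between 30 μM Pi and plants germinated with Pi and moved to 100 μM Pi, which called 1902 genes. With experiment and plate as the covariate, the comparison at 30 μM Pi gave 5527 genes, 4687 of them among the 9503. N1N2 weighed on the count, which fell from 9314 to 2979 in a limma-trend fit without it.

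The phosphate starvation genes had a median log2 fold change of −1.64, or −1.79 with 1 gene at its lower bound (adjusted p = 1.51e-50, camera; 0.00285 with an estimated correlation), and 31 of the 32 were called, all higher with negative blocks, over all genes as over the list alone. Without N1N2, the median of this list was −0.78. The 11 salicylic acid genes were all higher with negative blocks, with a median of −0.55 (adjusted p = 2.99e-05, camera; 0.197 with an estimated correlation), and all 11 were called over all genes and over the list alone. The medians were −0.36 for abscisic acid (adjusted p = 0.0187), −0.27 for jasmonic acid (adjusted p = 0.553), −0.09 for glucosinolate synthesis (adjusted p = 0.0596) and 0.29 for energy production (adjusted p = 7.81e-14). *PHT1;7* had no more than 1 read in any of the 36 libraries of P1P2, P1P3 and P2P3 and 6.17 ± 3.73 CPM (SD, n = 24) in N1N2 and N2N3, at least 6.98-fold higher than the floor of 3 counts. AT2G45135 had a log2 fold change of −3.73 ± 0.21 (SE, adjusted p = 9.64e-49), with 0.542 ± 1.13 CPM (SD, n = 36) and 45.1 ± 18.7 CPM (SD, n = 24). AT4G39675 was higher with positive blocks by 2.21 ± 0.16 (SE, adjusted p = 2.53e-32), with 28.6 ± 14.9 CPM (SD, n = 36) and 1.49 ± 1.45 CPM (SD, n = 24).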

**Fig 6:**
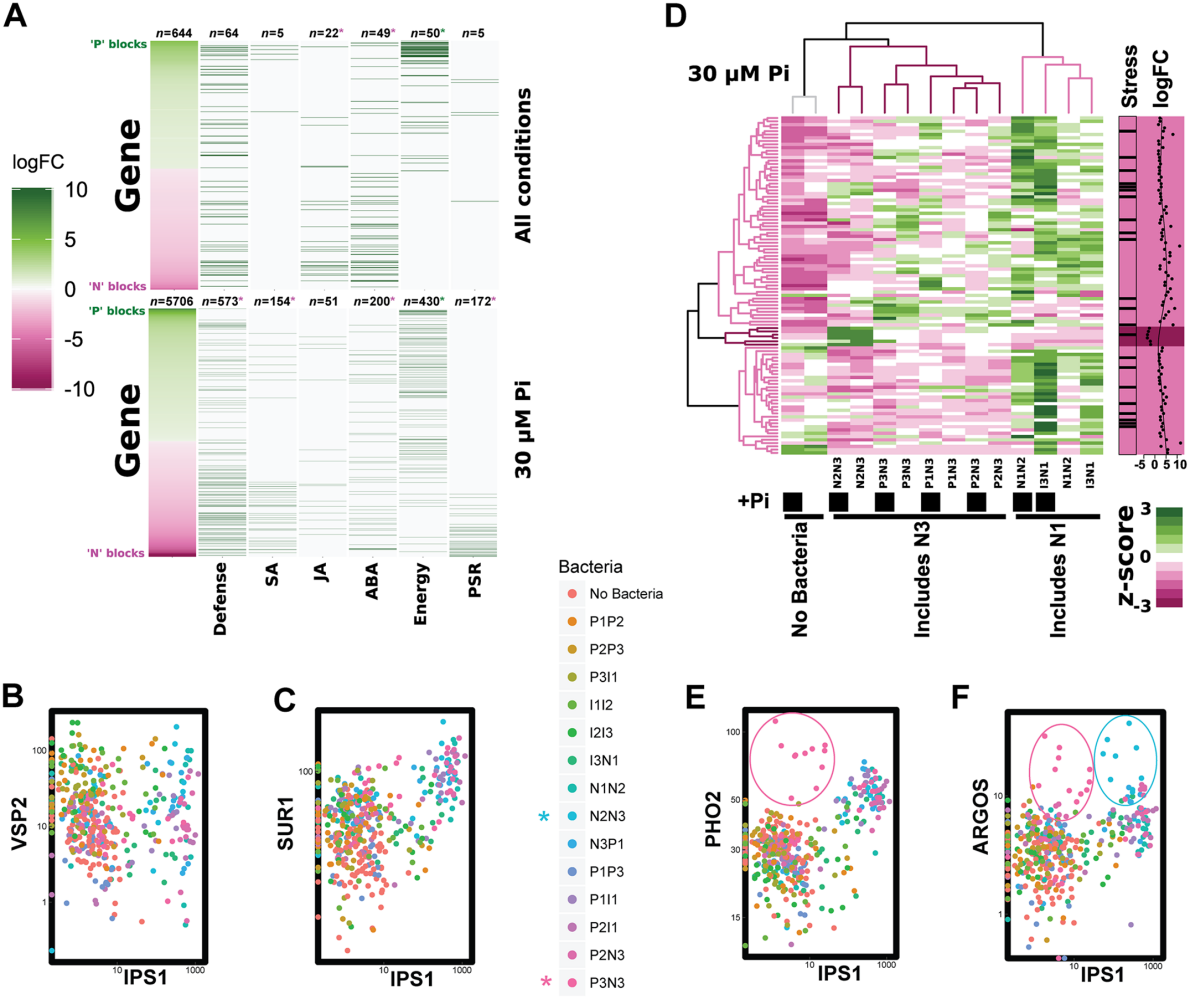
Synthetic communities modify plant transcriptional profiles. (A) Comparison of differentially expressed genes between all the positive (green) and all the negative blocks (magenta), in all conditions (top) or at 30 μM Pi (bottom). The first column shows all differentially expressed genes sorted by their log(fold-change), while the following columns indicate different functional annotations. Numbers at the top of each column show how many genes are marked and colored asterisks indicate a significant enrichment of the function among genes more expressed by positive (green asterisk) or negative (magenta asterisk) blocks. Panels (B) and (C) compare the expression of *IPS1*, a gene activated by low Pi, with (B) the JA response marker *VSP2* and (C) the glucosinolate biosynthesis marker *SUR1*. Expression values are RPKM on a log_10_ scale. (D) Comparison of 103 differentially expressed genes between 2 negative bacterial blocks (N1, N3) under low Pi (30 μM) condition. Rows represent genes and columns specific synthetic communities under different conditions. Color in the heat map shows the average expression of the corresponding genes across 2 independent experiments (3 replicates per experiment). Hierarchical clustering dendrograms are shown for both genes and conditions. Color in the dendrogram indicates the block that is included in the corresponding condition (column) or that up-regulates the corresponding gene (columns). Darker magenta color corresponds to block N3, and lighter magenta color corresponds to block N1, as in Fig 3B. Genes involved in stress response (Stress) are indicated on the right, and the logFC in expression between blocks N1 and N3 is also indicated, with positive values indicating a higher expression in the presence of block N1. Panels (E) and (F) compare the expression of *IPS1* with (E), a phosphate starvation response–induced ubiquitin-conjugating E2 enzyme, *PHO2* (F), and an auxin-regulated gene, *ARGOS*. Expression values are RPKM in a log_10_ scale. Ellipses highlight samples from plants inoculated with synthetic communities P3N3 (pink asterisk) and N2N3 (blue asterisk). For panels (B), (C), (E), and (F), points on the axes represent samples in which the expression of the corresponding gene was not detected. ABA, abscisic acid; *ARGOS*, AUXIN-REGULATED GENE INVOLVED IN ORGAN SIZE; *IPS1*, INDUCED BY PHOSPHATE STARVATION1; JA, jasmonic acid; logFC, log(fold-change); *PHO2*, PHOSPHATE2; Pi, phosphate; PSR, Pi starvation response; RPKM, reads per kilobase per million; SA, salicylic acid; Stress, stress response; *SUR1*, SUPERROOT1; *VSP2*, VEGETATIVE STORAGE PROTEIN2.

We then focused our analysis on the Pi-limiting conditions (30 μM). In this condition, synthetic communities containing negative blocks showed a strong induction of the phosphate starvation response (Fig 5A). 

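In a model with 1 coefficient for each combination of community and medium, the communities with a negative block changed between 1765 genes (I3N1, germinated without Pi) and 6044 genes (N1N2, germinated with Pi) at 30 μM Pi relative to axenic plants. Communities without a negative block changed between 24 (P1P3) and 3621 genes (I1I2), both after germination without Pi. The median log2 fold change of the 32 phosphate starvation genes, first after germination without and then with Pi, was 3.27 and 3.13 in N3P1, 3.23 and 3.06 in N2N3, 2.37 and 1.73 in P3N3 and 1.48 and 1.62 in I3N1. Among the other communities it was highest in P1I1 (2.33 and 3.01) and P2I1 (2.17 and 2.64). As block effects averaged over the 4 media, in log2 CPM with a prior count of 2, the medians of the list were 1.27 for N3, 1.03 for N1, 0.50 for I1, 0.42 for N2, 0.41 for P2 and 0.24 for P1, and −0.26 for P3, for which 1 of the 32 genes was higher. In the edgeR block model they were 1.81, 1.31, 0.80, 0.43, 0.47 and 0.22, and −0.19 for P3, with 5 genes higher. These block medians are not on the scale of the community medians at 30 μM Pi.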

We asked whether the different negative blocks (N1, N2, and N3) differed in their effects. There were almost no expression differences between the 2 most negative blocks (N2 and N3), but we identified 103 genes differentially regulated by bacterial blocks N1 and N3. These genes were mostly stress-related genes, including general abiotic stress and defense response, the expression of which was comparatively reduced in the phenotypically more negative block N3 (Fig 6D, S6 and S7 Tables). This result indicates that under phosphate starvation, all negative blocks activate a similar set of phosphate starvation response genes but differentially suppress other stress responses.

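At 30 μM Pi, 1898 genes differed between N2 and N3 (699 higher with N2, 1199 higher with N3), 1209 between N1 and N3 (633 higher with N1, 576 higher with N3) and 369 between N1 and N2. At an unadjusted p under 0.05, these numbers were 6319, 5594 and 3931. With experiment and plate as the covariate, 4.45%, 7.32% and 1.64% of the genes tested were called, of which 78.96%, 81.6% and 67.4% were among those called with experiment alone. Experiment 2 alone gave 3.64%, 1.74% and 1.00%. A test added after the data had been seen compared these differences with those in plants germinated with Pi and moved to 100 μM Pi. It called 0 genes for N2 and N3 (1784 at an unadjusted p under 0.05), 130 for N1 and N3 and 0.746% of the genes tested for N1 and N2.

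Block N2 occurs only in N1N2 and N2N3, and the comparison of N2 with N3 changed with the communities used. In the limma-trend fit it gave 8.04% of the genes, 1.04% without P3N3, 0.640% without N2N3 and 20.3% without I1I2. N1 and N3 differed in 5.19% in this fit, in 14.9% without N2N3 and in 1.55% without the libraries of I3N1 in experiment 1. N1 and N2 differed in 1.40%, in 0.292% without N1N2 and in 10.7% without I1I2. Of the 32 phosphate starvation genes, 29 were called over all genes and 30 over the list alone as different between N2 and N3, and those called over all genes were all lower with N2, *IPS1* by −2.59 ± 0.61 (log2 fold change ± SE, adjusted p = 0.000784). *IPS1* had −1.89 and was not called (adjusted p = 0.0523) with experiment and plate as the covariate. Between N1 and N3 the list had a median log2 fold change of −0.46 (adjusted p = 1.99e-05, camera; 0.0626 under fry), and 2 of its genes were called over all genes as over the list alone.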

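The 12 abscisic acid genes were all lower with N1 than with N3 at 30 μM Pi, with a median log2 fold change of −0.66 (adjusted p = 6.46e-05, camera; 0.0123 under fry; 0.276 with an estimated correlation). Singly, 1 of them was called over all genes and 2 over the list alone. The salicylic acid genes had a median of 0.14 (adjusted p = 0.579, 8 of 11 higher with N1), the jasmonic acid genes −0.37 (adjusted p = 0.419) and the energy genes 0.19 (adjusted p = 1.31e-05, 40 of 43 higher with N1). For glucosinolate synthesis the median was −0.04 (adjusted p = 0.808), with opposite directions in experiment 1 (0.21, adjusted p = 0.0360) and experiment 2 (−0.36, adjusted p = 6.64e-05).

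Of the genes called between N1 and N3, 1074 changed in the same direction in each experiment. Among those with the largest differences, *AIR1* was higher with N1 by 3.32 ± 0.34 (log2 fold change ± SE, adjusted p = 3.48e-17), with 53.8 ± 76.7 CPM (SD, n = 24 libraries) in I3N1 and N1N2 and 7.47 ± 7.06 CPM (SD, n = 47) in the communities with N3. It overlaps another gene, AT4G12555. The nitrate transporter gene *NRT2.5* was higher by 2.33 ± 0.54 (SE, adjusted p = 0.000883). AT5G38910 had −5.73 ± 0.49 (SE, adjusted p = 1.81e-23), with 7.34 ± 12.0 CPM (SD, n = 24) and 115.1 ± 102.8 CPM (SD, n = 47). *CYP82C2* had −4.45 ± 0.68 (SE, adjusted p = 4.61e-08), with 1.64 ± 2.01 CPM (SD, n = 24) and 55.8 ± 119.2 CPM (SD, n = 47), and *ERF71* had −4.02 ± 0.39 (SE, adjusted p = 5.47e-19). Relative to the same comparison in plants germinated with Pi and moved to 100 μM Pi, the log2 fold changes of AT5G38910 and *CYP82C2* were 0.71 and 1.43.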

We found that some genes were induced in response to specific block combinations. For example, we found that PHOSPHATE2 (*PHO2*), a ubiquitin-conjugating E2 enzyme in *A*. *thaliana* required for the degradation of Pi transporters at high Pi [34], is highly expressed only in plants exposed to the synthetic community P3N3 in all Pi conditions analyzed (Fig 6E). This finding may explain the strong transcriptional response to Pi starvation caused by this synthetic community (Fig 5A). 

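*PHO2* was measured at 150.5 ± 30.2 CPM (SD, n = 24) at 100 μM Pi and 137.9 ± 30.9 CPM (SD, n = 24) at 30 μM Pi in axenic plants germinated without Pi, and at 160.2 ± 26.6 and 151.3 ± 21.0 CPM (SD, n = 24 each) in those germinated with Pi. In P3N3 it was 266.04 ± 135.8 CPM (SD, n = 6) and 255.6 ± 19.1 CPM (SD, n = 5), and 222.8 ± 82.6 and 301.4 ± 63.9 CPM (SD, n = 6 each), in the same order. The log2 fold changes over axenic plants were 0.82 ± 0.14 (SE, adjusted p = 2.87e-07), 0.89 ± 0.15 (9.32e-08), 0.48 ± 0.14 (0.00389) and 0.99 ± 0.14 (1.13e-10). In experiment 2 alone, the rises at 30 μM Pi were 0.95 (adjusted p = 2.50e-07) and 0.75 (adjusted p = 9.53e-05), while the changes at 100 μM Pi were 0.11 (adjusted p = 0.818) and −0.06 (adjusted p = 0.919). In experiment 1 alone, the changes at 100 μM Pi were 1.23 (adjusted p = 5.87e-12) and 0.90 (adjusted p = 2.42e-07).

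At 30 μM Pi, other communities also had more *PHO2* than axenic plants. After germination without Pi, it was higher in N3P1 (280.5 ± 36.0 CPM, SD, n = 6, log2 fold change 1.02), N2N3 (0.77), P1I1 (0.77), N1N2 (0.76) and P2N3 (0.72). After germination with Pi, it was higher in P1I1 (293.7 ± 17.9 CPM, SD, n = 6, log2 fold change 0.96), N1N2 (0.66), P2I1 (0.55), N2N3 (0.54), P2N3 (0.53) and N3P1 (0.47). At 100 μM Pi, P3N3 alone was called, and the other 13 communities lay between −0.37 and 0.17. The mean log2 CPM of *PHO2* rose with that of *IPS1* at 30 μM Pi, with r = 0.848 (p = 0.00024, adjusted 0.00192; rho 0.750, p = 0.00181, adjusted 0.00736, permutation tests, n = 15 groups) after germination without Pi and r = 0.767 (p = 0.00149, adjusted 0.00596; rho 0.714, p = 0.0041, adjusted 0.0131) after germination with Pi. Without the 2 groups farthest from the median, r was 0.866 and 0.766, within experiment 1 0.791 and 0.593, and within experiment 2 0.812 and 0.761.

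**Figure D3:**
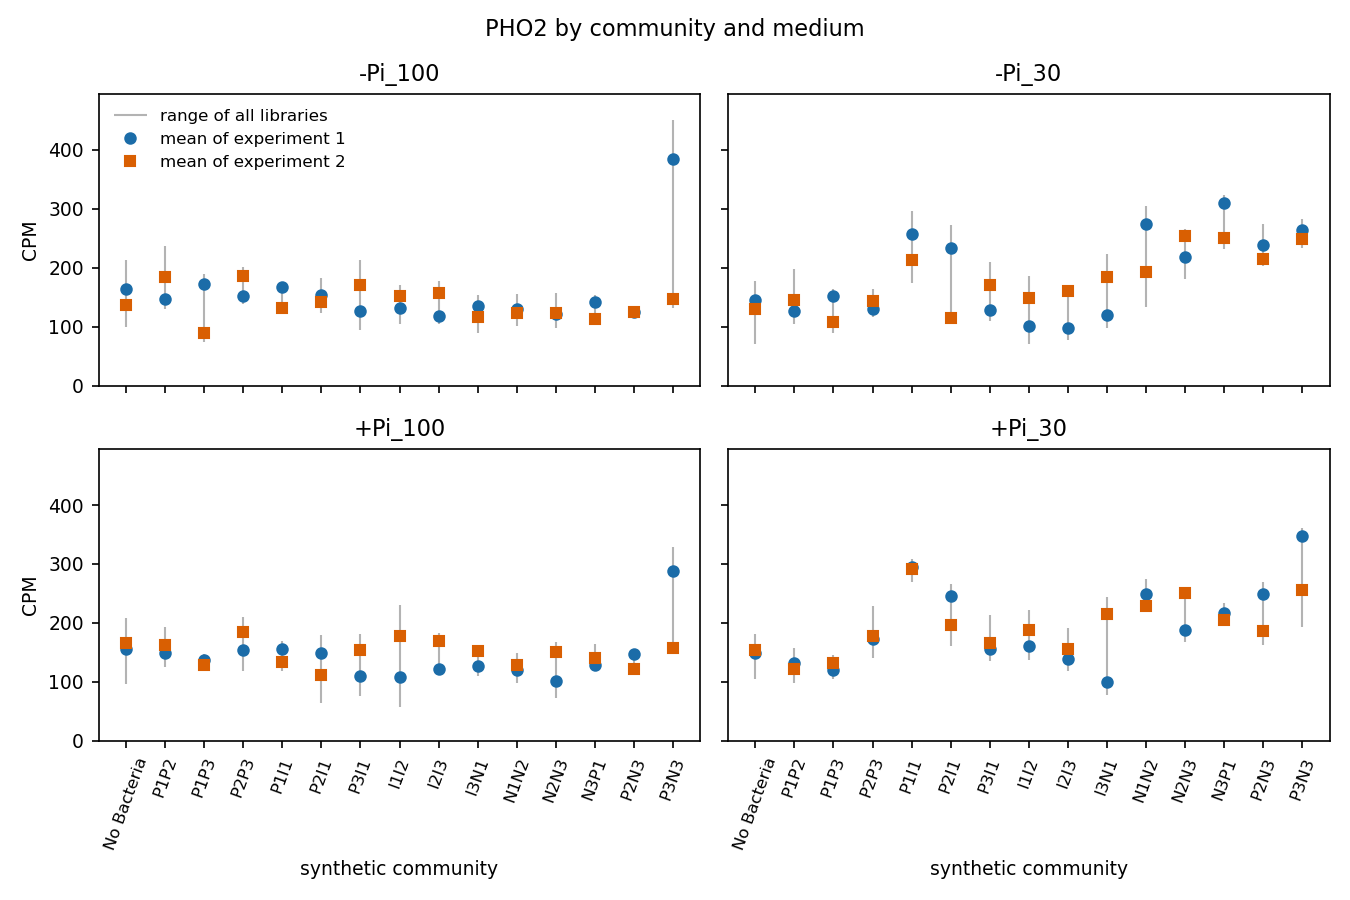
Expression of *PHO2* (CPM, y axis) in axenic plants and the 14 synthetic communities (x axis) in the 4 media (panels). Circles and squares are means of the libraries of experiments 1 and 2, and grey lines span the lowest to the highest library. In P3N3 the means of the 2 experiments lie apart at 100 μM Pi.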

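*ARGOS* was expressed at a low level, between 2.41 ± 1.23 and 3.38 ± 1.82 CPM (SD, n = 24 each) in axenic plants of the 4 media. In P3N3, the log2 fold change over axenic plants was 1.73 ± 0.27 (SE, adjusted p = 3.22e-08) and 1.50 ± 0.24 (SE, adjusted p = 4.40e-08) at 100 μM Pi, and 1.19 ± 0.29 (SE, adjusted p = 0.000484) and 1.59 ± 0.27 (SE, adjusted p = 1.50e-07) at 30 μM Pi, first after germination without and then with Pi. In N2N3, it was 2.06 ± 0.25 (SE, adjusted p = 1.97e-13) and 2.67 ± 0.24 (SE, adjusted p = 2.37e-23) at 30 μM Pi, with 11.0 ± 5.77 and 16.5 ± 9.87 CPM (SD, n = 6 each), and 0.45 (adjusted p = 0.437) and 0.17 (adjusted p = 0.770) at 100 μM Pi. In experiment 2 alone, the changes in P3N3 at 100 μM Pi were −0.06 (adjusted p = 0.978) and −0.82 (adjusted p = 0.385), and those in N2N3 at 30 μM Pi 1.37 (adjusted p = 0.000698) and 1.82 (adjusted p = 6.33e-07). At the same FDR, *ARGOS* was also higher in N3P1 and P2N3 at 30 μM Pi in both germination conditions (1.23, 1.21, 1.09 and 1.43), in I3N1 at 30 μM Pi after germination with Pi (1.02), and in P2N3 and P3I1 at 100 μM Pi after germination without Pi (1.16 and 1.21).

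Against *IPS1* over the 15 groups of plants, *ARGOS* had r = 0.778 (p = 0.00039, adjusted 0.00208; rho 0.871, p = 6e-05, adjusted 0.00096, permutation tests) at 30 μM Pi after germination without Pi and r = 0.663 (p = 0.00424, adjusted 0.0113; rho 0.686, p = 0.00635, adjusted 0.0156) after germination with Pi. Without 2 groups, r was 0.729 and 0.576, within experiment 1 0.628 and 0.424, and within experiment 2 0.716 and 0.734. At 100 μM Pi, r was 0.607 after germination with Pi (p = 0.0163, adjusted 0.0326; rho 0.604, p = 0.0191, adjusted 0.0381), with 0.549 without 2 groups and 0.518 and 0.0632 within the experiments, and −0.217 after germination without Pi (p = 0.438, adjusted 0.514; rho −0.314, p = 0.254, adjusted 0.369), with −0.177 without 2 groups and 0.189 and −0.410 within the experiments.

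**Figure D4:**
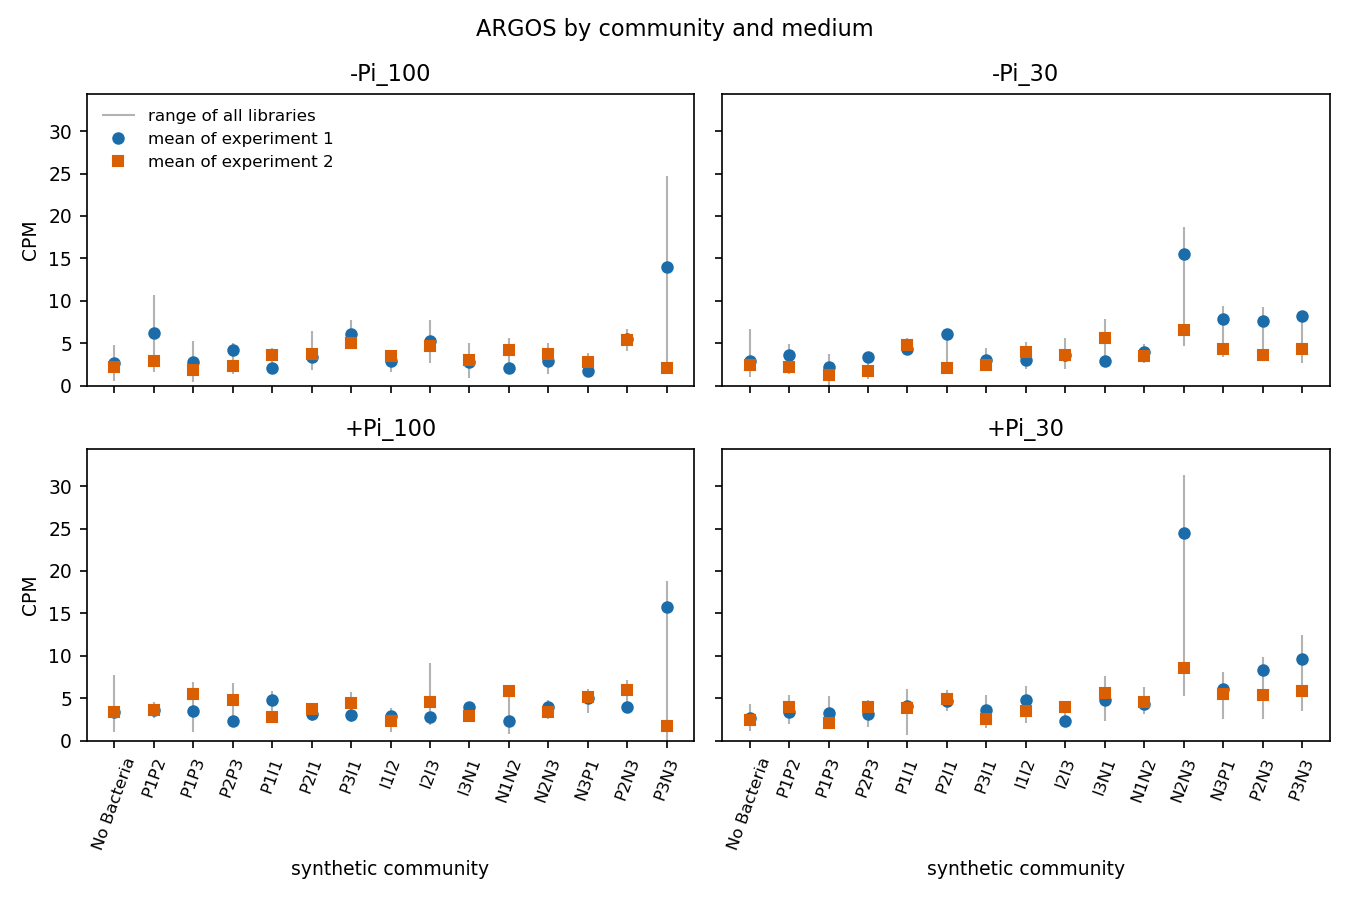
Expression of *ARGOS* (CPM, y axis) in axenic plants and the 14 synthetic communities (x axis) in the 4 media (panels). Circles and squares are means of the libraries of experiments 1 and 2, and grey lines span the lowest to the highest library. N2N3 at 30 μM Pi and P3N3 at 100 μM Pi have their higher means in experiment 1.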

The auxin-regulated gene AUXIN-REGULATED GENE INVOLVED IN ORGAN SIZE (ARGOS) [35] showed a weak positive correlation with the induction of the phosphate starvation response, and it was induced in plants grown with the synthetic communities P3N3 and N2N3 (Fig 6F). ARGOS controls organ size in *A*. *thaliana* and its transgenic expression results in enlarged aerial organs [35]. This could serve to counterbalance the negative effect on shoot size that low Pi typically causes.

Our design of synthetic communities emphasized placing every bacterial functional block into at least 2 microbial backgrounds; therefore, we should be able to estimate bacterial effects that are independent of background. In principle, this estimation could be used to design novel synthetic communities with predictable outputs. We found that additivity of bacterial effects could explain most, but not all, of the host phenotypic variation. Therefore, we built 3 different quantitative predictive models capable of capturing different levels of complexity and evaluated their performance. We constructed a simple linear model (LM), a linear model that included pairwise interactions between bacterial functional blocks (INT), and a Neural Network model (Fig 7A and Materials and methods 4). We focused on shoot Pi content, which had the strongest signal-to-noise ratio (SNR) of all plant phenotypes tested (S11 Fig, Materials and methods 4b). To evaluate the predictive performance of each model, we used a form of cross validation in which the data from each synthetic community were held out one at a time, and the remaining synthetic communities were used to train each of the 3 models; those trained models were then used to predict the plant phenotypic output of the held-out consortium. We found that the NN had the lowest cross-validated prediction error of the 3 models and that the difference was statistically significant (*p*-value = 0.0073) (Fig 7B). Neural Networks are popular predictive models because they can capture more complex and nuanced relationships that simpler (linear) models cannot; however, this can come at a cost of reduced interpretability. We performed a sensitivity analysis (Materials and methods 4f) by calculating the effect that changing each variable would have on shoot Pi content according to the NN and the 2 linear models (LM and INT). We found a general agreement between the 3 models; for example, all models showed that Pi level in the media and the presence of negative bacterial blocks had the strongest effect on shoot Pi content, but the NN produces much more fine-grained results, because it is able to predict the change differentially across each condition (Fig 7C).

**Fig 7:**
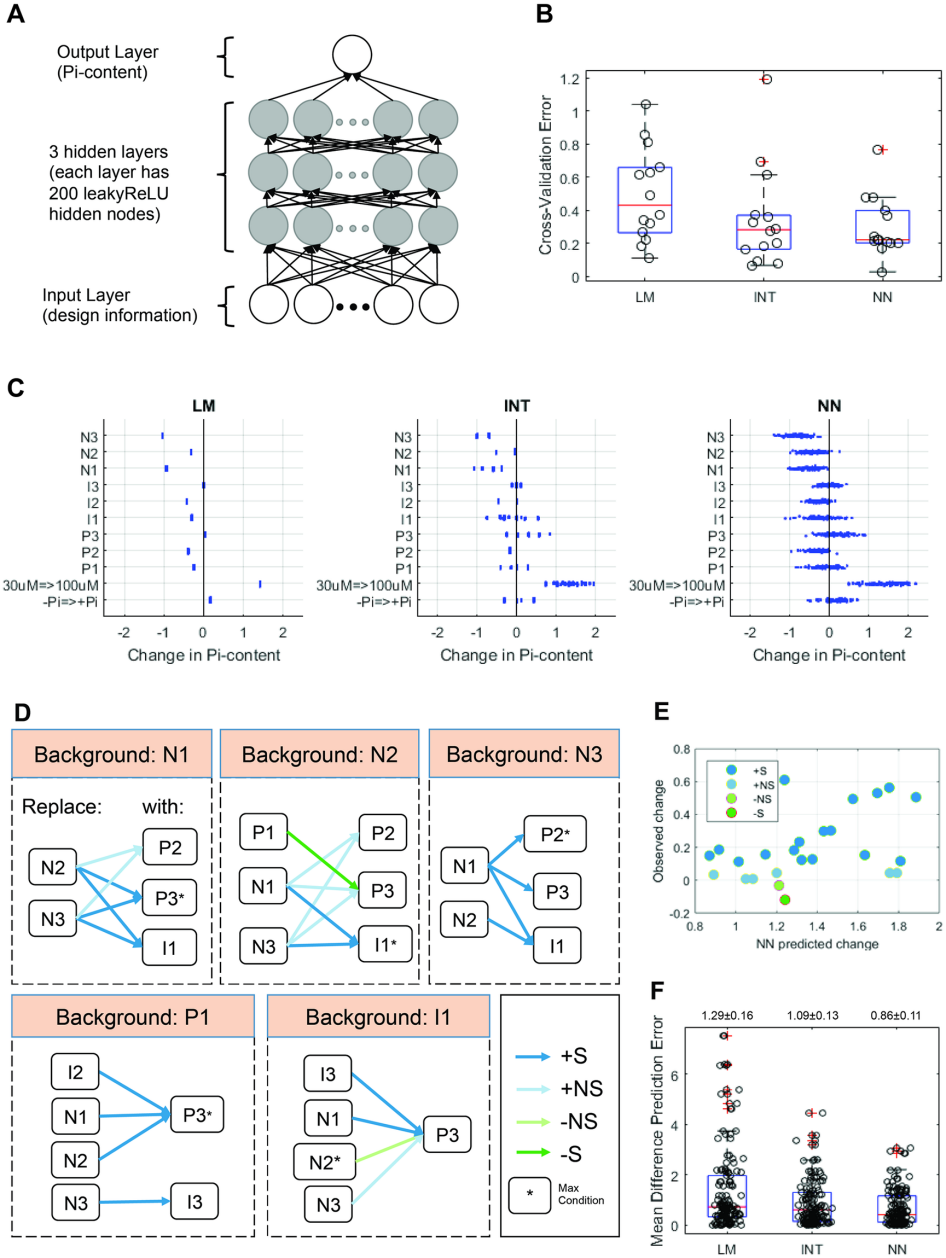
The effect of novel synthetic communities on plant shoot Pi content can be predicted by an NN. (**A**) Schematic representation of the NN defined and applied for predictions. Nodes are neurons, and arrows are weights that are estimated from the data. (**B**) Cross-validation error from the 3 types of models tested for their ability to predict shoot Pi content. Each model is trained on all but one synthetic community and evaluated on that held-out synthetic community. Each dot in the plot represents the mean Pi content prediction error on the held-out synthetic community. (**C**) Sensitivity of Pi accumulation with respect to each biological variable for each type of model. Each dot represents the change of shoot Pi content under a specific combination of input conditions (Materials and methods 4f). (**D**) The 25 most significant block replacements with a positive effect on the shoot Pi concentration predicted by the NN. These block replacements involved 20 different synthetic communities. Each box represents selected replacements in a particular constant background noted at the top. Each arrow represents a replacement of the bacterial block on the left with the block on the right. Asterisks indicate the blocks that lead to maximal plant Pi accumulation in the validation experiment. (**E**) The shoot Pi accumulation change predicted by the NN (x-axis) and the change observed experimentally are significantly correlated (Spearman’s correlation coefficient 0.42, *p*-value = 0.0375). For (**D**–**E**), color represents the validation experimental result: significant increase (dark blue), nonsignificant increase (light blue), nonsignificant decrease (light green), and significant decrease (dark green). (**F**) Prediction error on all tested block replacements for the LM, INT, and NN. The mean prediction error values ± standard errors are indicated above each box. The validation prediction error on NN is significantly smaller than LM (*p*-value = 5.25 × 10^−10^) and INT (*p*-value = 4.65 × 10^−7^). Numerical values that underlie the data displayed in the panels are in https://github.com/surh/wheelP. −NS, nonsignificant decrease; −S, significant decrease; +NS, nonsignificant increase; +S, significant increase; INT, linear model with interaction; leakyReLU, leaky Rectified Linear Unit; LM, linear model; NN, neural network; Pi, phosphate.

In order to validate the prediction accuracy of the NN, we chose the 25 bacterial block replacements that were predicted to result in the largest increase in shoot Pi content and experimentally tested whether an increase was produced by these synthetic communities (Fig 7D, S8 Table, and Materials and methods 4g). There was a significant correlation (*ρ* = 0.42, *p*-value = 0.0375) between predicted and observed shoot Pi content changes caused by the bacterial block replacements (Fig 7E). Strikingly, we found that 23 out of 25 bacterial block replacements increased shoot Pi content on average (*p*-value = 0.004; 1,000 permutation tests with synthetic community labels randomly permuted) (S9 Table). Moreover, the improvement in shoot Pi content was statistically significant in 16 out of 25 bacterial block replacements (*p*-value = 0.032; 1,000 permutation tests with synthetic community labels randomly permuted) (S9 Table). Only 1 out of 25 bacterial block replacements significantly decreased Pi content (S9 Table). Again, we noted little correlation between bacterial abundances and their effect on Pi content (S12 Fig and S9 Table). Compared to linear models (LM and INT), the NN had significantly lower prediction errors (*p*-value ≤ 4.65 × 10^−7^) (Fig 7F). In summary, we were able to rationally design novel synthetic communities that lead to predictable plant phenotypic outputs.

## Discussion

While plant responses to stress have been shown to be influenced by associated microbial communities, causal relationships in plant–microbe interactions in a community context and measured phenotypes have proven difficult to establish. This limitation is, in fact, generally true across complex host–microbial interaction systems [12][13][36]. Here, we demonstrate that binary-association assays can inform the design of synthetic bacterial communities that lead to predictable plant phenotypes, an observation seen only once previously, in one animal system [12]. The host phenotypic output of the bacterial synthetic communities was consistent with the output expected from binary interactions. Validation of predictions from an NN confirmed that we could predictably alter certain plant phenotypes by changing the plant’s microbiota membership.

Other phenotypes and host–microbiota systems can likely be studied with this approach. The only requirements are that a microcosm reconstitution system is available and that functional bacterial blocks can be defined, so that synthetic communities that maximize the expected range of phenotypic variance can be constructed (Fig 3A and 3B). In practice, other aspects that are likely to influence the tractability of a system are the functional bacterial diversity and the SNR of the phenotypes being measured. In the case of plant phosphate starvation, we found that bacterial abundances provided no information, and while it is too early to say if this is a general feature, the only other work that directly manipulated a well-defined microbiota to establish its effect on a host phenotype reached a similar conclusion [12]. If this trend continues across other host–microbiota systems, then our approach has the added advantage that strains need not be distinguishable by a specific marker gene. While a simple additive model typically explained more than 50% of the host phenotypic variation, we found value in utilizing an NN approach that was able to capture more complex relationships but remained interpretable and significantly increased our prediction accuracy for novel communities. Our framework is based on empirical validation and thus remains flexible enough to allow for simpler or more complex models, depending on the case.

We achieved high prediction accuracy across an untested set of synthetic communities, thus demonstrating that selecting a subset of the possible communities by partial overlap of bacterial functional block pairs is sufficient to characterize this system. This method requires no design of specific heuristics. Thus, this methodology provides an opportunity to expand the capacity for mechanistic understanding not only of biological networks that control plant phenotypes [37][14] but of other complex ecological systems [12][13][36].

Furthermore, by focusing on block replacements as testable hypotheses, we provide a simple outcome that can be extracted from both linear and nonlinear predictive models. This can guide the next set of experimental designs, thus providing nonlinear methods like deep learning a stronger empirical grounding, rendering them less of a “black-box.”

We demonstrate the utility of our approach by defining mechanistic aspects of the plant phosphate stress response in the presence of combinations of bacterial blocks. We observed that bacteria range in their effect on phosphate content in the plant between severely decreasing and moderately enhancing it. These data are consistent with our previous findings that bacterial interactions with the plant are controlled by negative regulation exerted by the phosphate starvation response on the plant immune system [23]. A similar mechanism was described for the interaction under phosphate-limiting conditions of *A*. *thaliana* with the beneficial fungus *Colletotrichum tofieldiae* [24]. Thus, our results provide additional evidence for mechanisms by which plants and bacteria compete in times of nutritional stress.

The use of multiple bacterial synthetic communities led us to define interesting particular aspects of the phosphate stress response. We observed that certain synthetic communities, such as P2P3 and P1P2, drive an increase in the shoot area compared to axenically grown plants, despite the low shoot Pi content that they engender. These data recapitulate a previous observation [31] on the effect of altering the activity of PHOSPHATE1 (*PHO1*), a gene required for Pi loading into the xylem [38]. These authors found that shoot Pi content could be uncoupled from the developmental responses typically linked to Pi scarcity. We corroborated that reduced shoot growth is not necessarily a direct consequence of Pi limitation. The observations that both bacterial activity and the modulation of *PHO1* expression can uncouple plant phenotypes during the response to low Pi leads us to hypothesize that microbes could interdict PHO1 transport activity, thus modifying Pi translocation from roots to shoots.

Additionally, we found that synthetic community P3N3 uniquely induced a strong transcriptional response to phosphate starvation in the majority of the conditions tested. Plants exposed to this bacterial combination showed a high-level induction of *PHO2*, a ubiquitin-conjugating E2 enzyme required for the degradation of Pi transporters at high Pi [34]. This discovery may explain the intense transcriptional response to Pi starvation caused by this particular synthetic community.

We observed much more variability in the bacterial colonization patterns than in their effects on plant phenotypes. Synthetic communities tended to be dominated by 1 block, but the identity of that block did not correlate with plant phenotype. On the other hand, synthetic communities had remarkably consistent effects on plant phenotypes, and synthetic community membership was sufficient to predict host phenotype. These observations suggest that bacteria–bacteria interactions are critical for microbial community assembly, which is probably a highly dynamic process in which the microbial background determines which bacteria perform well. On the other hand, the effect of bacteria on plant phenotypes is probably due to functional stacking, in which many phenotypically redundant strains with potentially different niches maximize the chance of attaining the desired host phenotypic output. This “lottery model” has been proposed as a major driving mechanism of host colonization by its microbiota at the taxonomic level [39], and it would be interesting to test whether a similar process governs functional assembly.

In conclusion, we provide a general method for the study of various biological host–microbiome systems through rational selection of a tractable subset of the possible combinations of bacteria from a defined collection. We demonstrate that complex relationships among host phenotypes, the microbiota, and the abiotic environment can be captured using deep learning techniques. By testing each block of bacterial strains in multiple synthetic communities, and successfully validating predictions derived from an NN, we demonstrated that it is possible to both infer causality and attain generality when it comes to predicting host phenotypes in this complex system. This approach contributes to the rational design and deployment of microbes to improve responses of hosts to biotic and nutritional stresses.

## Materials and methods

### 1. Exudate preparation and in vitro growth curves

#### a. Seed sterilization

All seeds were surface sterilized with 70% bleach and 0.2% Tween-20 for 8 minutes, followed by 3 rinses with sterile distilled water. This treatment eliminates any seed-borne microbes on the seed surface. Seeds were stratified at 4°C in the dark for 2 days.

#### b. Growth conditions for the exudate preparations

Col-0 seeds were germinated on Johnson medium (KNO_3_ [0.6 g/L], Ca(NO_3_)_2_.4H_2_O [0.9 g/L], MgSO_4_.7H_2_O [0.2 g/L], KCl [3.8 mg/L], H_3_BO_3_ [1.5 mg/L], MnSO_4_.H_2_O [0.8 mg/L], ZnSO_4_.7H_2_O [0.6 mg/L], CuSO_4_. 5H_2_O [0.1 mg/L], H_2_MoO_4_ [16.1 μg/L], FeSO_4_.7H_2_O [1.1 mg/L], Myo-Inositol [0.1 g/L], MES [0.5 g/L], pH 5.6–5.7, 1% bacto-agar [BD, Difco]), 0.5% sucrose, solidified with 0.6% agar and supplemented or not with 1 mM Pi, in a horizontal position (approximately 160 seedlings per plate). After 7 days of growth, seedlings were transferred to a 12-well plate. Each well was filled with 3 mL of liquid Johnson medium and between 50 and 60 seedlings. Seedlings were transferred to the opposite Pi concentration from the germination conditions (i.e., plants that were initially grown in 1 mM Pi were transferred to liquid medium with no supplementation of Pi and vice versa).

Plants were grown in liquid media with agitation (30 rpm) for 24 hours in a growth chamber, in a 16-hour light/8-hour dark regime (24°C/21°C). In these conditions, we incubated additional 12-well plates containing Johnson medium alone, supplemented with or without 1 mM Pi. We used these samples as controls for the next experiments. Liquid supernatants containing root exudate and control samples were collected, filtered (0.22 μm), and used for the next experiments.

#### c. Screening of the bacterial strain collection in different plant root exudates

All bacterial strains used in this work were isolated from roots of Brassicaceae grown in 2 well-studied wild soils from North Carolina, US [32][40][28]. For the screening of the bacterial strain collection in different plant root exudates, bacteria from −80°C glycerol stocks were grown on LB plates at 28°C. A single colony was then inoculated in 200 μL of 2xYT medium (16 g/L Tryptone, 10 g/L yeast extract, 5 g/L NaCL, about 5.5 mM Pi) in a 96-well polystyrene plate (Costar) and covered with a breathable sealing film (Excel) to prevent contamination. Bacterial cultures were grown with agitation at 28°C. After 24 hours, all cultures were diluted 1/10 into the different plant exudates and control media and grown at 28°C with agitation. Exudate and media samples without bacteria were included as controls of contamination (uninoculated controls). To analyze the growth curves of the different isolates, the OD at 600 nm (OD_600nm_) was measured every 3 hours during the day and every 14 hours during the night for 3 days using a microplate reader (Tecan, GENios).

#### d. Quantification of primary metabolites in plant root exudates

Primary metabolites profiling was performed using an ALEX-CIS GCTOF MS in the NIH West Coast Metabolomics Center (University of California, Davis, CA). Plant root exudates and control samples were extracted following Fiehn et al. [41]. 30-μL aliquots of each sample were extracted by 1 mL of degassed acetonitrile:isopropanol:water (3:3:2, v/v/v) at –20°C, centrifuged, and decanted, with subsequent evaporation of the solvent to complete dryness. A cleanup step with acetonitrile/water (1:1) removed membrane lipids and triglycerides. The cleaned extracts were aliquoted into 2 equal portions and the supernatants were dried down again. Internal standards C08-C30 FAMEs were added, and the samples were derivatized by methoxyamine hydrochloride in pyridine and subsequently by N-methyl-N-trimethylsilyltrifluoroacetamide for trimethylsilylation of acidic protons. Data were acquired using the chromatographic parameters published in Fiehn et al. [42]. We used a column from Restek corporation: rtx5Sil-MS (30 m length × 0.25 mm internal diameter, with 0.25-μm film made of 95% dimethyl/5% diphenylpolysiloxane. Helium was used as the mobile phase with a column temperature of 50–330°C and a flow rate of 1 mL min^−1^. 0.5 μL of sample was injected with 25 splitless time into a multi-baffled glass liner at 50°C ramped to 250°C by 12°C s^−1^.

Mass spectrometry parameters were used as follows: a Leco Pegasus IV mass spectrometer was used with unit mass resolution at 17 spectra s−1 from 80–500 Da at −70 eV ionization energy and 1,800 V detector voltage with a 230°C transfer line and a 250°C ion source.

Raw data were normalized according to NIH West Coast Metabolomics Center (University of California, Davis, CA) quality standards.

#### e. Analysis of the primary metabolites in plant root exudates

For the metabolite analysis, we standardized the metabolite abundances by dividing the abundance of each metabolite by the total abundance in each sample. To visualize the general patterns in our dataset, we independently applied hierarchical clustering on metabolites and samples. We clustered samples according to their Bray-Curtis dissimilarities, which were calculated with function vegdist in the R vegan package [43]. Metabolites were clustered according to a Pearson correlation dissimilarity matrix, computed using the formula 1−cor(x) via the function cor in R [44]. In both cases, the hclust function in R was used with the method “ward.D” [44] to create the corresponding dendrograms. The resulting dendrograms were visualized together with the metabolite relative abundances using the function heatmap.2 from the package gplots [45], with the parameter scaling by row, which corresponded to metabolites.

We calculated the log(fold-change) for each metabolite in each exudate sample, in relation to its respective media control sample (Table 1).

**Table 1:** The table shows the log(fold-change) schema of relationships between exudate samples and control samples.

Exudate Samples	Control Samples
Exudate −/−	Control −
Exudate +/−	Control −
Exudate +/+	Control +
Exudate −/+	Control +

Then, for each sample, we calculated the log_2_(fold-change) of each metabolite with respect to its control by subtracting the log2-transformed mean relative abundance of that metabolite in the control samples to the log2-transformed relative abundance value of the metabolite in a given sample.

To visualize the matrix derived from the log(fold-change) calculation, we independently applied hierarchical clustering on the metabolites and on the samples. We clustered exudate samples based on the euclidean distance calculated with the dist function in R [44]. Metabolites were clustered according to a Pearson correlation dissimilarity matrix, computed using the formula 1−cor(x) via the function cor in R [44]. In both cases, the hclust function in R was used with the method “ward.D” [44] to create the corresponding dendrograms. The resulting dendrograms were visualized together with the metabolite log_2_(fold-changes) using the function heatmap.2 from the package gplots [45], with the parameter scaling by row, which corresponded to metabolites.

All the scripts developed for this analysis are available at: https://github.com/isaisg/primary_metabolites_phosphate.

#### f. Isolate QC and feature extraction

Bacterial growth curves were quality filtered by removing strains that had growth profiles that were highly similar to uninoculated samples. All the following operations were done with functions available via the PGCA R package (https://github.com/surh/PGCA). For each strain and condition, the median growth curve was obtained by calculating the median OD_600nm_ per time point. The 4 resulting growth curves (for 4 conditions) were concatenated and grouped by hierarchical clustering based on their correlation distance according to the formula *d*_*xy*_ = 1 − *ρ*_*xy*_, where *ρ*_*xy*_ is the Pearson correlation coefficient between strains *x* and *y*. The resulting clustering dendrogram was cut at a height of 0.5, based on visual inspection. Clusters that had more than 40% uninoculated controls were discarded together with any strains that fell within them. The remaining uninoculated controls were also discarded. We then calculated the AUC for each strain and condition by adding the median OD_600nm_ per time point using PGCA (https://github.com/surh/PGCA).

Four other growth curve features were extracted for each strain and condition. First, a moving average filter smoothed all data. For this, we applied a regular moving average filter with window size of 5 and step size of 1 per individual replicate. We defined the following metrics for each strain under each condition using the smoothed growth curves:

1. Maximum OD (MAX). MAX is the maximum OD reached among all 4 replicates and all time-series points.
2. Mean density over the last 3 measurements (L3M). L3M is used to give an approximate measurement of the OD at saturation by averaging the last 3 measurements in the time series over all replicates.
3. Mean time to reach half maximum (HMT). The time for a strain to reach half maximum is the time stamp of the earliest sample in the time series data that has an OD greater than or equal to half of the MAX. We take the mean over all replicates to calculate HMT. We use HMT to show how fast the strain is growing.
4. Maximum growth rate (MGS). The growth rate at a particular time point is calculated by (*log*_2_ *x*_*tk*+1_ − *log*_2_ *x*_*tk*_)/(*t*_*k*+1_ − *t*_*k*_), where *x*_*tk*_ represents the OD of the strain at time *t*_*k*_. MGS is the maximum growth rate among all replicates and all time points.

Each of these features was calculated for the 4 conditions: Johnson media supplemented or not with Pi (+Pi or −Pi, respectively); Johnson media supplemented with root exudates from 2 short and complementary nutritional Pi transitions (+Pi_−Pi or −Pi_+Pi). Furthermore, we also normalized each growth curve by their control by calculating log_2_(fold-change) on each specific feature between −Pi_+Pi and +Pi (MLF), and +Pi_−P and −Pi (PLF).

#### g. Isolate growth-curve clustering and selection for binary-association assays

In general, several features analyzed contain redundant information (S2A Fig). This redundancy allowed us to select 1 parameter, the AUC, as an aggregate measure of bacterial performance for further analysis.

For grouping strains according to their growth performance, each strain’s AUC was log transformed and then standardized per condition by subtracting its mean and dividing by the standard deviation. Hierarchical clustering was used with the euclidean distance and the complete linkage method in R [44]. In order to select strains to test in binary-association assays, an ANOVA model was fit on each strain, using the AUC values as dependent variables and condition (media) as the only independent variable. We calculated the *R*^*2*^, which indicated which proportion of the variation in the bacterial growth performance (AUC) is attributable to media—in other words, how much of the bacterial growth is affected by plant exudates and phosphate levels. We prioritized testing multiple strains per cluster that had the highest *R*^*2*^ values. The code and data to perform these analyses are bundled in the R package (wheelP) [https://github.com/surh/wheelP].

#### h. Phylogenetic signal analyses

For all strains with an available Sanger generated 16S rRNA gene sequence (395 strains out of 440), we used MUSCLE [46] to perform a multiple sequence alignment with default parameters. We then filtered out positions that had more than 99% gaps as well as the top 10% most entropic sequences using QIIME [47]. The resulting filtered alignment was used to build a maximum likelihood tree with FastTree [48], using midpoint rooting.

We standardized all the phenotypes to allow for simultaneous visualization and easier comparison. We used the phylosig function from the phytools R package [49] to test Pagel’s *λ* for phylogenetic signal. Results were visualized with the ggtree R package [50]. The code and data to perform these analyses are bundled in the R package (wheelP) [https://github.com/surh/wheelP].

### 2. Binary associations

#### a. Growth conditions for plant–bacteria binary-association assays

Plants were germinated in axenic condition on Johnson medium plus 0.5% sucrose with 1 mM Pi, about 5 μM Pi (traces of Pi from the agar [Difco]), or supplemented with 1 mM phosphite in a vertical position for 6 days. Seedlings (10 seedlings per plate) were then transferred to 30 μM Pi and 100 μM Pi media (without sucrose), alone or with the bacterial culture, at 10^5^ c.f.u/mL of medium for another 7 days. We harvested shoot samples for Pi quantification. Plants were grown in a growth chamber in a 16-hour light/8-hour dark regime (24°C/21°C). We used 3 replicas per condition and bacterial strain; the experiment was repeated once.

To confirm that plants germinated in different Pi regimens or with phosphite differentially activated the phosphate starvation response, plants carrying the phosphate stress reporter construct *IPS1*:*GUS* [22] were grown in Johnson medium containing 1 mM Pi, 1 mM phosphite or traces of Pi (about 5 μM Pi). After 7 days, the expression of the reporter constructs *IPS1*:*GUS* was followed by GUS staining (S3C Fig).

To study the colonization of the plant shoot by root-inoculated bacteria (Fig 2D and S3A Fig), we germinated Col-0 on Johnson medium 1 mM Pi, about 5 μM Pi (traces of Pi from the agar [Difco]), or 1 mM phosphite for 7 days. Seedlings (5 seedlings per plate) were then transferred to 2-compartment plates for a week. In this system, root and shoot were placed in different compartments separated by a plastic barrier to prevent microbe diffusion through the medium. The root compartment was previously filled with Johnson medium 30 μM Pi solidified with 1% agar containing bacteria, and the shoot compartment was filled with a solution of agar (water + 1% agar). Plants were grown in a growth chamber in a 16-hour light/8-hour dark regime (24°C/21°C). We harvested shoot and root separately, and bacteria accumulation in shoots, roots, and root-surrounding agar was analyzed in mock-inoculated plants and plants colonized by bacteria. We used 5 replicas per condition and bacterium; the experiment was repeated once with similar results.

#### b. Bacterial culture for binary association and synthetic community experiments

For binary association and synthetic community experiments, a single colony was inoculated in 4 mL of 2xYT medium in a test tube. Bacterial cultures were grown at 28°C with agitation overnight. Cultures were then rinsed with a sterile solution of 10 mM MgCl_2_ followed by a centrifugation step at 2,600 g for 8 minutes. This process was repeated twice to eliminate any additional nutrient supplementation in the media. The OD_600nm_ was measured and, assuming that 1 OD_600nm_ unit is equal to about 10^9^ c.f.u/mL, we equalized individual strain concentration to a final value of 10^5^ c.f.u/mL of medium. The medium was cooled (to 40–44°C) near the solidification point and then the bacterial strain or the bacteria strain mix was added to the medium with agitation.

#### c. Re-isolation and quantification of bacteria using c.f.u’s

For bacterial colonization analysis in binary-association assays, roots, shoots, and agar samples were harvested and weighed. Roots and shoots were rinsed 3 times with sterile distilled water to remove agar particles and then placed in a sterile tube with 200 μL of 10-mM MgCl_2_ and glass beads. Plant material and agar samples were then crushed using 2 cycles of 30 seconds, frequency 30 s^−1^, in a TissueLyser II (Qiagen). These samples were serially diluted, plated on LB, and c.f.u/mL of harvested samples were determined.

#### d. Determination of phosphate concentration in the plant shoot

The method of Ames [51] was used to determine the free phosphate concentration in the shoots of seedlings grown on different Pi regimens and treatments.

#### e. Analysis of bacterial effect on shoot phosphate accumulation

We identified which strains had a statistically significant effect on shoot phosphate accumulation. We compared the phosphate content between plants treated with a given strain and axenically grown plants from the same experiment. To determine significance, we log transformed the phosphate content and used an ANOVA model in R [44] with terms for bacterial treatment and biological replicate. Each of the 4 phosphate conditions was analyzed independently. By testing the bacterial treatment term in the model, we determined whether the effect was significant. We corrected all the obtained *p*-values using the Benjamini-Hochberg method [52], and considered significant all effects that had a *q*-value < 0.1. The code and data to perform this statistical analysis are bundled in the R package (wheelP) [https://github.com/surh/wheelP].

#### f. Phylogenetic signal analyses

To facilitate the simultaneous visualization and to control for batch effects, we scaled all the bacterial effects with respect to the no bacteria controls in the same experiments. We did this by using the results from the ANOVA analysis (Materials and methods 2e) as input for the phylogenetic analysis. These ANOVA results represent the log(fold-change in Pi content, with respect to no bacteria) caused by each strain. We used the phylosig function from the phytools R package [49] to test Pagel’s *λ* for phylogenetic signal. We utilized the same tree that we constructed for the phylogenetic analysis of in vitro growth (Materials and methods 1h). 177 out of 183 strains were present in this tree. Results were visualized with the ggtree R package [50]. The code and data to perform these analyses are bundled in the R package (wheelP) [https://github.com/surh/wheelP].

### 3. Synthetic community experiments (including 16S analysis and RNA-Seq)

#### a. Growth conditions for synthetic community experiments

For synthetic community experiments, plants were germinated in axenic condition on Johnson medium plus 0.5% sucrose with 1 mM Pi or about 5 μM Pi (traces of Pi from the agar [Difco]) in a vertical position for 6 days, then transferred (10 seedlings per plate) to 30 μM Pi and 100 μM Pi media (without sucrose), alone or with the synthetic community, at 10^5^ c.f.u/mL of medium (see Materials and methods 2b) for another 7 days. Plants were grown in a growth chamber in a 16-hour light/8-hour dark regime (24°C/21°C). Plant material (root) was collected for 16S profiling, for transcriptional analysis (seedlings), and shoots were used for Pi quantification. This experiment was repeated once with similar results, and each repetition included 3 biological replicates (10 plants each) per condition and per synthetic community analyzed.

#### b. Determination of plant morphological parameters

Primary root length was measured using ImageJ [53], and shoot area and total root network were measured with WinRhizo [54].

#### c. Bacterial DNA extraction

For bacterial colonization analysis using 16S, roots were surface sterilized with freshly made 10% household bleach with 0.1% Triton-X100 for 12 minutes. Following the bleaching, roots were rinsed once in sterile distilled water, then placed in 2.5% sodium thiosulfate to neutralize the bleach for 2 minutes, and rinsed once more with sterile distilled water. Roots were then freeze-dried and powdered in a 2-mL tube with glass beads using the MPBio FastPrep for 20 seconds at 4.0 m/s. These samples were used for DNA extraction using 96-well format MoBio PowerSoil kit (SDS/mechanical lysis).

To quantify bacteria from agar samples, a freeze and squeeze protocol was used. Syringes with a square of sterilized miracloth on the bottom were completely packed with agar samples and kept at −20°C for a week. Samples were thawed at room temperature and syringes were squeezed gently into 50-mL tubes. Samples were centrifuged at max speed for 20 minutes, and most of the supernatant was discarded. The remaining 1–2 mL of supernatant containing the pellets was moved into clean microfuge tubes. Samples were centrifuged again, supernatants were removed, and pellets were used for DNA extraction with the 96-well format MoBio PowerSoil kit (SDS/mechanical lysis). DNA was extracted simultaneously for both agar and root samples. We performed randomization of the sample order using a mechanical method.

#### d. 16S rRNA gene library preparation

We amplified the V3–V4 regions of the bacterial 16S rRNA gene using primers 338F (5′-ACTCCTACGGGAGGCAGCA-3′) and 806R (5′-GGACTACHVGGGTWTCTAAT-3′). Libraries were created using a modified version of the Lundberg et al. [55]. The molecule-tagging step was changed to an exponential amplification to account for low DNA yields, with the following reaction and temperature cycling conditions (Table 2).

**Table 2:** Reaction and temperature cycling conditions used for the exponential amplification step during the library preparation.

**Reaction**	
**Volume**	**Reagent**
5 μL	Kapa Enhancer
5 μL	Kapa Buffer A
1.25 μL	5 μM 338F
1.25 μL	5 μM 806R
0.375 μL	mixed PNAs (1:1 mix of 100 μM pPNA and 100 μM mPNA)
0.5 μL	Kapa dNTPs
0.2 μL	Kapa Robust Taq
8 μL	dH_2_O
5 μL	DNA
**Temperature cycling**	
**Temperature**	**Time**
95°C	60 seconds
24 cycles of	
95°C	15 seconds
78°C (PNA)	10 seconds
50°C	30 seconds
72°C	30 seconds
4°C	until use

Abbreviations: dH_2_O, distilled water; dNTP, deoxynucletide; PNA, Peptide Nucleic Acid; mPNA, PNA targeting *A*. *thaliala* mitochondrial 16S gene sequences; pPNA, PNA targeting *A*. *thaliana* plastid 16S gene sequences; Taq, Taq polymerase.

Following PCR cleanup to remove primer dimers, the PCR product was indexed using the same reaction and 9 cycles of the cycling conditions described in Lundberg et al. [55]. Sequencing was performed at The University of North Carolina at Chapel Hill, Chapel Hill, NC, on an Illumina MiSeq instrument, using a 600-cycle V3 kit. The raw data from these sequencing experiments are available at the ENA Sequence Read Archive (accession number **PRJEB22060**).

#### e. 16S rRNA profiling sequence processing and analysis

Synthetic community sequencing data were first processed with MT-Toolbox [56]. Categorizable reads from MT-Toolbox (i.e., reads with correct primer and primer sequences that successfully merged with their pair) were quality filtered with Sickle by not allowing any window with a Q-score under 20, and trimmed from the 5′ end to a final length of 350 bp. The resulting sequences were matched to a reference set of the strains in the synthetic community generated from Sanger sequences and *A*. *thaliana* organellar sequences. Sequence mapping was done with USEARCH7.1090 [57] with the option “-usearch global” at a 98.5% identity threshold (which translates to 4 mismatches for our sequence length). Sequences from each sample were only mapped to the expected sequences, given the synthetic community block composition. Matching sequences were used to produce an abundance table that was input into AMOR [58]. Host nuclear and organellar-derived sequences were filtered out, and samples that had less than 400 reads were removed. The resulting table was collapsed by strain order or strain block in AMOR [58]. Aggregation was performed by arithmetic addition of all the counts belonging to a given group. Taxonomic and block-level distributions were visualized with the phylogram function in AMOR [58], and constrained ordination was performed with vegan’s capscale function [43] and visualized with ggplot2 [59]. The code and data to perform this analysis are bundled in the R package (wheelP) [https://github.com/surh/wheelP].

#### f. Plant RNA isolation

Total RNA was extracted from *A*. *thaliana* seedlings according to Logemann et al. [60]. Frozen seedlings were pulverized in liquid nitrogen. Samples were homogenized in 400 μl of Z6-buffer; 8 M guanidinium-HCl, 20 mM MES, 20 mM EDTA pH 7.0. Following the addition of 400 μL phenol:chloroform:isoamylalcohol, 25:24:1, samples were vortexed and centrifuged (20,000 g, 10 minutes) for phase separation. The aqueous phase was transferred to a new 1.5-mL tube and 0.05 volumes of 1 N acetic acid and 0.7 volumes 96% ethanol were added. The RNA was precipitated at −20°C overnight. Following centrifugation (20,000 g, 10 minutes, 4°C), the pellet was washed with 200 μl sodium acetate (pH 5.2) and 70% ethanol. The RNA was dried and dissolved in 30 μL of ultrapure water and stored at −80°C until use.

#### g. RNA-Seq library construction

We performed an RNA-Seq experiment to evaluate the effect of the different synthetic communities on the transcriptional profile of *A*. *thaliana* seedlings. Wild-type Col-0 was germinated under Pi-sufficient and Pi-depleted conditions for 6 days and then transferred to 30 μM Pi and 100 μM of Pi for another 7 days, with or without bacteria. At this point, seedlings were harvested for RNA-Seq. This experiment was repeated once, and each repetition included 3 biological replicates per genotype per condition per synthetic community analyzed. Raw reads and read counts are available at the NCBI Gene Expression Omnibus under accession number **GSE102248**.

Illumina-based mRNA-Seq libraries were prepared from 1 μg RNA. Briefly, mRNA was purified from total RNA using Sera-mag oligo(dT) magnetic beads (GE Healthcare Life Sciences) and then fragmented in the presence of divalent cations (Mg^2+^) at 94°C for 6 minutes. The resulting fragmented mRNA was used for first-strand cDNA synthesis using random hexamers and reverse transcriptase, followed by second-strand cDNA synthesis using DNA Polymerase I and RNAseH. Double-stranded cDNA was end repaired using T4 DNA polymerase, T4 polynucleotide kinase, and Klenow polymerase. The DNA fragments were then adenylated using Klenow exo-polymerase to allow the ligation of Illumina Truseq HT adapters (D501–D508 and D701–D712). All enzymes were purchased from Enzymatics. Following library preparation, quality control and quantification were performed using a 2100 Bioanalyzer instrument (Agilent) and the Quant-iT PicoGreen dsDNA Reagent (Invitrogen), respectively. Libraries were sequenced using Illumina HiSeq2500 sequencers to generate 50-bp single-end reads.

#### h. RNA-Seq sequence processing and analysis

Initial quality assessment of the Illumina RNA-Seq reads was performed using the FASTXToolkit (http://hannonlab.cshl.edu/fastx_toolkit/index.html). Cutadapt [61] was used to identify and discard reads containing the Illumina adapter sequence. The resulting high-quality reads were then mapped against the TAIR10 *A*. *thaliana* reference genome using Tophat [62], with parameters set to allow only one mismatch and discard any read that mapped to multiple positions in the reference. The Python package HTSeq [63] was used to count reads that mapped to each one of the 27,206 nuclear protein-coding genes. Raw sequencing data and read counts are available at the NCBI Gene Expression Omnibus accession number **GSE102248**.

For expression of the phosphate starvation response core transcriptional markers and the clustering analysis, we converted the count table into a table of reads per kilobase per million (RPKM) and standardized these values per gene by subtracting the mean gene expression and dividing by the standard deviation of each gene’s expression. Hierarchical clustering was performed with the R function hclust [44] using the complete linkage method. Gene ontology enrichment analysis was performed on the PlantGSEA [64] online platform.

For specific hypothesis tests, we used edgeR [65] to fit a quasi-likelihood negative binomial model with the function glmQLFit, after estimating tagwise dispersion parameters. We then applied a quasi-likelihood ratio test with the function glmQLFTest in edgeR [65] using different sets of contrast. Our model specification included indicator terms for each bacterial block, as well as terms for phosphate condition, biological replicate, and interaction between phosphate condition and each block. This was defined according to the following formula:

$$\begin{array}{c} \begin{array}{c} \text{Expression}\;=\;\text{P}1\;+\;\text{P}2\;+\;\text{P}3\;+\;\text{I}1\;+\;\text{I}2\;+\;\text{I}3\;+\;\text{N}1\;+\;\text{N}2\;+\;\text{N}3+\\ \text{Phosphate}\;+\;\text{Experiment}\;+ \end{array}\\ \text{P}1*\text{Phosphate}\;+\;\text{P}2*\text{Phosphate}\;+\;\text{P}3*\text{Phosphate}\;+\\ \text{I}1*\text{Phosphate}\;+\;\text{I}2*\text{Phosphate}\;+\;\text{I}3*\text{Phosphate}\;+\\ \text{N}1*\text{Phosphate}\;+\;\text{N}2*\text{Phosphate}\;+\;\text{N}3*\text{Phosphate} \end{array}$$

The first 9 terms are indicator variables for the bacterial blocks of the synthetic communities that take the value of 1 when that block is present. Phosphate has 4 levels that correspond to the 2 × 2 phosphate condition experimental design. The experiment has 5 levels that correspond to independent biological replicates of the synthetic community experiments (each community was in 2 biological replicates). A total of 41 coefficients, including intercept, are generated from this design. The definitions of the contrasts used for the different hypotheses are bundled in the R package (wheelP) [https://github.com/surh/wheelP].

The code and data to perform this analysis are bundled in the R package (wheelP) [https://github.com/surh/wheelP].

#### i. Design of the synthetic communities

Due to the fact that the majority of the strains analyzed in binary interaction had a negative effect on shoot Pi accumulation, we first identified strains that had a significant positive effect (*q*-value < 0.1 from ANOVA) in the 2 conditions that ended on 100 μM phosphate. We found 26 strains and we labeled them as positive strains. Many strains are negative in 2 conditions or more, so we first identified strains that had a statistically significant (*q*-value < 0.1 from ANOVA) negative effect on shoot phosphate accumulation in at least 3 of the 4 conditions. We then identified strains that had a statistically significant negative effect in at least 2 conditions, but with higher statistical confidence (*q*-value < 0.05). We removed 2 strains that did not come from our Brassicaceae cultivation efforts in 2 natural soils [32][40] (strains *Pseudomonas fluorescens* WCS417r and *Rhizobium sp*. R219). We combined the 2 sets of negative strains and obtained 26 strains that we termed negative strains. We finally identified strains that had no statistically significant effect (*q*-value > 0.1 from ANOVA) on phosphate accumulation across all conditions, and from this set we randomly and computationally selected 26 strains that we termed the Indifferent strains. We finally calculated the mean effect of each strain on shoot phosphate accumulation by averaging the coefficients from the ANOVA in all conditions. We sorted the strains within each group according to that mean, and we divided each group into 3 blocks of bacteria by taking groups of 9, 9, and 8 strains (9 + 9 + 8 = 26). The bacterial blocks defined this way are the basis for the synthetic community design. The code and data to perform this statistical analysis are bundled in the R package (wheelP) [https://github.com/surh/wheelP].

We tested a set of 14 partially overlapping synthetic communities. Each of the synthetic communities was made of a combination of 2 bacterial blocks. We made 9 synthetic communities by combining adjacent blocks (i.e., blocks that are next to each other when sorted by their mean effect). Each of these 9 communities is represented as an outer arc in Fig 3B, and they are composed mostly of strains that have similar effects on shoot phosphate accumulation when tested in binary association; however, they represent the widest possible range of mean effects, and so we expect they might produce different plant phenotypes. We constructed another 5 synthetic communities, which are represented as inner arcs in Fig 3B that represent extra combinations of the most extreme blocks (i.e., P1 and N3), in order to test how strong their effects are in a variety of backgrounds.

#### j. Estimating block additivity

To determine the level of consistency of bacterial block effects on different plant phenotypes, we first compared plants inoculated with each synthetic community versus axenically grown controls. We then estimated the main effects of each block using multiple regression and compared the coefficients obtained from both methods. Phosphate content and shoot area measurements were log transformed to reduce heteroscedasticity, and thus the coefficients from this analysis should be interpreted as log(fold-change) between inoculated plants and axenic controls. The LMs adequately represented measurements from primary root elongation and total root network, and so coefficients for these 2 phenotypes should be interpreted as the difference between inoculated plants and axenic controls. Appropriateness of the LMs and the need and correctness of transformation was determined via inspection of residual plots. Only the 14 original synthetic communities were included in the analysis.

To estimate synthetic community effects, we fit a linear model per phenotype and condition, with only the samples of one synthetic community at a time, plus the axenic controls performed in the same experiment. We had only bacterial treatment and experiment variables, according to the following formula:

Phenotype=SynCom+Experiment

The resulting SynCom coefficient was denoted as the “measured” synthetic community effect: To find the expected phenotypic effect of each synthetic community, we first estimated each block’s additive (main) effect. We did this by fitting all the data from each media condition into 1 linear model containing only terms for each block and experiment as independent variables, using the following formula:

Phenotype=P1+P2+P3+I1+I2+I3+N1+N2+N3+Experiment

Each of the block variables is encoded as an indicator variable, and each has the value of “1” when the corresponding block is present and “0” when the corresponding block is absent. We finally obtained the “predicted” community effect by arithmetically adding the coefficients for the 2 blocks that make each community. To compare the effects of both synthetic communities and blocks together, we rescaled them by dividing them by the standard deviation of all coefficients from the same phenotype in the same condition (i.e., by column). The code and data to perform this statistical analysis are bundled in the R package (wheelP) [https://github.com/surh/wheelP].

#### k. Estimating block additivity as a function of relative abundance

In order to determine if bacterial relative abundances are correlated with host phenotypes, we repeated the analysis above (Materials and methods 3j) but substituted the indicator variables of each block for the relative abundance of that block.

Because the relative abundance data are obtained from a pool of plants and require destructive sampling, we averaged all the measurements from each independent biological replicate and used those averages as input for the analysis. This effectively reduces the number of observations and increases the standard errors. In order to achieve a fair comparison, we also recalculated the purely additive contributions of each block (without considering abundance), and we equalized the norm of the coefficients between the 2 versions of the analysis. Results are presented in S7 Fig, and the code and data to perform this statistical analysis are bundled in the R package (wheelP) [https://github.com/surh/wheelP].

### 4. Neural network (including validation experiment)

#### a. Growth conditions for the NN validation experiments

Plants were germinated in axenic condition on Johnson medium plus 0.5% sucrose without supplementation of Pi in a vertical position for 6 days, then transferred to 30 μM Pi medium (without sucrose), alone or with the synthetic communities at 10^5^ c.f.u/mL of medium for another 7 days. Plants were grown in a growth chamber in a 16-hour light/8-hour dark regime (24°C/21°C). Plant material (shoot) was collected for Pi quantification and roots were used for 16S profiling. This experiment was repeated once.

#### b. Estimating SNR for each phenotype

To determine the feasibility of predicting the phenotypic effect of novel communities, we calculated the SNR for each phenotype. There are 120 different input conditions per phenotype (experiment, Pi condition, and synthetic community input). For each condition, there are 3 replicate measurements for plant shoot area, total root network length, and Pi content and around 20–30 replicates for primary root elongation. Let **x**_**c**_ = [x_1c_, x_2c_, …, x_rc_] be the measurement of all replicates for a particular phenotype under condition c. We define the signal of a specific input condition as the mean measurement over all replicates in that condition.

$${Signal}_{c}\;=\;\frac{1}{r}\;\sum_{i\;=\;1}^{r}x_{ic}$$

The signal variance is the variance of signals over all input conditions.

We define the noise for a specific input condition as the residual between the mean and the actual measurement of the replicates:

$${Noise}_{ic}\;=\;x_{ic}-\;{Signal}_{c}$$

The noise variance is the variance of the noise over all input conditions and replicates (Table 3).

**Table 3:** The table shows SNRs associated with the plant phenotypes analyzed.

Phenotypes	Shoot Area	Root Length	Pi content	Primary Root Elongation
**SNR**	3.8907	3.2276	**13.7852**	2.0980

The SNR is defined as the ratio between signal variance and noise variance. In bold is the SNR value for shoot Pi content that has the strongest SNR of all plant phenotypes tested. The signal variance and noise variance are shown in S11 Fig.

Abbreviations: Pi, phosphate; SNR, signal-to-noise-ratio.

#### c. Neural network construction

We focused on shoot phosphate accumulation, which had the largest SNR of all phenotypes and serves as a bedrock test for our approach. Input data consist of a biological replicate ID b ∈ {1,2}, a technical replicate ID r ∈ {1,2,3}, pretreatment indicator p ∈ {−Pi, +Pi} and phosphate-level q ∈ {30 μM, 100 μM}, and a SynCom setting S ⊆ {P1,P2,P3,I1,I2,I3,N1,N2,N3}. We call the combination of p and q the phosphate condition. A design is a combination of phosphate condition and synthetic community. An input condition is a combination of design and biological replicate ID. Let *z*_*b*,*p*,*q*,*S*,*r*_ be the standardized Pi-content measurement under biological replicate *b*, technical replicate *r*, pretreatment *p*, phosphate-level *q*, and SynCom setting *S*. The mean of Pi content across 3 technical replicates is

$$y_{b,p,q,S}\;=\;\frac{1}{3}\sum_{r\;=\;1}^{3}z_{b,p,q,S,r}$$

and its variance is

$$v_{b,p,q,S}\;=\;Var(z_{b,p,q,S,1},z_{b,p,q,S,2},z_{b,p,q,S,3})$$

An input ***x***_*b*,*p*,*q*,*S*_ is constructed as a binary vector of length 12 (Table 4). A model learns a function $f(x_{b,p,q,S})\;=\;{\hat{y}}_{b,p,q,S}$ for the prediction of mean Pi content.

**Table 4:** The table shows the variables used to construct the input as a binary vector.

Feature name	Biological replicate ID b	Pretreatment p	Phosphate level q	Synthetic community bacterial block indicator S
x = 0 or 1	b = 1 or 2	p = −Pi or +Pi	q = 30 uM or 100 uM	Corresponding bacterial block is absent/present in this design

#### d. Linear model (LM) and linear model with interaction features (INT)

An LM has the following form:

$$f_{LM}(x)\;=\;\beta +\;x^{T}w,$$

where *β* is the bias term. ***w*** is the linear coefficients for each features in ***x***. If interaction features are considered, we have the following form:

$$f_{INT}(x)\;=\;\beta +\;x^{T}w+\sum_{i\;=\;1}\sum_{j\;=\;i+1}x_{i}x_{j}{ϴ}_{i,j},\;$$

where **ϴ** is an upper triangular matrix for which diagonal entries are 0, and each entry *ϴ*_*i*,*j*_ indicates the linear coefficient for the interaction term *x*_*i*_ *x*_*j*_. Compared to LM, INT is able to capture condition-specific influences. For example, a synthetic community can have different impact on Pi content under different phosphate conditions. Elastic net regularization [66] is used in learning the parameters for both linear model and linear model with interaction features. An elastic net regularization of LM and INT yields the following optimization objective:

$$\begin{array}{l} LM:\beta^{*},w^{*}=arg\underset{\beta ,w}{\text{min}}\sum_{t}{\left(y_{t}-x_{t}^{T}w-\beta \right)}^{2}+\lambda_{1}\left|w\right|+\lambda_{2}\|w{\|}_{2}^{2},\\ INT:\beta^{*},w^{*},{ϴ}^{*}=arg\underset{\beta ,w,ϴ}{\text{min}}\sum_{t}{\left(y_{t}-x_{t}^{T}w-\beta -\sum_{i=1}\sum_{j=i+1}x_{t,i}x_{t,j}{ϴ}_{i,j}\right)}^{2}+\\ \lambda_{1}\left(\left(w\right)+\left|ϴ\right|\right)+\lambda_{2}\left({\left(w\right)}_{2}^{2}+{\left(ϴ\right)}_{2}^{2}\right), \end{array}$$

where λ_1_, λ_2_ are the elastic net regularization penalty weights.

#### e. Neural network (NN)

We used a multilayer feed-forward NN, a typical framework in the deep NN structure family, in which input data are combined and transformed nonlinearly through multiple layers of artificial neurons [67]. An NN contains an input layer, an output layer, and L hidden layers. The **depth** of the network is the number of hidden layers, and the **width** is the number of nodes in each hidden layer. For convenience, the input layer is defined as **h**_**0**_(**x**) = **x**, and the output of lth hidden layer is defined as **h**_l_(**x**). The number of nodes in layer l is m_l_. The input into the lth layer of the network is defined as

$$a_{l}\left(x\right)=\;h_{l-1}{\left(x\right)}^{T}W_{l}+\;\beta_{l},$$

where **W**_**l**_ is a real value weight matrix of m_l-1_ by m_l_, and **β**_**l**_ is a vector of length m_l-1_. The output of lth hidden layer is

$$h_{l}(x)\;=\;leakyReLU(a_{l}(x)),$$

where leaky Rectified Linear Unit [68] activation function is:

$$\begin{array}{cc} leakyReLU\left(x\right)= & \{\begin{array}{ll} x, & if\;x\;\geq 0\\ 0.01x, & \text{otherwise}. \end{array} \end{array}$$

Finally, a linear output layer is on top of the last hidden layer:

$$f_{NN}(x)\;=\;h_{L-1}{\left(x\right)}^{T}W_{L-1}+\;\beta_{L},$$

The prediction error is evaluated using sum of squares *Error*(**W**, ***β***) = ∑_*t*_(*y*_***t***_ − *f*_*NN*_(***x***_***t***_))^2^ regularized by weight decay $\alpha \sum_{l\;=\;1}\sum_{i}W_{li}^{2}$.

To train the NN, we minimized the regularized prediction error using RMSprop [69] with momentum 0.9. Only structures with equal width in each layer were considered in this paper. The final network was selected by cross validation among the networks trained with the following hyper-parameter settings: depth of 1–4; width of 100, 200, 300, 400, 500; weight-decay parameter *α* ranging over 0.001, 0.005, 0.01, 0.05, 0.1, 0.5; and the number of training epochs of 100, 200, 300, 400, 500. The final network had depth of 3, width of 200, weight-decay parameter of 0.05, and was trained over 100 epochs.

Next, we estimated the prediction error associated with our NN with a leave-SynCom-out cross-validation experiment; in this scheme, the model was trained on all but one synthetic community and evaluated on that held-out synthetic community. We calculated the mean Pi content prediction error on each held-out synthetic community as the cross-validation error for a single fold. Based on the cross-validation experiment, we chose the best NN model architecture, which had 3 hidden layers and 200 neurons in each layer, as shown in (Fig 7A).

We note that there are more parameters than observations in the NN model. However, the number of parameters in a model is not a proper estimate of the complexity in the model. By choosing proper regularization parameters (early stopping, weight decay), the model can be trained without overfitting, even if it has more parameters than the number of observations [70]. The cross-validation error in Fig 7B and the validation error in Fig 7F both indicate that the model is not overfitting, because the model is able to generalize to never-seen-before synthetic communities.

Besides the leave-SynCom-out cross-validation experiment, we also performed a leave-biological-replicate-out cross-validation experiment. For this experiment, we used the data from 1 biological replicate to train each of the 3 models and used those trained models to predict the other biological replicate. The mean cross-validation error is shown in Table 5.

**Table 5:** Leave-biological-replicate-out cross-validation error.

Fold	LM	INT	NN
Training on BioRep 1 and predicting on BioRep 2	0.3097	0.2475	**0.2359**
Training on BioRep 2 and predicting on BioRep 1	0.3094	0.2636	**0.2472**

Table shows the mean cross-validation error associated with the leave-biological-replicate-out cross-validation experiment for the 3 models used: LM, INT, and NN. In bold is the cross-validation error for the NN model that has the lowest cross-validation error of all models used.

Abbreviations: BioRep, biological replicate; INT, linear model with interaction; LM, linear model; NN, neural network.

#### f. Sensitivity in different models

Neural network methods are often regarded as “black-box” methods. However, Neural networks are not totally opaque and uninterpretable. There are many recent studies aimed to reveal and extract information from Neural networks [71][72][73]. In order to extract biological insights from the NN, we performed a perturbation-based approach to quantify and understand the influence of specific features under different contexts.

As our inputs are all binary features, we define sensitivity as the difference in the output between the “on” (1) and “off” (0) state of a particular feature. The sensitivity of the prediction with respect to each input context is

$$\rho_{i}(x)\;=\;f(x_{\left(x_{i}\;=\;1\right)})-\;f(x_{\left(x_{i}\;=\;0\right)}),$$

where **x**_(xi = 1)_ means change the ith feature in **x** to 1 and keep other features fixed.

In a linear model, **ρ**_**i**_(**x**) = **w**_**i**_. Hence, the sensitivity in a linear model is independent of the input context. In a linear model with interaction features, we have

$$\rho_{i}\left(x\right)=w_{i}+\Sigma_{i\neq j}x_{j}\;{ϴ}_{i,j}.$$

Therefore, a linear model with interaction features has an input context–dependent sensitivity. In NNs, the exact form of **ρ**_**i**_(**x**) is complicated and hard to express in a closed form. In this paper, we calculate sensitivity **ρ**_**i**_(**x**) numerically. Fig 7C shows the sensitivity of different models. For context-specific models, we consider all possible inputs with synthetic community of size |**S**| = 2.

The code to estimate sensitivity of the different models is available at https://github.com/clingsz/wheelPi.

#### g. Generation of candidate block replacements

We sought to identify cases in which replacing (swapping) one of the bacterial blocks (B) for a different block (C) in a reference synthetic community S_1_ = {A, B}, thereby producing a different synthetic community S_2_ = {A, C}, would produce a significant increase in shoot Pi content under a certain phosphate condition (pretreatment p phosphate-level q). We can use a trained model to estimate the mean and variance of the plant phenotypic output in every possible synthetic community. The expected Pi content for any input of interest can be calculated as **f**(**x**_b,p,q,S_). The worst-case variance estimate is used in our prediction, in which the largest residual variance (difference between observed value and predicted value) related to a bacterial block is transferred from the training data to all related conditions. Specifically,

$${\hat{z}}_{b,p,q,S,r}=\;f\left(x_{b,p,q,S}\right)+\;z_{b,p,q,M,r}\;-\;f\left(x_{b,p,q,M}\right)$$

$$M=\left\{e_{1}^{*},e_{2}^{*}\right\}=\;\underset{e_{1}\in S\;or\;e_{2\;}\in S}{\text{argmax}}v_{b,p,q,\left\{e_{1},e_{2}\right\}}$$

Six predicted samples are generated for every design:

$${\hat{z}}_{p,q,S}=\{{\hat{z}}_{b,p,q,S,r}\;|\;b\;\in \left\{1,2\right\}\;\wedge r\;\in \left\{1,2,3\right\}\;\}$$

Given any 2 synthetic communities S_1_, S_2_, under a certain phosphate condition, p and q, the mean difference is $\frac{1}{6}\sum_{b\;=\;1}^{2}\sum_{r\;=\;1}^{3}{\hat{z}}_{b,p,q,S_{2},r}\;-\;{\hat{z}}_{b,p,q,S_{1},r}$ and the *p*-value is calculated from a 2-sample *t* test on ${\hat{z}}_{p,q,S_{2}}$ and ${\hat{z}}_{p,q,S_{1}}$.

The code to generate candidate block replacements is available at https://github.com/clingsz/wheelPi.

## Supporting information

S1 Fig Primary metabolite profiles differ in root exudates from plants grown in different Pi regimens for 24 hours. (A) Schematic representation of the pipeline used for screening the bacteria collection using plant exudates. For root exudate preparation, Col-0 seeds were germinated on Johnson medium, 0.5% sucrose, supplemented or not with 1 mM Pi. After 7 days of growth, seedlings were transferred to the opposite concentration of Pi from the solid growth conditions (i.e., plants that were initially grown in 1 mM Pi were transferred to liquid medium with no supplementation of Pi [exudates +/−] and vice versa [exudates −/+]). Plants were grown in liquid media with agitation (30 rpm) for 24 hours in a growth chamber in a 16-hour light/8-hour dark regime (24°C/21°C). (B) For screening of the bacteria isolate collection in different plant root exudates, a single bacterial colony was inoculated in 200 μL of 2×YT medium in a 96-well polystyrene plate. Bacterial cultures were grown for 24 hours, and then all cultures were diluted 1/10 into the different plant exudates or into control media alone and grown for another 3 days. Exudate and media samples without bacteria were included as controls of contamination. The optical density at 600 nm was measured every 3 hours during the day and every 14 hours during the night. (C) Heat map showing the standardized abundances of all primary metabolites identified in exudate and control media with 1 mM Pi (control +) or without Pi (Control −) samples (S1 Table and Materials and methods 1e). (D) Heat map showing the log(fold-change) of the 76 metabolites identified in the exudates, with respect to the media alone (Materials and methods 1e). In both cases, plants were grown in the conditions defined in (A). As additional controls, we transferred plants germinated without Pi to liquid Johnson medium not supplemented with Pi (exudates −/−) and plants germinated with 1 mM Pi to Johnson medium supplemented with 1 mM Pi (exudates +/+). We also analyzed samples of liquid Johnson medium supplemented with 1 mM Pi (control +) and without Pi supplementation (control −), each in the absence of bacteria. Col-0, Columbia-0; Pi, phosphate; rpm, revolutions per minute.
(TIF) Click here for additional data file.

S2 Fig Bacteria differentially respond to root exudates. (A) Upper: 16S rRNA based phylogenetic-tree bacterial strains. Lower: Heat map showing the z-scores for bacterial in vitro growth features. Feature names for rows at the right of the figure are the following: −Pi (about 5 μM Pi) and +Pi (1 mM Pi) are media with no exudates; −Pi_+P (exudates generated from plants germinated on −Pi and transferred to +Pi media); +Pi_−P (exudates generated from plants germinated in +Pi and transferred to −Pi media) (S1A Fig and Materials and methods 1b). For the rest of the rows, the prefix indicates the condition; the suffix indicates the measurement. Left: *p*-values (log_10_) from Pagel’s *λ* test for phylogenetic signal. Features were normalized by row. Only 395/440 strains that were both included in the in vitro assays and had a high-quality full-length 16S are included. (B) Groups of bacteria with differential responses to Pi and root exudates. Heat map shows z-scores of the AUC measurements for the in vitro bacterial growth curve for growth in various media. Rows correspond to the features with the same labels as in part (A). The AUC has been standardized by column, which corresponds to each of the strains (*n* = 440) tested after quality control (including those that had no high-quality full-length 16S). The top 2 panels are control conditions, as defined in (A). The bottom 2 conditions are media with exudates collected from plants, as defined in (A). Strains were grouped (1–10) by hierarchical clustering using the euclidean distance and the complete linkage method. AUC, area under the curve; HMT, mean time to reach half maximum density; L3M, mean density over last 3 measurements; M, minusP; MAX, maximum density; MGS, maximum growth rate; MLF, log_2_(PM/M); MP, minus2PlusP; P, plusP; Pi, phosphate; PLF, log_2_(MP/P); PM, plus2MinusP; 16S, small subunit ribosomal rRNA gene.
(TIF) Click here for additional data file.

S3 Fig Activation of the phosphate starvation response modulates the outcome of binary bacteria–plant interactions. (A) Colonization of the different plant organs and surrounding agar by 6 bacterial strains. Bacterial strains were selected according to their performance in binary-association assays: 3 strains increased (green arrows) and another 3 decreased (red arrows) the shoot Pi content (see panel E). Data points are colored by bacterial strain. Letters at the top of each panel denote statistical significance of Tukey post hoc analysis of an LM. In all cases, plant tissue and agar samples were crushed, serially diluted, and plated and c.f.u per gram of original material was determined. (B) Shoot Pi content normalized by the shoot fresh weight in mg of seedlings germinated on Johnson media, 0.5% sucrose, supplemented with 1 mM Pi (+Pi), not supplemented with Pi (−Pi), or supplemented with 1 mM Phi (+Phi). Numerical values that underlie the data displayed in the panels are in https://github.com/surh/wheelP. (C) Expression analysis of the reporter construct *IPS1*:*GUS* in plants germinated in the conditions described in (B). In this construct, the *IPS1* promoter, highly induced by low Pi, controls the expression of GUS. (D) Distribution of shoot Pi content normalized by the shoot fresh weight in mg in plants cocultured with individual bacterial strains (+Bacteria) or in axenic condition (No Bacteria) across a 3 × 2 combination of 3 conditions used for plant germination (1 mM Pi, about 5 μM Pi, and 1 mM phosphite), and 2 Pi concentrations (30 μM Pi and 100 μM Pi) that were applied concomitant with each bacterial strain. (E) Table shows the fold change in shoot Pi accumulation between plants inoculated with an individual bacterial strain, listed at left, and plants grown axenically. Cells with a color block indicate statistically significant Pi concentration changes from axenic control (*q*-value < 0.05; ANOVA and Tukey test). c.f.u, colony-forming unit; *GUS*, beta-glucuronidase; *IPS1*, INDUCED BY PHOSPHATE STARVATION1; LM, linear model; Phi, phosphite; Pi, phosphate.
(TIF) Click here for additional data file.

S4 Fig There is no correlation between bacterial performance in response to root exudates and the effect of individual isolates on shoot phosphate accumulation. Scatterplots showing correlation between the AUC for bacterial growth curves (x-axis) in different exudates (exudate −/+ and exudate +/−) and control (control − and control +) conditions and the mean log(fold-change) in Pi accumulation across all 4 conditions (−Pi_100 μM, −Pi_30 μM, +Pi_100 μM, +Pi_30 μM). Dots are color coded by their in vitro growth condition; the blue line shows the loess smoother and the grey shade the 95% confidence interval on the smoother. AUC, area under the curve; loess, local regression; Pi, phosphate.
(TIF) Click here for additional data file.

S5 Fig Synthetic communities differentially modify plant phenotypes. Changes in plant phenotypes induced by synthetic communities, compared with axenically grown seedlings. In each plot, the 4 quadrants represent the 4 media conditions tested, with pretreatment as rows (labels at right) and posttreatment as columns (labels at top). X- and y-axes show the 9 bacterial blocks (see S4 Table for strains in each block). The lower triangle cells in each panel show the phenotype change induced by a synthetic community composed of the 2 blocks indicated by its x- and y-coordinates. In all plots, 0 (bordered box with white interior) represents no change in the corresponding phenotype with respect to axenically grown plants, and the color scale indicates more (green) or less (magenta) than axenically grown plants. Statistically significant differences (*p*-value < 0.05) are indicated with an “x” inside each square. The phenotypes analyzed are: shoot Pi accumulation (Pi content), primary root elongation (Main root elongation), shoot area, and total root network. The values for Pi content and shoot area indicate log(fold-change) with respect to axenically grown plants. The values for main root elongation and total root network represent difference with respect to axenically grown plants. Pi, phosphate.
(TIF) Click here for additional data file.

S6 Fig Analysis of bacterial colonization in the synthetic community experiments. (A) Constrained multidimensional scaling, in which bacterial relative abundances were conditioned on sequencing depth, biological replicate, and sequencing batch. The remaining unexplained variance was then subjected to MDS based on the Bray-Curtis dissimilarity. (B) Bacterial taxonomic distributions of synthetic communities following colonization (see S4 Table for strains in each block). Top panel shows the theoretical input for each of the 14 original synthetic communities based on the 16S rRNA sequences of the bacterial strains used in the 2 blocks that comprise each synthetic community. Bottom panels show agar (left) and root (right) bacterial taxonomic distributions for each of the 14 synthetic communities. For each synthetic community, all individual sequenced samples from agar or roots with at least 400 reads are shown, and samples are sorted by biological replicate within each synthetic community. For some synthetic communities, there were no samples that passed the minimum read threshold, and they are not shown. Colors indicate the proportion of reads that were mapped to strains belonging to the corresponding bacterial order. The phosphate conditions in the media are indicated on the right side (Pi treatments): the axenic germination phosphate condition is indicated first and then the Pi concentration applied concomitant with bacteria. (C) Panels show agar (left) and root (right) bacterial block contributions to colonization for each of the 14 synthetic communities. For each synthetic community, all individual samples with at least 400 reads are shown, and samples are sorted by biological replicate within each community. For some synthetic communities, there were no samples that passed the minimum read threshold, and they are not shown. Colors indicate the proportion of reads that were mapped to strains belonging to the corresponding bacterial block, as defined in Fig 3B. The theoretical input for each block would be 50%. The phosphate conditions in the media are indicated on the right side (Pi treatments), as in panel B. Numerical values that underlie the data displayed in the panels are in https://github.com/surh/wheelP. MDS, multidimensional scaling; Pi, phosphate; 16S, small subunit ribosomal rRNA gene.
(TIF) Click here for additional data file.

S7 Fig Bacterial relative abundance provides no information regarding host phenotypic output. Comparisons between measured changes (x-axis) in plant phenotypes caused by synthetic communities, with respect to axenically grown plants, and expected changes (y-axis) from models that use bacterial relative abundance (red) or only bacterial presence/absence (cyan). In each plot, the 4 panels represent the 4 media conditions tested, with germination conditions as rows and Pi treatment as columns. Each point represents a synthetic community (*n* = 14); the x-axis corresponds to the color scale in Fig 3C and the y-axis shows the results from additive models that either consider (red) or ignore (cyan) relative abundances. The standard error from both the measured and estimated change is shown for each point. The lines represent the least squares regression on the points from each panel, and the grey shade indicates the 95% confidence interval on the regression lines. The *R*^*2*^ is shown on each panel and for each model. For all axes, 0 represents no change with respect to axenically grown plants. The values for Pi content and shoot area are indicated as log (fold-change) with respect to axenically grown plants. The values for primary root elongation and total root network represent the difference with respect to axenically grown plants. In all cases (16/16), the *R*^*2*^ for a model that incorporates relative abundance information was smaller than the model that ignored it (*p*-value = 0.000381, Wilcoxon signed-rank test). Numerical values that underlie the data displayed in the panels are in https://github.com/surh/wheelP. Pi, phosphate; *R*^*2*^, coefficient of determination.
(TIF) Click here for additional data file.

S8 Fig Activation of the transcriptional phosphate starvation response as a function of shoot Pi content. In the figure, each point represents a bacterial synthetic community. The x-axis gives the average of shoot Pi content and the y-axis the average of the phosphate starvation response marker genes activation. Data from 2 independent biological replicates are shown, and a loess smoother is shown as a blue line. The grey zone represents the 95% confidence interval of the smoother. Each panel represents a condition. Only conditions that ended with 30 μM Pi are shown, because no activation was observed in the other conditions. loess, local regression; Pi, phosphate.
(TIF) Click here for additional data file.

S9 Fig Plants growing at low Pi with synthetic communities generally induced phosphate starvation response genes and modified the expression of immune system–related genes. (A) Hierarchical clustering of the approximately 17,000 most variably expressed genes in our RNA-Seq experiment (S6 Table). Rows represent the average from all samples with a given bacterial treatment in each condition, and columns represent genes. Genes are clustered according to their expression profiles. (B) Gene ontology enrichments for clusters c1, c2, and c4 defined in (A). Gene sets (c1, c2) matched the expression pattern of the phosphate starvation response marker genes. Gene ontology enrichment analysis revealed that these clusters are enriched in defense genes (S7 Table). Cluster c1 also includes stress response genes, like low Pi responsive genes (S7 Table). Cluster c2 showed an overrepresentation of salicylic acid signaling genes and other genes associated with plant immunity (S7 Table). Cluster c3 contained numerous genes related to the metabolism of membrane phospholipids. These genes are more induced in 30 μM Pi and are potentially involved in the metabolic replacement of phospholipids by sulfolipids in Pi-deficient plants (S7 Table). We found in cluster c4 enrichment in plant immune system function, specifically in JA response. (C) Differentially expressed genes in response to bacteria are mainly associated with PTI and SA (S7 Table). The first column shows the log(fold-change) in the expression of 1,238 genes that are differentially expressed between plants that encountered bacteria versus axenically grown plants (FDR < 0.01). Positive values (green) correspond to genes more expressed in plants that encountered bacteria, while negative values (magenta) correspond to genes more highly expressed in axenically grown plants. The following columns indicate genes annotated as related to defense, SA, JA, or ABA, according to gene ontologies. The numbers on top indicate the number of genes in each functional class, and the asterisks indicate functions that are enriched among more highly expressed genes in the presence of bacteria (green) or in axenically grown plants (magenta). ABA, abscisic acid; c1–c4, clusters 1–4; FDR, false discovery rate; JA, jasmonic acid; PAMP/MAMP, Pathogen- or microbe-associated molecular pattern; Pi, phosphate; PTI, PAMP/MAMP-triggered immunity; RNA-seq, RNA sequencing; SA, salicylic acid.
(TIF) Click here for additional data file.

S10 Fig Summary of GO enrichment analysis for differentially expressed genes in response to bacterial blocks. The left panel shows GO terms (**GO names,** y-axis) enrichments among down-regulated genes (**down**), and the right panel GO terms enrichments among up-regulated genes (**up**). The x-axis indicates the bacterial block for the corresponding enrichment test. Color indicates the statistical significance after controlling for multiple testing (−log10(FDR)). Nonsignificant enrichments (FDR ≥ 0.05) are shown in white. A significant result means that a particular GO term is enriched among the genes that are down-or up-regulated in response to specific bacterial blocks. Enrichment analysis was performed on differentially expressed genes from S6 Table. FDR, false discovery rate; GO, gene ontology.
(TIF) Click here for additional data file.

S11 Fig Shoot Pi content has the strongest signal-to-noise ratio of all plant phenotypes tested. The bar plot shows the signal variance and noise variance for all plant phenotypes tested: shoot Pi content (Pi), Primary root elongation (Main), shoot area (Area), and total root network (Net). See also Materials and methods 4b. Numerical values that underlie the data displayed in the panel are in https://github.com/surh/wheelP. Pi, phosphate.
(TIF) Click here for additional data file.

S12 Fig Analysis of the bacterial colonization in the neural network validation experiment. Taxonomic (left) and block (right) bacterial abundances for inoculum (top), agar (middle), and root (bottom) samples from the 20 synthetic communities of the validation experiment (see S4 Table for strains in each block). For each synthetic community, all individual sequenced samples with at least 400 reads are shown. For some synthetic communities, there were no samples that passed the minimum read threshold, and they are not shown. Colors indicate the proportion of bacterial reads that were mapped to the corresponding bacterial order (left) or block (right). All plants in this experiment were axenically germinated in a medium without phosphate supplementation (−Pi) and then transferred to 30 μM Pi, concomitant with addition of the different bacterial synthetic communities. Numerical values that underlie the data displayed in the panels are in https://github.com/surh/wheelP. Pi, phosphate.
(TIF) Click here for additional data file.

S1 Table List of primary metabolites identified in plant exudates. The table shows the primary metabolite profiles from root exudates and control media samples obtained using ALEX-CIS GCTOF MS at NIH West Coast Metabolomics Center (University of California, Davis, CA). In the table, **BinBase name** denotes the name of the metabolite if the peak has been identified. The retention index column (**ret.index**) details the target retention index in the BinBase database system. **quant mz** details the m/z value that was used to quantify the peak height of a BinBase entry. The column **BB id** denotes the unique identifier for the GCTOFMS platform. It is given for both identified and unidentified metabolites in the same manner. The **mass spec** column details the complete mass spectrum of the metabolite given as mz: intensity values, separated by spaces. The **KEGG** identifier gives the unique identifier associated with an identified metabolite in the community database KEGG LIGAND DB. The **PubChem** column denotes the unique identifier of a metabolite in the PubChem database. The **InChI key** identifier gives the unique chemical identifier defined by the IUPAC and NIST consortia. The actual data are given as peak heights for the quantification ion (mz value) at the specific retention index. Raw data were normalized according to NIH West Coast Metabolomics Center (University of California, Davis, CA) quality standards. Plants were germinated on Johnson medium plus 0.5% sucrose, supplemented or not with 1 mM Pi, in a horizontal position. After 7 days of growth, seedlings were transferred to a 12-well plate containing 3 mL of liquid Johnson medium per well. We transferred the seedlings to the opposite concentration of Pi from the solid growth conditions (i.e., plants that were initially grown in 1 mM Pi were transferred to liquid medium with no supplementation of Pi [exudates +/−] and vice versa [exudates −/+]). As controls, we transferred plants germinated without Pi to liquid Johnson medium not supplemented with Pi (exudates −/−) and plants germinated with 1 mM Pi to Johnson medium supplemented with 1 mM Pi (exudates +/+). We also analyzed samples of liquid Johnson medium supplemented with 1 mM Pi (control +) and without Pi supplementation (control −). Pi, phosphate.
(XLSX) Click here for additional data file.

S2 Table Bacterial in vitro growth curves. This table provides the data underlying S2 Fig. Four hundred forty bacterial strains were individually tested for their ability to grow under different Pi concentrations and plant exudates from different Pi starvation conditions. The first column (Strain) provides the strain ID for all tested strains. Column Group indicates the group to which a given strain belongs, as represented in S2B Fig, and column r.squared is a goodness-of-fit measurement that indicates how well a strain follows the group behavior. Groups were defined by hierarchical clustering of the area under the curve (time versus OD). The next block of columns (Growth parameters) contains the values of all parameters calculated for each growth curve. These data are also on the “Features” data object provided in the github repository. See legend on S2A Fig for the meaning of abbreviations. Taxonomy of each strain that had an available 16S sequence is provided as reported by RDP (*n* = 395). Kingdom, phylum, class, order, family, and genus are given. Only 395 strains had a high-quality full-length 16S gene sequence and could be annotated. Finally, the reference sequence for the 395 strains that had it is provided. Raw data underlying these results are provided in the ‘All.filtered’ data object of the associated github repository. ID, identification; OD, optical density; Pi, phosphate; RDP, Ribosomal Database Project; 16S, small subunit ribosomal rRNA gene.
(XLSX) Click here for additional data file.

S3 Table Plant–bacterium binary-association assays. This table provides the data underlying Figs 2B, 2C and 3A. The first group of columns shows the **Log(fold-change in shoot Pi content)** caused by each individual strain on *Arabidopsis thaliana* in each of 4 Pi starvation conditions. The **Mean** log(fold-change) across conditions is also provided, and this value was used to sort the strains within each functional class in Fig 3A. The **Standard errors** of the log(fold-change) and the *p*-values corrected for multiple testing (***q*-values**, Benjamini-Hochberg method) are also provided. The functional class (**Functional.class**) and the specific **Block** to which each strain belongs are given at the end. These assignments are also indicated in Fig 3A. This table is also provided as the “binP” data object in the associated github repository. The raw data that underlie the presented statistics are also provided as data object “binP.all.” Pi, phosphate.
(XLSX) Click here for additional data file.

S4 Table List of strains used in the synthetic communities experiments. For each of the strains used in the synthetic communities experiments, we indicate its ID, its taxonomy, the blocks of bacteria to which it belongs, the ID in the binary-association assays, the taxon_oid, which can be used to retrieve their full genome from the DOE JGI IMG database, and the full strain name. The information used in this table and additional data can be found in https://github.com/surh/wheelP under the descriptor “Tax. Colonization.” DOE, Department of Energy; ID, strain identifier; IMG, Integrated Microbial Genomes; JGI, Joint Genome Institute.
(XLSX) Click here for additional data file.

S5 Table Table shows the effect of bacterial consortia on shoot Pi accumulation. Tab (a) shows the effect of individual bacterial blocks (**Block effects**) and tab (b) the effect of synthetic communities (**SynCom effects**) on shoot Pi accumulation. For each bacterial block (a) or synthetic community (b), its effect on shoot Pi accumulation was determined via ANOVA (Materials and methods 3j). For each test, we indicate the starting (**StartP**) and final (**EndP**) Pi concentrations, the estimated log(fold-change) in Pi content with respect to no bacteria (**Estimate**), the standard error of that estimate (**SE**), the associated *t* statistic (**t.value**), and the *p*-value of a 2-sided test (**p.value**). Pi, phosphate; SynCom, synthetic community.
(XLSX) Click here for additional data file.

S6 Table Table contains the information about the differential expression tests for the 20,494 genes analyzed in the RNA-Seq experiment. For each comparison, we provide the log2(fold-change) in relative expression between the 2 groups being compared (**logFC**), the log2 average counts per million (**logcPM**), the *p*-value of the test (**Pvalue**), and the *p*-value adjusted for multiple testing (**FDR**). We performed the following comparisons: comparison of samples that were inoculated with bacteria versus the axenic controls (**Bacteria vs No Bacteria**), comparison of the combined effect of positive blocks versus the combined effect of negative blocks (**Positive vs Negative**), comparison of the combined effect of negative blocks among both pretreatments in the 30 μM posttreatment (**(+Pi vs −Pi) | 30 μM**), comparison of blocks N2 and N3 in the 30 μM posttreatment (**(N2 vs N3) | 30 μM**), comparison of blocks N1 and N3 in the 30 μM posttreatment (**(N1 vs N3) | 30 μM**), comparison of blocks N1 and N2 in the 30 μM posttreatment (**(N1 vs N2) | 30 μM**), and the main effect of each block (**P1, P2, P3, I1, I2, I3, N1, N2, N3**). See Materials and methods and code for details on how comparisons were made. FDR, false discovery rate; logFC, log Fold Change; RNA-Seq, RNA sequencing.
(XLS) Click here for additional data file.

S7 Table GO enrichment analysis of genes differentially expressed in *Arabidopsis thaliana* Col-0 in response to different bacterial synthetic communities. In the Table, tab (a) (**Cluster assignments**) contains the 17,106 most variably expressed genes in *A*. *thaliana* seedlings in our RNA-Seq experiment in response to different bacterial synthetic communities. Genes are clustered according to their relative expression profiles from all samples with a given bacterial treatment in each condition. The table indicates the cluster assignment for each gene. Tabs (b)–(h) show the GO enrichment analysis for each cluster. Analysis was performed in the PlantGSEA web platform. Each tab contains the following information: descriptive name of the GO category (**Description**), ID in the GO database (**GO ID**), the total number of *A*. *thaliana* genes annotated with the corresponding GO term (**Total**), the number of *A*. *thaliana* genes in the corresponding cluster annotated with the corresponding GO term (**Found**), *p*-value of the enrichment test (***p*-value**), and the adjusted *p*-value for multiple testing, using the Benjamini-Hochberg method (***q*-value**). See also S9A Fig, RNA-Seq clustering. Col-0, Columbia-0; GO, gene ontology; GO ID, GO identifier; RNA-Seq, RNA sequencing.
(XLSX) Click here for additional data file.

S8 Table List of the top 25 hypotheses generated by the neural network. The table contains the 25 most significant hypotheses generated by our neural network for plants germinated without Pi supplementation and transferred to 30 μM Pi in the presence of the synthetic communities. The "Reference" column shows the original synthetic communities, into which we switched a bacterial block to generate "New" synthetic communities that were predicted to increase significantly the Pi content in the plant shoot. The predicted increase in Pi content is shown in the "Predicted Mean Difference" column, and the log10 of the *p*-value associated with the prediction is shown in "log10 Predicted *p*-value" column. Pi, phosphate.
(XLSX) Click here for additional data file.

S9 Table Validation results of the top 25 hypotheses generated by the neural network. The table contains the validation results for the 25 most significant hypotheses generated by our neural network for plants germinated without Pi supplementation and transferred to 30 μM Pi with the synthetic communities. The "Reference" column shows the original synthetic communities into which we switched a bacterial block to generate "New" synthetic communities that were predicted to significantly increase the Pi content in the plant shoot. The actual increase in mean Pi content from reference to previously untested synthetic communities is shown in the "Mean Difference" column, and the log10 of the *p*-value is shown in "log10 *p*-value" column. Color represents the experimental result: significant increase (green), nonsignificant increase (yellow), nonsignificant decrease (pink), and significant decrease (red). Pi, phosphate.
(XLSX) Click here for additional data file.

## Abbreviations

AUC: area under the curve
HMT: mean time to reach half maximum
INT: linear model with pairwise interaction
*IPS1*: INDUCED BY PHOSPHATE STARVATION1
L3M: mean density over the last 3 measurements
leakyReLU: leaky Rectified Linear Unit
LM: linear model
MAX: maximum optical density
MGS: maximum growth rate
NN: neural network
OD: optical density
Phi: phosphite
*PHO1*: PHOSPHATE1
*PHO2*: PHOSPHATE2
PHR1: PHOSPHATE STARVATION RESPONSE1
Pi: phosphate
RPKM: reads per kilobase per million
SNR: signal-to-noise ratio
SynCom: synthetic community

How the deposited data were processed for this re-analysis (not part of the article)

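The data are mRNA sequencing libraries of *A. thaliana* seedlings grown without bacteria or with 1 of 14 synthetic communities of 2 bacterial blocks each, in 4 media that combine germination without or with Pi and transfer to 30 or 100 μM Pi. The deposited table holds raw counts of reads per gene. To make these counts, the authors removed reads with adapter sequence, mapped the rest to the TAIR10 genome with Tophat and counted the reads on each gene with HTSeq, and they did not normalize them before depositing them. Conditions, experiments, plates, extraction batches and replicate numbers were taken from the sample labels, and every column of the table was matched to a sample by its label. The libraries carry no molecular identifiers, so the floor used for lower bounds, 3 counts, covers counting error only.

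The table has 26913 rows, of which 26742 are nuclear genes. Its 3 summary rows (reads on no gene, ambiguous reads and reads with several positions) held between 11.0 and 58.3% of a library's reads (median 13.5%), and reads with several positions alone between 8.01 and 54.9% (median 10.8%). Organelle genes held at most 1.93%. These rows and 2 rows that are not genes of the plant, HopBB1 and HaRXL21, stayed out of library sizes and tests. The paper speaks of nuclear protein-coding genes. Of the nuclear genes here, 26493 were found in the reference table given for the re-analysis (assembly TAIR10.1, used for names and neighbours only), 25727 of them as protein-coding genes, and the others were kept. Nuclear gene counts per library lay between 958556 and 9923233. A gene in the smallest library with 10 reads, the count minimum, has about 10 CPM, so changes in genes with few reads, such as *ARGOS* and *IPS1* in axenic plants, are less precise.

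Calculations were made in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, and in Python 3.11.15 with NumPy 2.4.6 and pandas 2.3.3. Library sizes were scaled with TMM factors between 0.862 and 1.18. Genes with at least 10 counts in at least 6 libraries were tested with edgeR's quasi-likelihood F-test (glmQLFit with legacy = TRUE, trended dispersion estimated from every 4th gene), Benjamini-Hochberg FDR under 0.01. One model held the 9 blocks, the media, their interactions and the experiment, in all libraries together, the terms of the paper's model. It has 41 coefficients, the number the paper gives, with the 2 experiments of the labels, while the paper speaks of 5 levels of experiment and of tagwise dispersions. The paper's contrasts are defined in its R package, which was not among the materials, and its S6 legend speaks of the main effect of each block. Here block effects were averaged over the media of a comparison and contrasts of several blocks were averaged over blocks. A second model with 61 coefficients, 1 for each of the 60 combinations of community (or none) and medium and 1 for the experiment, gave the genes changed by a community in a medium. Reported SEs of log2 fold changes come from the same edgeR fits.

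The marker score of a library is the mean of the standardized CPM of 32 phosphate starvation genes. Communities were compared with axenic plants of the same medium by exact permutation within experiment, at an adjusted p under 0.05 over 56 tests, and relations between values by permutation with 100000 resamples. Lists of genes for phosphate starvation, salicylic acid, jasmonic acid, glucosinolate synthesis, abscisic acid and energy production were tested with limma's camera (correlation 0.01) on log2 CPM with a prior count of 2. The members of the energy list are the genes whose symbols start with LHCA, LHCB, PSA, PSB or PET. Lists of iron and copper homeostasis genes were added later and are described with the other observations.

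Named genes followed a rule: the genes the paper names in its RNA-seq results, and, for bacteria against none, positive against negative blocks (all media, and 30 μM Pi) and N1 against N3, the 5 genes with the largest rise and the 5 with the largest fall among those called and changed in the same direction in each experiment, of which the text names some; list members are named singly only where they have the largest change. Symbols are given where the reference table pairs them with the ID. Genes that overlap another gene are marked in the text, since reads were counted without strand.

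The alternatives were DESeq2's size factors or library totals in place of TMM, no filter or edgeR's filterByExpr, glmQLFit with legacy = FALSE, DESeq2's Wald test, limma-trend, an FDR of 0.05, effects in single media, and as covariate the plate (5 levels), the combination of experiment and plate (6 levels), the extraction batch (12 levels) or a replicate block (6 levels). Each experiment and each replicate number was also left out. For the marker score, axenic plants of the same plate, log2 CPM and a shorter list were tried, for the lists the test fry and an estimated correlation between genes, and for relations with *IPS1* a prior count of 0.5 and single experiments. Other single media for comparisons of several blocks, effects at 30 μM Pi relative to those in plants germinated with Pi and moved to 100 μM Pi, and the merging of near-identical libraries were added after the data had been seen. The closing section gives their effect.

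The edgeR, limma and DESeq2 steps were tested on simulated data with 200 changed genes. The edgeR block model found 200 of the 200 among 2000 genes, with 2 false calls, the community model 160 of the 200 (80%) among 2000 genes, with 2 false calls, and DESeq2 200 of the 200 among 500 genes. Since all comparisons share axenic libraries, unchanged groups, axenic ones included, were simulated 20 times in the same design. The median correlation between block effects was then 0.0708 (at most 0.0760), against 0.432 observed in the limma-trend fit. The simulated values varied independently between libraries and genes, without differences between plates, media or experiments. The simulation thus covers the sharing of axenic libraries and cannot tell whether plates add to the observed correlation.

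The core list of 193 markers and the plant growth and Pi measurements beyond the paper's shoot Pi effects were not analysed, since the lists or tables behind them are not among the materials. Gene ontology terms were not analysed either, and the paper's S7 Table of enrichments was at hand only in part.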

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

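The test on the position of libraries with reads of HopBB1 was chosen only after the reads had been seen.

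In 5 of the 56 combinations of community and medium, the marker score of 1 library lay far from the others of its group, by Dixon's test at 95%. By chance, about 1 in 20 groups has such a library, which comes to about 3 of 56. All 5 libraries had the highest score of their group. After germination without Pi, they were replicate 3 of I2I3 in experiment 1 at 100 μM Pi (−0.274, the other 5 between −0.488 and −0.417) and replicate 1 of P3I1 in experiment 2 at 30 μM Pi (−0.276, the other 5 between −0.458 and −0.412). After germination with Pi, they were replicate 1 of N2N3 in experiment 1 at 100 μM Pi (−0.210, the other 5 between −0.498 and −0.445), replicate 3 of P2P3 in experiment 1 at 100 μM Pi (−0.269, the other 4 between −0.496 and −0.439) and replicate 2 of P1P2 in experiment 1 at 30 μM Pi (0.342, the other 5 between −0.459 and −0.308).

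The number of reads argues against low depth as the cause in 4 of these libraries, whose nuclear gene counts lay within the range of the others of their groups: 3387513 for P3I1, 3707032 for N2N3, 3386066 for P2P3 and 4160952 for P1P2. The library of I2I3 had 1878228 reads, fewer than the others of its group (2897838 to 4472663), so a part of depth in its score stays open. A mislabelled sample was tested by the correlation of each library's expression with the means of the 14 communities and axenic plants in its experiment and medium. The library's own community ranked 3rd of 15 for I2I3, 3rd for P3I1, 2nd for N2N3, 7th for P2P3 and 6th for P1P2. This decides nothing, since only 55.9% of all libraries with bacteria correlated best with their own community. In the library of P2P3 the difference from its best match, I1I2, was 0.446 in r, and 7 libraries had one as large, but its score lay above those of I1I2 (−0.464 to −0.372). Mislabelling and a true difference between seedlings cannot be told apart with these tests. Within these groups the design names no further condition, so no biological explanation was tested.

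The table holds a row for HopBB1, an effector gene that is not a gene of the plant and that the paper does not analyse. In total, 10 libraries had reads on this row, and 78.2% of the reads were in replicate 2 of P3I1 in experiment 1, germinated without Pi and moved to 30 μM Pi. This library had 30.7 reads of HopBB1 for each 1e+06 reads counted on genes. Of the other libraries, an axenic library germinated without Pi and moved to 30 μM Pi had 20 reads, a library of P2P3 germinated without Pi and moved to 100 μM Pi had 7, and the others had at most 1. These 3 libraries were on plate 1 of experiment 1 and in the same row of wells, row C, which holds 9 of the 71 libraries of the plate. Such a coincidence has p = 0.00147 (exact, hypergeometric) if the libraries with over 3 reads had fallen in wells of the plate at random, with the row chosen after it had been seen. Reads or RNA exchanged among libraries of that row, from material that carries the gene, are a candidate source. The other libraries of P3I1 had at most 1 read each, which argues against the strains of this community as the source. No biological explanation was tested, since the labels name no plants with this gene.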

How the results depend on the processing

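In comparisons of several blocks, single media other than −Pi_100 were chosen only after results had been seen. So were the effects at 30 μM Pi relative to +Pi_100 and the merging of nearly identical libraries. Single media had been set beforehand for the counts of each block. Numbers of genes are given in this part as percent of the genes tested. They were 44.0 for bacteria, 6.73 for P1, 21.2 for P2, 13.2 for P3, 19.7 for I1, 28.2 for I2, 2.20 for I3, 10.0 for N1, 7.84 for N2, 54.8 for N3, 46.4 for positive against negative blocks, 47.9 for positive against negative blocks at 30 μM Pi, 9.56 for N2 against N3, 6.09 for N1 against N3, 1.86 for N1 against N2, 2.86 for genes raised by at least 5 blocks and 2.16 for genes lowered by at least 5 blocks in the model used for the text. Unless a cause is named, the cause was not tested.

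Counted once per result and alternative, results of comparisons kept their direction and their side of the threshold in 564 cases, became weaker in 27, stronger in 8 and reversed in 10, and the other cases are counts or R² values that moved. Results for single named genes stayed in 733 cases, became weaker in 81 and reversed in 6. With library totals alone in the gene models and with edgeR's own filter, every count stayed within 1.5 times and every named gene on its side of the threshold, but counts moved. Genes raised and lowered by at least 5 blocks were 3.12 and 1.80 percent with library totals and 2.82 and 2.30 percent with that filter, and with library totals 19 of the 43 energy genes were higher with bacteria, against 10 with TMM (edgeR). The percent of genes was kept in most alternatives for bacteria (33.8 to 54.1 over 17 alternatives), N3 (37.5 to 63.8 over 17 alternatives), positive against negative blocks (34.7 to 56.9 over 16 alternatives) and positive against negative blocks at 30 μM Pi (34.8 to 57.9 over 17 alternatives). The phosphate starvation list between positive and negative blocks kept its fall in the 5 alternatives tried for it with all communities, with medians of −0.98 to −0.69 over all media and −1.96 to −1.34 at 30 μM Pi. When single communities were left out, in the limma-trend fit, the median at 30 μM Pi lay between −2.14 (without I2I3) and −0.78 (without N1N2), with −1.25 without P1P2 and −1.64 with all communities.

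Leaving out experiment 2 leaves fewer libraries, and the percent of genes was 28.8 for bacteria, 10.2 for I1, 0.379 for I3, 4.78 for N1, 3.78 for N2, 0.789 for genes raised by at least 5 blocks and 0.546 for genes lowered by at least 5 blocks. For marker scores, the numbers of communities called were 2 higher at −Pi_100 (not 1), 1 lower at −Pi_100 (not 0), 1 higher at +Pi_100 (not 2), 1 lower at +Pi_100 (not 2) and 2 lower at +Pi_30 (not 0), and the R² of the additive model at +Pi_100 was 0.700 (not 0.734). The correlation of the score with shoot Pi at −Pi_30 was −0.459 (not −0.819), and the jasmonic acid list between positive and negative blocks over all media reversed from −0.14 to 0.041.

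Without experiment 1, the percent was 3.91 for P1, 4.76 for P2, 2.65 for P3, 8.42 for I2, 6.56 for I3, 4.36 for N1, 33.8 for N3, 29.4 for positive against negative blocks, 3.64 for N2 against N3, 1.74 for N1 against N3, 1.00 for N1 against N2, 1.50 for genes raised by at least 5 blocks and 1.05 for genes lowered by at least 5 blocks. In P3N3, *PHO2* at +Pi_100 from 0.48 to −0.062, *ARGOS* at −Pi_100 from 1.73 to −0.064 and *ARGOS* at +Pi_100 from 1.50 to −0.82 reversed, and *PHO2* at −Pi_100 from 0.82 to 0.11 and *ARGOS* at −Pi_30 from 1.19 to 0.79 became weaker. The calls of the score were 0 higher at −Pi_100 (not 1), 0 higher at +Pi_100 (not 2) and 0 lower at +Pi_100 (not 2), and the R² at +Pi_100 was 0.812. Between positive and negative blocks, the glucosinolate list became stronger (−0.16 over all media, −0.25 at 30 μM Pi, not −0.11 and −0.093) and the abscisic acid list weaker (−0.16 and −0.20, not −0.22 and −0.36).

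Effects in a single medium were taken from the fit of all libraries and rest on the fewer libraries of that medium. With −Pi_100 alone, the percent was 10.8 for bacteria, 0.534 for P1, 2.10 for P2, 2.74 for P3, 2.60 for I1, 1.45 for I2, 0.176 for I3, 0.615 for N1, 0.111 for N2, 10.7 for N3, 2.42 for positive against negative blocks, 0.106 for genes raised by at least 5 blocks and 0.131 for genes lowered by at least 5 blocks. With −Pi_30 alone, the percent was 25.8 for bacteria, 0.6499 for P1, 5.03 for P2, 0.610 for P3, 8.19 for I1, 10.2 for I2, 0.0856 for I3, 3.55 for N1, 0.564 for N2, 26.0 for positive against negative blocks, 26.0 for positive against negative blocks at 30 μM Pi, 1.51 for N2 against N3, 3.02 for N1 against N3, 0.388 for N1 against N2, 0.237 for genes raised by at least 5 blocks and 0.141 for genes lowered by at least 5 blocks. With +Pi_100 alone, the percent was 8.46 for bacteria, 0.942 for P1, 7.10 for P2, 0.705 for P3, 4.87 for I1, 3.36 for I2, 0.0504 for I3, 0.559 for N1, 1.66 for N2, 13.6 for N3, 5.65 for positive against negative blocks, 0.116 for genes raised by at least 5 blocks and 0.116 for genes lowered by at least 5 blocks. With +Pi_30 alone, the percent was 25.6 for bacteria, 1.31 for P1, 3.53 for P2, 1.57 for P3, 5.65 for I1, 3.22 for I2, 0.0504 for I3, 2.52 for N2, 2.32 for N2 against N3, 0.448 for N1 against N3, 0.252 for N1 against N2, 0.474 for genes raised by at least 5 blocks and 0.146 for genes lowered by at least 5 blocks. Between positive and negative blocks, *SLAH1* reversed from 1.03 to −0.12 at −Pi_100 and −0.31 at +Pi_100, and AT2G45135 from −2.03 to 0.14 and AT2G34210 from −1.97 to 0.20 at −Pi_100.

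Across the 3 fits that each left out one replicate, with fewer libraries, the percent was 2.98 to 3.59 for P1, 10.7 to 13.8 for P2, 4.26 to 6.87 for P3, 13.1 to 13.5 for I1, 16.6 to 20.2 for I2, 0.300 to 0.795 for I3, 3.87 to 4.91 for N1, 1.10 to 3.77 for N2, 2.26 to 4.97 for N2 against N3, 1.56 to 2.21 for N1 against N3, 0.401 to 0.866 for N1 against N2, 1.08 to 1.21 for genes raised by at least 5 blocks and 0.713 to 0.884 for genes lowered by at least 5 blocks. In P3N3, the log2 fold change was 0.40 to 0.63 for *PHO2* at +Pi_100, 1.07 to 2.01 for *ARGOS* at −Pi_100 and 1.00 to 1.27 for *ARGOS* at −Pi_30. The communities called by score were 0 to 2 higher at −Pi_100, 0 to 1 lower at −Pi_30, 0 to 1 higher at +Pi_100 and 1 to 2 lower at +Pi_100, and the R² at +Pi_100 was 0.686 to 0.804.

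At an FDR under 0.05, which admits more genes by its construction, the percent was 11.4 for P1, 22.7 for P3, 5.38 for I3, 19.2 for N1, 15.9 for N2, 19.3 for N2 against N3, 13.4 for N1 against N3, 5.47 for N1 against N2, 5.31 for genes raised by at least 5 blocks and 4.44 for genes lowered by at least 5 blocks.

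With experiment and plate as the covariate, the percent was 9.13 for P2, 2.79 for P3, 1.14 for I2, 6.06 for N1, 36.1 for N3, 14.5 for positive against negative blocks, 27.8 for positive against negative blocks at 30 μM Pi, 4.45 for N2 against N3, 1.66 for genes raised by at least 5 blocks and 0.771 for genes lowered by at least 5 blocks. Between positive and negative blocks over all media, the salicylic acid list became weaker (−0.22, not −0.31), and the jasmonic acid list (−0.44, not −0.14) and the glucosinolate list (−0.13, and −0.11 at 30 μM Pi) stronger. With plate alone, it was 8.88 for P2, 2.79 for P3, 1.08 for I2, 5.84 for N1, 35.8 for N3, 14.2 for positive against negative blocks, 27.4 for positive against negative blocks at 30 μM Pi, 4.19 for N2 against N3, 1.64 for genes raised by at least 5 blocks and 0.761 for genes lowered by at least 5 blocks. With the extraction batch, it was 17.4 for I2, 4.10 for N2 and 3.62 for N2 against N3.

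When effects at 30 μM Pi were taken relative to those at +Pi_100, the percent was 9.58 for positive against negative blocks at 30 μM Pi, 0 for N2 against N3, 0.655 for N1 against N3 and 0.746 for N1 against N2, with 1784 genes at an unadjusted p under 0.05 for N2 against N3. Between N1 and N3, AT5G38910 and *CYP82C2* reversed from −5.73 to 0.71 and from −4.45 to 1.43.

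With limma-trend, *PHO2* and *ARGOS* in P3N3 at +Pi_100 became weaker (0.42 and 0.56, not 0.48 and 1.50).

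With axenic plants of the same plate, which are fewer, the communities called by score were 7 higher at −Pi_30 (not 11), 0 higher at +Pi_100 (not 2) and 1 lower at +Pi_100 (not 2). The R² was 0.252 at −Pi_100 (not 0.439) and 0.702 at +Pi_100. With scores from log2 CPM they were 1 higher at +Pi_100 (not 2) and 0 lower at +Pi_100 (not 2), with library totals 1 higher at +Pi_100 (not 2) (R² 0.629 at +Pi_100), and with nearly identical libraries merged 1 higher at +Pi_100 (not 2). With the shorter marker list, the R² at +Pi_100 was 0.781.

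Correlations of *IPS1* with other genes over communities changed between the experiments. In experiment 2 alone, those with VSP2 at −Pi_30 (−0.384 to 0.0515), VSP2 at +Pi_30 (−0.0874 to 0.132) and PHO2 at +Pi_100 (0.220 to −0.470) reversed, PHO2 at −Pi_100 (−0.174 to −0.783) became stronger and ARGOS at +Pi_100 (0.607 to 0.0632) weaker. In experiment 1 alone, SUR1 at +Pi_100 (−0.211 to 0.257), PHO2 at −Pi_100 (−0.174 to 0.132) and ARGOS at −Pi_100 (−0.217 to 0.189) reversed and VSP2 at +Pi_100 (−0.717 to −0.494), SUR1 at −Pi_30 (0.652 to 0.603), PHO2 at +Pi_30 (0.767 to 0.593), ARGOS at −Pi_30 (0.778 to 0.628), ARGOS at +Pi_100 (0.607 to 0.518) and ARGOS at +Pi_30 (0.663 to 0.424) became weaker. With a prior count of 0.5, ARGOS at +Pi_100 was 0.501.

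With camera's correlation estimated from the data, medians of lists stayed as they were and their tests between positive and negative blocks, over all media and at 30 μM Pi, became weaker for salicylic acid (−0.31, adjusted p 0.282, and −0.55, adjusted p 0.197), abscisic acid (−0.22, adjusted p 0.581, and −0.36, adjusted p 0.581) and energy (0.23, adjusted p 0.205, and 0.29, adjusted p 0.226). Blocks that raised the salicylic acid list then numbered 2 and not 7. With fry, the glucosinolate list became significant (−0.11, adjusted p 0.0148, and −0.093, adjusted p 0.00229).

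Replicate numbers were also tried as a block, where 82 results stayed and 1 became weaker. The numbers do not pair the samples: residuals of 3597 pairs of libraries with the same number had a mean correlation of 0.000218 (23.5% over 0.1), and those of 7194 pairs with different numbers −4.3e-05 (24.2%).

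The libraries held a median of 3442958 counts (958556 to 9923233). With 3 libraries of each community per medium and experiment, effects in a single medium and fits to a single experiment rest on few counts for weakly expressed genes. The absence of a call there is not evidence of no change.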

Differences from the paper's values

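All counts of genes below are at an FDR under 0.01. Counts for a single medium alone are contrasts for that medium in the fit of all libraries. The paper counts 1238 genes changed by bacteria, and 8743 were found here. None of the alternatives set before the data were examined came within 1.5 times the paper's count, the closest being plants germinated without Pi and moved to 100 μM Pi alone, with 2135. With plants germinated with Pi and moved to 100 μM Pi alone, a setting chosen after seeing the values, the count was 1680. For genes changed in the same direction by at least 5 of the 9 blocks, the paper counts 45 that rose and 35 that fell, and here 568 and 4.3e+02 (2.86% and 2.16% of the genes tested) did. Of the settings in place before the data were examined, plants germinated without Pi and moved to 30 μM Pi alone gave 47 and 28, those germinated without Pi and moved to 100 μM Pi alone gave 21 and 26, and those germinated with Pi and moved to 30 μM Pi alone gave 94 and 29. The first is within the limit for both counts and the other 2 only for genes that fell, and no other setting is. Single media had been set for the counts of each block, from which these counts are made. For block I3, the paper counts 17 genes, against 437 here. Plants germinated without Pi and moved to 30 μM Pi alone also gave 17, plants germinated with Pi and moved to 100 μM Pi alone gave 10, and no alternative but the first came within 1.5 times.

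For N1 against N3 at 30 μM Pi, the paper counts 103 genes, against 1209 here, and none of the alternatives set before the data were examined closed the gap. Of the settings chosen after seeing the values, the effect at 30 μM Pi relative to that in plants germinated with Pi and moved to 100 μM Pi gave 130 genes, and 30 μM Pi after germination with Pi alone gave 89. For positive against negative blocks over all media, the paper shows about 640 genes in Fig. 6A, read by eye, against 9215 here. Plants germinated without Pi and moved to 100 μM Pi alone gave 480, and no other alternative set before the data were examined came within 1.5 times. For the same comparison at 30 μM Pi, the paper shows about 5700 genes in Fig. 6A, read by eye, against 9503 here. Within 1.5 times of the paper's value were the settings with experiment and plate as the covariate (5527), with plate (5446), without experiment 1 (6619), without experiment 2 (7494) and without replicates 1, 2 and 3 (8039, 7534 and 7547), as were plants germinated without Pi alone (5161) and with Pi alone (7876), both chosen after seeing the values. DESeq2's size factors or its Wald test, library totals, both other filters, glmQLFit with legacy = FALSE, limma-trend, an FDR of 0.05, the extraction batch and the replicate block did not. For the additive model in plants germinated with Pi and moved to 100 μM Pi, the paper gives an R² of about 0.35 in Fig. 5B, read by eye, against 0.734 here, and none of the alternatives set before the data were examined closed the gap (0.629 to 0.812).

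The paper's S6 Table, of which 881 of the 20494 genes were at hand, is on another scale than the effects given here. Its log fold changes for bacteria correlate best with the effects in plants germinated with Pi and moved to 100 μM Pi (r = 0.959 over 870 genes), at a slope of 11.1 on the average of the 9 block effects, nearer to their sum than to their average: for *LURP1* the paper has 18.33, and on that scale the value here is 18.33 ± 3.18 (SE). For *PCC1* the paper has 18.73 and the value here is 18.74, and for *CYP82C4* they are −16.53 and −16.54. For these genes the paper's values thus match the sum of the 9 block effects in that medium. Positive against negative blocks also follow that medium (r = 0.956, slope 3.45) more than all 4 media (r = 0.597), as do the blocks P1, P2, P3, I1, I2 and I3 (r = 0.916 to 0.972), I3 with r = 0.952 there and 0.529 in plants germinated without Pi and moved to 30 μM Pi. Counts that match the paper in another single medium, such as the 17 genes of I3 or the 47 and 28 genes of at least 5 blocks, may therefore match by coincidence. Counts from effects averaged over the media rest on another contrast than these values of the paper. Its comparisons of negative blocks correlate with the difference between 30 μM Pi and that medium (r = 0.944, 0.936 and 0.958 for N2 against N3, N1 against N3 and N1 against N2) but are larger, with slopes of 2.17, 2.58 and 2.34, while the comparisons at 30 μM Pi itself have r = 0.348, 0.348 and 0.587.

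The paper names P2, N3 and I1 as the blocks that changed the most genes and I3, N1 and P3 as those that changed the fewest. Here N3, I2 and P2 changed the most (10869, 5606 and 4208) and I3, P1 and N2 the fewest (437, 1335 and 1557). With experiment and plate as the covariate, N3, I1 and P2 changed the most, as in the paper, and I2, P3 and I3 the fewest. With plants germinated with Pi and moved to 100 μM Pi alone, N3, P2 and I1 changed the most (13.6, 7.10 and 4.87% of the genes tested) and I3, N1 and P3 the fewest (0.0504, 0.559 and 0.705%). The paper finds hardly any differences between N2 and N3, and 1898 genes differed here at 30 μM Pi. Relative to plants germinated with Pi and moved to 100 μM Pi, a setting chosen after seeing the values, 0 genes differed (1784 at an unadjusted p under 0.05). The paper finds far more genes between positive and negative blocks at 30 μM Pi than over all media, while the counts here were 9503 and 9215. Plants germinated with Pi and moved to 100 μM Pi alone, the medium that the S6 values follow and a setting chosen after seeing the values, gave 1122, so this difference may come from the contrast used. It finds stress genes lower with N3 than with N1, and here the abscisic acid list was higher with N3 (median log2 fold change of N1 against N3 −0.66) and the salicylic acid list had a median of 0.14 (adjusted p = 0.579, camera). These lists are not the paper's set of stress genes. The paper's values follow the difference from plants germinated with Pi and moved to 100 μM Pi, on which the lists were not tested. The results are thus not a direct comparison.

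The paper finds higher expression of glucosinolate genes with negative blocks. The list was not called here (median −0.11, adjusted p = 0.113, camera), but it was with fry (adjusted p = 0.0148), with experiment and plate as the covariate (adjusted p = 0.00722) and without experiment 1 (adjusted p = 0.000477). The jasmonic acid list was called only with experiment and plate as the covariate (adjusted p = 0.0117). The paper reports no phosphate starvation response in communities of positive blocks. Here the marker score was higher in P1P2 (by 0.309, after germination without Pi) and in P2P3 (by 0.178, after germination with Pi) at 30 μM Pi. With axenic plants of the same plate, without experiment 2 or without replicate 2, each with fewer libraries, it was significant in neither. Both were called with standardized log2 CPM, library totals, DESeq2's size factors and the shorter marker list, and without experiment 1 both were called after germination without Pi and neither after germination with Pi. The paper reports a response at 100 μM Pi in P3N3 alone. I2I3 was also higher here after germination with Pi, by 0.0444. P3N3 alone was higher in both media of that concentration with standardized log2 CPM, with library totals, and with near-identical libraries merged, a setting chosen after seeing the values. With axenic plants of the same plate, no community was higher after germination with Pi, and without experiment 1, replicate 2 or replicate 3, P3N3 was higher in neither medium. These settings use fewer libraries. The paper reports no induction of the markers in axenic plants at low Pi, and their score here was higher at 30 than at 100 μM Pi by 0.0667 and 0.0601. The paper describes *PHO2* as highly expressed in P3N3 alone and in every medium. Here it was also higher than in axenic plants at 30 μM Pi in N3P1, N2N3, P1I1, N1N2 and P2N3, and after germination with Pi in P2I1, with a log2 fold change of up to 1.02 in N3P1, and in P3N3 it changed by 0.11 and −0.06 at 100 μM Pi without experiment 1.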

Other observations

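All tests in this part were chosen only after the results they test had been seen, apart from those of the copper lists, which were written down before their values were looked at.

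The counts of genes were compared with those from other splits of the libraries, with limma-trend fits and 100 splits for each result, the real one included. First, the labels of single libraries, axenic ones included, were redrawn within experiment, plate and medium. As many genes as in the real split were found in 1 of the 100 splits for bacteria against none, for P1, P2, P3, I1, I2, I3, N2 and N3, for positive against negative blocks over all media and at 30 μM Pi, for N1 against N3 and for genes changed by at least 5 blocks, up or down. They were found in 2 of the 100 for N1, 14 for N2 against N3 and 4 for N1 against N2. The number of genes between N2 and N3 was thus not beyond those of other splits, and that between N1 and N2 is not settled, since a separate draw of 100 splits gave more than 5. With the plate in the model as well, only the real split gave as many genes for these 2 comparisons. Second, the names of the 14 communities were redrawn among the communities, so that libraries of a community stayed together but its blocks changed. As many genes were then found in 22 of the 100 splits for bacteria, 93 for P1, 75 for P2, 80 for P3, 57 for I1, 22 for I2, 94 for I3, 60 for N1, 90 for N2 and 3 for N3, in 3 for positive against negative blocks over all media and 2 at 30 μM Pi, in 38 for N2 against N3, 46 for N1 against N3 and 73 for N1 against N2, and in 98 and 94 for genes that rose or fell with at least 5 blocks. The numbers of genes of N3 and of positive against negative blocks thus stand apart from other assignments of blocks to communities, and those of the other blocks do not. These splits do not separate blocks from plates. Names were redrawn across plates, while communities with a negative block shared no plate with the others. For positive against negative blocks, the median counts were 1677 over all media and 652 at 30 μM Pi. The splits within plates gave 7266 and 6013. Plates may thus contribute to positive against negative blocks standing apart. For N3 the medians were 5167 and 4767.

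With experiment as the covariate, the splits within plates also gave many genes where blocks and plates go together. The median count over these splits was 451 for P2, 584 for P3, 2411 for I2, 4767 for N3, 7266 for positive against negative blocks over all media and 6013 at 30 μM Pi. Differences between plates, which no redrawing within plates removes, are a candidate source of the genes called for these results with experiment and not with experiment and plate as the covariate. With both in the model, the highest count over the redrawn splits was 0 for P3, 1 for P2, I2, N3 and positive against negative blocks over all media, and 712 at 30 μM Pi, below the real count in each of the 6 (1525 for P2, 7084 for N3, 3167 for positive against negative blocks over all media and 5788 at 30 μM Pi), which argues against plates as the source of the genes called in that model. Counts at an unadjusted p were not kept for the redrawn splits.

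The additive model of the marker score has 9 block coefficients for 14 communities, and such a model may fit well by its size alone. When block pairs were reassigned to the communities at random, the share of reassignments with as large an R² was 0.168 at 30 μM Pi and 0.828 at 100 μM Pi after germination without Pi, and 0.234 and 0.279 after germination with Pi. The R² values do not stand apart from those of a model of the same size with other block pairs, and additive action of the blocks was not excluded.

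P3N3 differed between the experiments more than the other communities. Between its libraries of experiment 1 and experiment 2, 6449 genes changed differently relative to axenic plants, against at most 2405 (I2I3) in the others. At 100 μM Pi, 8379 genes were called in experiment 1 and 811 in experiment 2, and the log2 fold changes of all genes correlated between the experiments with r = 0.261, lower than in all other communities but P1P3 (r = 0.0378), where few genes were called in either. Genes of 4 transcription factors induced by iron deficiency (*BHLH100*, *bHLH38*, *bHLH39* and *BHLH101*) rose by 4.06 to 7.23 (log2) over all 4 media in experiment 1. From this observation, 8 further iron homeostasis genes were tested as a list over all 4 media. Its median log2 fold change was 1.89 in experiment 1, above all 10000 random lists of the same size and expression (highest 0.95). In experiment 2 it was −0.33, with 9993 of the 10000 random lists as high, and 0 of the 8 genes were called higher and 3 lower (down to −3.79). The list was not uniform: 5 of the 8 genes were called higher in experiment 1, and *FRO2* (−1.02), *IRT1* (−1.19) and *CYP82C4* (−1.84) were called lower. The storage gene *FER3*, the only tested member of a list thought to fall, fell by 2.26 in experiment 1 and rose by 0.34 in experiment 2. A change of iron status in these plants is a candidate explanation, though a shortage would be thought to raise the 3 genes that fell as well. The median of the list in axenic libraries of the same plate and experiment was 0.32 relative to other axenic libraries, and the highest median in another community was 0.19 (N2N3), which argues against the plate as a whole and against exchange with another community. The 11 libraries had a median of 3684583 counts, near the median of the other libraries of the plate (3888744) and above that of P3N3 in experiment 2 (2621114), which argues against fewer reads. A difference in growth conditions or in the strains between the experiments was not tested and stays open.

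In N2N3 in experiment 1, the copper genes *FRO5* and *COPT2* rose by 7.05 and 3.19 (log2) and *CSD2* fell by 3.96 over all 4 media. A list of 6 further copper homeostasis genes had a median log2 fold change of 2.40 in experiment 1 (all 6 higher, 4 called), above all 10000 random lists (highest 0.74), and of 0.68 in experiment 2 (4 called higher, 2 called lower, with 2 of the 10000 random lists as high). The 3 genes thought to fall had a median of −2.59 in experiment 1 (all called lower) and of −0.37 in experiment 2 (2 called lower, 1 called higher). The median of the 6 genes in axenic libraries of the plate was 0.031, which argues against the plate as a whole, but P2N3, grown on the same plate, had the next highest median (1.04). A lower copper supply or status in these plants is a candidate explanation, and its origin was not tested.

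Some replicate libraries had nearly the same counts. Over 498 pairs of replicates in the same condition and experiment, the median chi-square per degree of freedom between their counts was 5.18 and the lowest was 1.08, near the 1 that counting the same library more than once gives, although the counts of every pair differed by more than sampling noise (largest p = 1.4e-14). Under 1.2 were the pairs among the 3 replicates of N3P1 germinated without Pi and moved to 30 μM Pi and 1 pair of I2I3 germinated with Pi and moved to 100 μM Pi, all in experiment 1. No libraries were identical. Whether the same RNA or library entered more than once cannot be told apart from very similar seedlings, since the table holds counts and not reads. No biological explanation was tested.

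The other row that is not a gene of the plant, HaRXL21, had 19 reads in 14 libraries, with at most 4 in a library.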
